# Predictive network modeling of the high-resolution dynamic plant transcriptome in response to nitrate

**DOI:** 10.1186/gb-2010-11-12-r123

**Published:** 2010-12-23

**Authors:** Gabriel Krouk, Piotr Mirowski, Yann LeCun, Dennis E Shasha, Gloria M Coruzzi

## Abstract

**Background:**

Nitrate, acting as both a nitrogen source and a signaling molecule, controls many aspects of plant development. However, gene networks involved in plant adaptation to fluctuating nitrate environments have not yet been identified.

**Results:**

Here we use time-series transcriptome data to decipher gene relationships and consequently to build core regulatory networks involved in *Arabidopsis *root adaptation to nitrate provision. The experimental approach has been to monitor genome-wide responses to nitrate at 3, 6, 9, 12, 15 and 20 minutes using Affymetrix ATH1 gene chips. This high-resolution time course analysis demonstrated that the previously known primary nitrate response is actually preceded by a very fast gene expression modulation, involving genes and functions needed to prepare plants to use or reduce nitrate. A state-space model inferred from this microarray time-series data successfully predicts gene behavior in unlearnt conditions.

**Conclusions:**

The experiments and methods allow us to propose a temporal working model for nitrate-driven gene networks. This network model is tested both *in silico *and experimentally. For example, the over-expression of a predicted gene hub encoding a transcription factor induced early in the cascade indeed leads to the modification of the kinetic nitrate response of sentinel genes such as *NIR*, *NIA2*, and *NRT1.1*, and several other transcription factors. The potential nitrate/hormone connections implicated by this time-series data are also evaluated.

## Background

Higher plants, which constitute a main entry of nitrogen in to the food chain, acquire nitrogen mainly as nitrate (NO_3_^-^). Soil concentrations of this mineral ion can fluctuate dramatically in the rhizosphere, often resulting in limited growth and yield [1]. Thus, understanding plant adaptation to fluctuating nitrogen levels in the soil is a challenging task with potential consequences for health, the environment, and economies [2-4].

The first genomic studies on NO_3_^- ^responses in plants were published 10 years ago [5]. To date, data monitoring gene expression in response to NO_3_^- ^provision from more than 100 Affymetrix ATH1 chips have been published [5-12]. Meta-analysis of microarray data sets from several different labs demonstrated that at least a tenth of the genome can potentially be regulated by nitrogen provision, depending on the context [2,9,13,14]. Despite these extensive efforts of characterization, only a limited number of molecular actors that alter NO_3_^-^-induced gene regulation have been identified so far. The first molecular actor identified is NRT1.1, a dual affinity NO_3_^- ^transporter that has recently been proposed to also participate in a NO_3_^-^-sensing system by several studies from different laboratories. A mutation in the *NRT1.1 *gene has been shown to alter plant responses to NO_3_^- ^provision by changing lateral root development in NO_3_^-^-rich patches of soil [15,16] and to affect control of gene expression [17-20]. Additionally, mutations in the genes *CIPK8 *and *CIPK23*, encoding kinases, the NIN-like protein gene *NLP7*, and the *LBD37*/*38*/*39 *genes have been shown to alter induction of downstream genes by NO_3_^- ^[20-23]. Other regulatory proteins have been shown to control plant development in response to NO_3_^- ^provision (such as ANR1 for lateral root development), but no evidence has so far demonstrated their role in the control of gene expression in response to NO_3_^- ^provision [24]. Importantly, the downstream networks of genes affected by such regulatory proteins have not been identified.

In this study, our aim is to provide a systems-wide view of NO_3_^- ^signal propagation through dynamic regulatory gene networks. To do so, we generated a high-resolution dynamic NO_3_^- ^transcriptome from plants treated with nitrate from 0 to 20 minutes, and modeled the resulting sequence using a dynamical model. Instead of learning the dynamics directly from the gene expression sequence, we took into account uncertainty and acquisition errors, and used a state-space model (SSM). The latter defined the observed gene expression time series (denoted as **y**(*t*)) as being generated by a hidden 'true' sequence of gene expressions **z**(*t*). This approach enabled us to both incorporate uncertainty about the measured mRNA and model the gene regulation network by simple linear dynamics on the hidden variables **x**(*t*) (so-called 'states'), thus reducing the number of (unknown) free parameters and the associated risk of over-fitting the observed data. We used a specific machine learning algorithm known as 'dynamical factor graphs' [25] with an additional sparsity constraint on the gene regulation network. Interestingly, the coherence of the generated regulatory model is good enough that it is able to predict the direction of gene change (up-regulation or down-regulation) on future data points. This coherence allows us to propose a gene influence network involving transcription factors and 'sentinel genes' involved in the primary NO_3_^- ^response (such as NO_3_^- ^transporters or NO_3_^- ^assimilation genes). The role of a predicted hub in this network is evaluated by over-expressing it, and indeed leads to changes in the NO_3_^-^-driven gene expression of sentinel genes. The initial gene response to NO_3_^- ^is also analyzed and discussed for its insights into molecular physiology.

## Results and discussion

### Molecular physiology: assessing molecular reprogramming preceding the 'primary' nitrate response

To investigate genomic responses that precede the response of sentinel 'primary NO_3_^- ^response' genes (*NIR*, *NRT2.1*, *NIA1*, *NIR1*) to nitrate application, we first generated several time-series experiments (data not shown). These allowed us to identify the earliest time at which we were able to detect unambiguous NO_3_^- ^induction of these sentinel response genes using real time quantitative PCR (RT-QPCR). Figure 1a shows the expression of selected sentinel genes over time (0, 3, 6, 9, 12, 15, 20, 25, 35, 45, 60 minutes) in response to treatment with 1 mM KNO_3 _or controls of 1 mM KCl. These results (Figure 1a) demonstrate that a sentinel gene such as *NRT1.1 *is induced at 20 minutes (compared to KCl controls, and in comparison to gene expression at time 0 minutes). The timing of induction of other sentinel genes involved in the 'primary NO_3_^- ^response' are *NIR1 *at 12 minutes and *NRT2.1 *and *NIA1 *at 15 minutes. 

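Roots of Arabidopsis plants grown for 14 days and kept without nitrogen for 24 h were compared after transfer to 1 mM KNO3 or to 1 mM KCl, the control salt. The 26 arrays formed 13 groups of 2, which were time 0 and, for each salt, 6 time points from 3 to 20 min (3 min apart up to 15 min). The ATH1 array measures each transcript with a probe set, a group of short oligonucleotides whose brightness is summarized as 1 signal. The authors computed the signals with MAS5, and the 2% trimmed mean was 500.0 on each of the 26 arrays, while the methods state a target median of 150. The log2 signals of 22746 probe sets, without 64 control probe sets, were fitted with limma over the 13 groups. KNO3 was compared with KCl at each time point, and a probe set was called regulated at a Benjamini-Hochberg adjusted p under 0.05. A gene name was available for 13513 probe sets, 503 more were paired with several genes and 8730 had no gene listed here. The correlation of log2 signals between replicates had a median of 0.928 on the 8 arrays at 3 and 6 min and of 0.962 on the other 18 arrays. The median signal was 220.8 to 285.2 on the 8 arrays and 207.9 to 227.5 on the 18. The bacterial hybridization spike-ins, transcripts added to the labelled sample, were brighter on the 8 arrays, with a mean log2 signal of 12.55 to 13.38 against 10.01 to 11.21 on the others. With 2 arrays in each group, the spread of the values is pooled over all groups, and the number of arrays limits the precision.

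**Figure D1:**
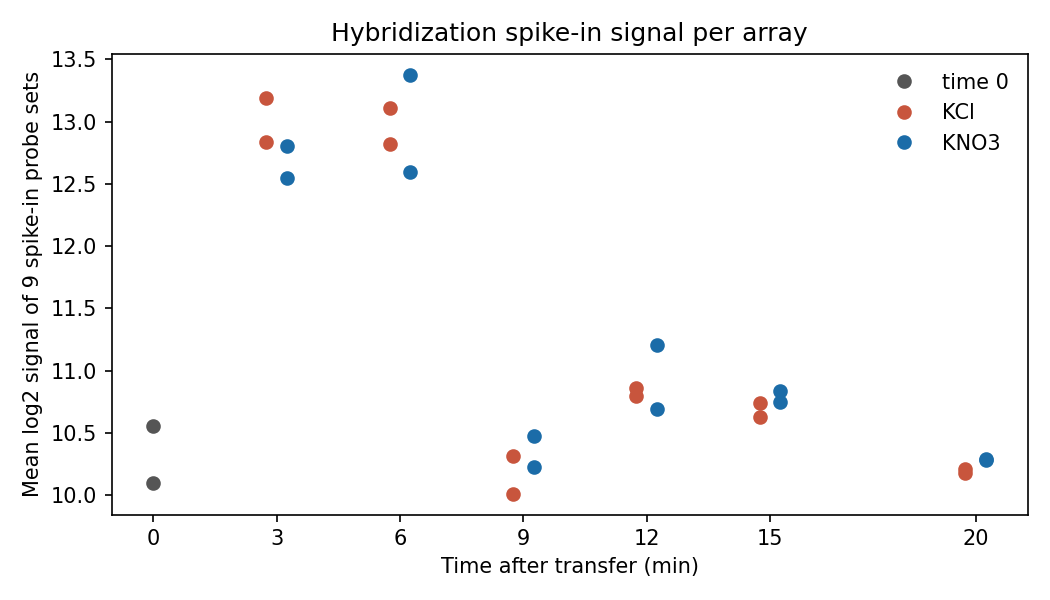
Mean log2 signal of 9 hybridization spike-in probe sets on each of the 26 arrays (y axis) against the time after transfer in minutes (x axis). Each point is 1 array, and KCl and KNO3 arrays are set slightly to the left and right of their time point. The 8 arrays at 3 and 6 min lie between 12.55 and 13.38, above the other 18.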

Following these preliminary experiments, we next ran Affymetrix ATH1 chips on biological replicates corresponding to the beginning of sentinel gene induction and their preceding time points (0, 3, 6, 9, 12, 15, 20 minutes). Note that we kept the 20-minute time point as a reference, since it was the earliest time point that had previously been studied [6].

**Figure 1:**
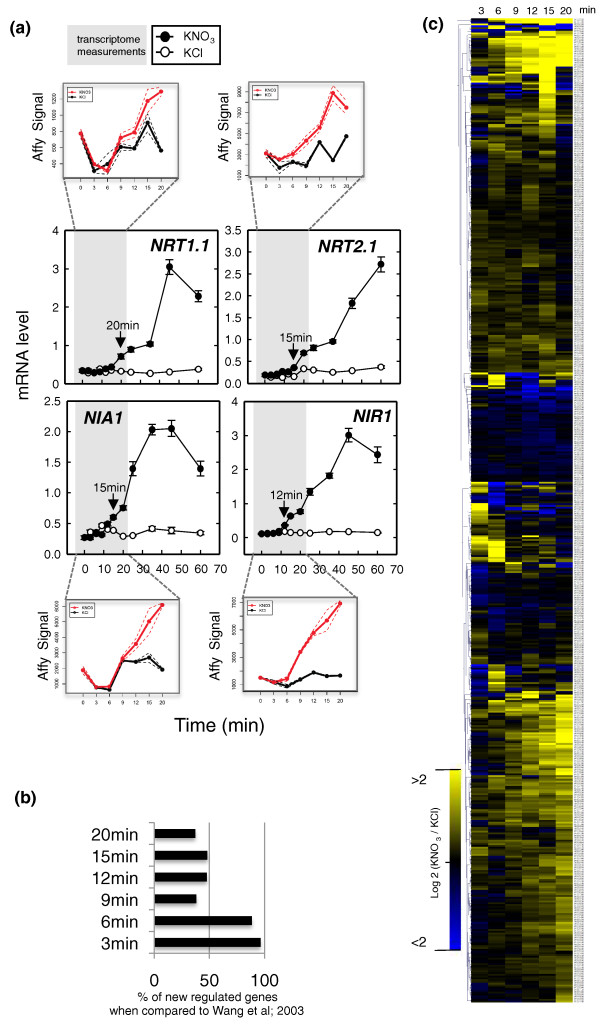
**High-resolution kinetics of transcriptome responses to NO**_**3**_^- ^**treatment**. **(a) **Levels of mRNA for nitrogen-responsive sentinel genes in *Arabidopsis *roots in response to NO_3_^- ^treatment. Fourteen-day-old plants grown in the presence of ammonium succinate were treated with 1 mM KNO_3 _or KCL (as a mock treatment). Plants were collected at 0 minutes (before treatment) and 3, 6, 9, 12, 15, 20, 25, 35, 45, and 60 minutes after treatment. Sentinel transcripts were measured in RNA from roots using RT-QPCR and normalized to two housekeeping genes (see Materials and methods). The insets show the Affymetrix MAS5 normalized signal for the sentinel genes on the 0- to 20-minute samples. The data represent the mean ± standard error of three and two biological replicates for QPCR and Affymetrix measurements, respectively. **(b) **Percentage of genes not detected as NO_3_^- ^regulated in Wang *et al*. [6]. **(c) **Overall behavior (relative expression) of 550 regulated genes (Log base 2(Signal KNO_3_/Signal KCl)) between 0 and 20 minutes. These data correspond to ATH1 measurement of the samples collected for the RT-PCR presented in (a) (grey shades; see also Materials and methods for further details).

The resulting nitrate-responsive transcriptome kinetic dataset corresponded to 26 ATH1 chips with 22,810 probes each. A sequential analysis involving linear modeling (detailed in Materials and methods) was carried out to identify genes regulated at each particular time point with highly stringent criteria (including control of the false discovery rate (FDR)). We detected 83, 192, 55, 149, 190, and 229 genes significantly regulated by nitrate treatment at the 3, 6, 9, 12, 15 and 20 minute time points, respectively (Additional file 1). 

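At 3 min, 518 probe sets differed between KNO3 and KCl at an adjusted p under 0.05 from limma, 316 of them higher with KNO3. The numbers were 94 at 6 min, 90 at 9 min, 157 at 12 min, 272 at 15 min and 169 at 20 min. Of 22 regulators of the nitrate response listed before the data were examined, 3 were measured, HHO1 and its relatives HHO2 and HHO3. Among these 3, HHO1, a GARP-type transcription factor gene, had the largest change at 20 min. Its signal at 20 min was 1229 ± 145 (SD, n = 2) with KNO3 and 69.4 ± 4.37 (SD, n = 2) with KCl, a log2 fold change of 4.14 (standard error 0.36, adjusted p = 2.7e-07 from limma). The PGM gene AT1G78050, which encodes a phosphoglycerate mutase, reached a log2 fold change of 2.84 at 20 min (standard error 0.18, adjusted p = 5.1e-09 from limma). AT5G09800 was higher from 6 min (log2 fold change 1.29, adjusted p = 0.00035 from limma) to 20 min (2.72, adjusted p = 2.9e-09). AT3G07350 rose from 12 min (log2 fold change 3.62) to 20 min (4.96), and AT5G10210 was between 4.85 and 4.89 from 12 to 20 min. Their KCl signals at 20 min (37.3 and 31.0) lay below the 25th percentile of those arrays (53.7 to 60.0), so the sizes of these changes are not precise. At 3 min, among probe sets with a gene name that passed the test and whose KNO3 and KCl arrays did not overlap, the largest rise and fall were those of AT5G13770 (log2 fold change 3.12, signal 106.9 ± 6.66 against 12.3 ± 0.196) and AT3G26490 (-3.58, 7.84 ± 5.66 against 95.2 ± 71.3), both with SD and n = 2. The lower signal of each lay far below the 25th percentile of the 3 min arrays (76.4 to 96.6), so neither the sizes nor this order are precise. Of the calls at 6 min, 29.8% were at or below the 40th percentile of mean signal, against 1.11% at 9 min. Fitted within the 8 arrays at 3 and 6 min alone, an alternative chosen after seeing the data, 27 probe sets passed at 3 min and 3 at 6 min, and 26 and 3 of these were among the calls above. Leaving out 1 array in turn gave 274 (without KNO3 replicate 2) to 1578 (without KCl replicate 1) at 3 min, where 169 and 406 of the 518 were kept in turn, 117 to 384 at 6 min, 8 to 61 at 9 min, 36 to 624 at 12 min, 85 to 480 at 15 min and 78 to 84 at 20 min.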

The union of these gene lists corresponds to 550 distinct nitrate-responsive genes. 

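The union of the calls held 1041 probe sets, 545 of them with a locus tag. Of these 1041, 879 passed at 1 time point only, 162 at 2 or more and 59 at 3 or more. Calls at 3 or 6 min and at no later time made up 545 of the union, and 496 passed at 9 min or later. With the time points fitted one at a time the union was 542, in limma without an intensity trend 578, and in the sequential model reconstructed from the methods 1971 on linear and 1673 on log2 signals. The other alternatives gave 1091 (without dim probe sets), 1117 (offset of 32), 1254 (quantile normalization) and 1102 (replicate block), and those chosen after seeing the data 957 (within the 8 or the other 18 arrays) and 963 (sequential model with time 0 as baseline of both salts). Over the 6 time points together, the mean difference between KNO3 and KCl passed for 716 probe sets, 372 higher and 344 lower. AT5G10210 (adjusted p = 4.1e-07 from limma), AT3G07350 (adjusted p = 5.7e-07) and HHO1 (mean log2 fold change 2.18, adjusted p = 2.8e-09) were among the rises that passed, and for the low KCl signals of AT5G10210 and AT3G07350 no mean fold or order is given. AT4G30380 and AT1G41825 were among the falls that passed. Their mean signals of 34.9 and 15.2 lay below the 25th percentile of every array (48.7 to 110.9), and no fold or order is given for them.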

We demonstrate that a large majority of the newly identified NO_3_^-^-regulated genes are controlled at the earliest time points (3 and 6 minutes), which have never before been assayed (Figure 1b). In order to support these new findings, 15 genes have been validated by QPCR (Additional file 2) on three replicates (two were used for the microarray chips and one for QPCR only). The predicted behaviors of these genes were validated by the QPCR approach, as follows. One set of genes is shown to have a transient response to NO_3_^- ^(for example, *At1g55120*, *At3g50750*, *At1g64370*, *At4g16780*, *At1g27900*, *At1g22640*, *At1g52060*, and *At2g42200*). 

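Of the genes named as transient, AT1G64370, AT1G27900 and AT1G52060 could be read from named probe sets. AT1G52060 was higher with KNO3 at 3 min, with a signal of 5602 ± 1069 (SD, n = 2) against 1491 ± 779 (SD, n = 2) with KCl (log2 fold change 2.00, adjusted p = 0.00026 from limma). Its log2 fold change was 0.49 at 6 min and -0.34 at 20 min, and neither passed the test. AT1G64370 passed at 9 min, with 2664 ± 67.3 against 1468 ± 123 (log2 fold change 0.86, adjusted p = 0.041 from limma), and its log2 fold change was 0.62 at 3 min, 0.73 at 6 min, 0.74 at 12 min, 0.06 at 15 min and 0.23 at 20 min. AT1G27900 did not pass at any time point in limma, and 1 of its 6 tests had an unadjusted p under 0.05. Its highest log2 fold change was 0.48 at 6 min (adjusted p = 0.40 from limma), and it was -0.10 at 20 min. The other genes of this set were not analysed here.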

While a second gene set is validated to be very early responsive genes (for example, *At1g13300*, *At1g49000*, *At4g31910*, *At5g15830*, *At2g27830*, *At3g25790*, and *At5g65210*). 

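Among these genes, HHO1 (AT3G25790), AT2G27830, AT1G49000 and BAT1 (AT4G31910), an acyltransferase gene, had named probe sets. The log2 fold change of HHO1 was -0.42 at 3 min, where its signals lay below the 25th percentile of the arrays, and 1.14 at 6 min, neither past the test, then 1.89 at 9 min (adjusted p = 0.021 from limma), 2.68 at 12 min and 3.67 at 15 min. AT2G27830 passed from 9 min, at 671 ± 23.4 (SD, n = 2) with KNO3 and 351 ± 10.3 (SD, n = 2) with KCl (log2 fold change 0.94, adjusted p = 0.045 from limma), and reached 1.71 at 20 min. BAT1 was lower with KNO3 at 6 min (log2 fold change -0.65, adjusted p = 0.027 from limma) and higher at 9 min (0.72, adjusted p = 0.018), 15 min (0.79) and 20 min (1.18, adjusted p = 1.3e-05). AT1G49000 passed at 20 min only (log2 fold change 3.13, standard error 0.72, adjusted p = 0.041 from limma). HHO2 and HHO3, relatives of HHO1, changed in the same direction: HHO3 passed from 9 min (1.15) to 20 min (2.78) and HHO2 from 12 min (1.10) to 20 min, with 1.62 at 15 min. The list of regulators had 3 of 22 members measured, all 3 of them higher at 9 min (median log2 fold change 1.15); 2 passed there, and 3 did when adjusted over the list alone. It passed camera at 9 min with a preset correlation (adjusted p = 2.9e-08) and with an estimated correlation (adjusted p = 0.0031). All 3 are in Additional file 1, 2 of them in its list at 9 min, so the study chose them on these samples and the test is not independent evidence.

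**Figure D2:**
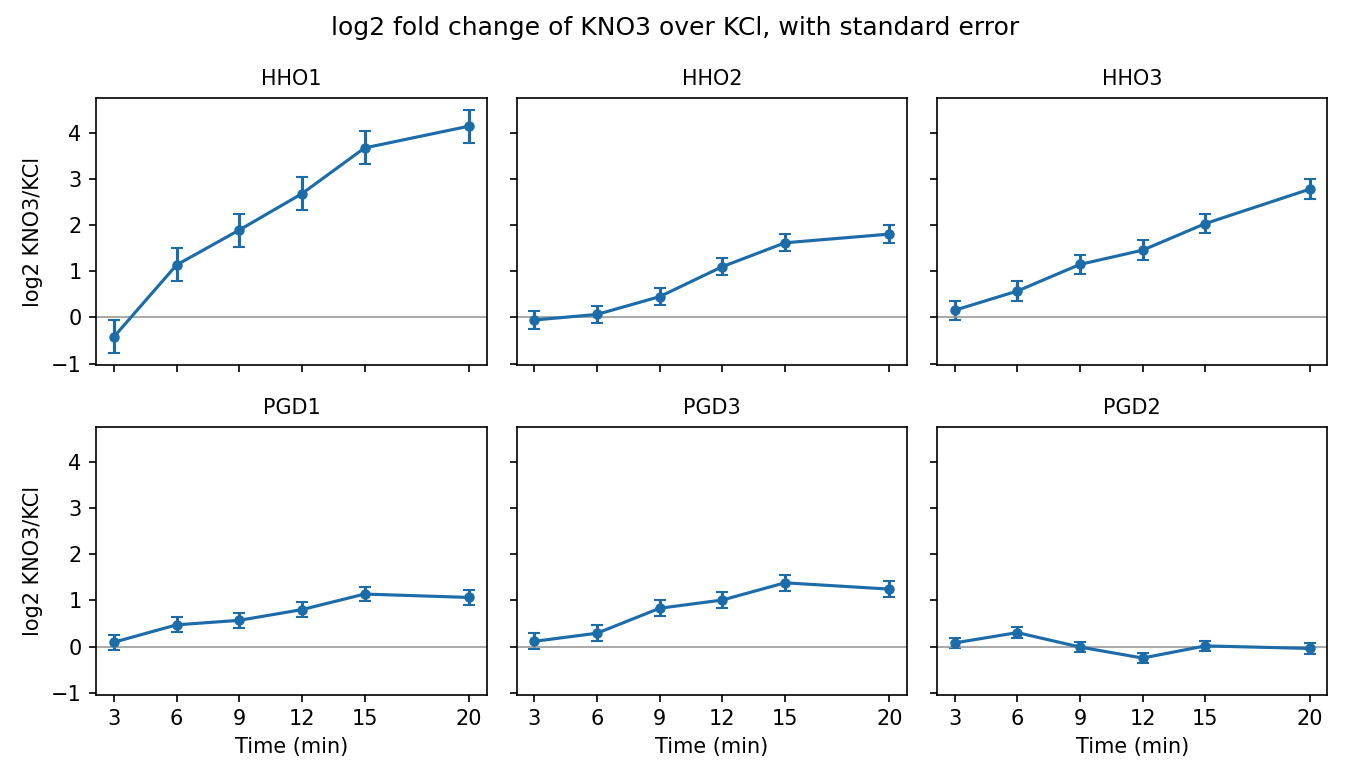
Log2 fold change of KNO3 over KCl (y axis) at each time in minutes (x axis) for 3 regulator genes and 3 genes of 6-phosphogluconate dehydrogenase. Points are the difference between means of 2 arrays each and bars are standard errors from limma. HHO1 goes from -0.42 at 3 min to 4.14 at 20 min, while PGD2 stays between -0.25 and 0.30.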

Quantitatively, the correlation between the NO_3_^- ^induction (KNO_3_/KCl ratio) detected by both approaches (ATH1 chip and QPCR) is R^2 ^> 0.5 for 8 genes, 0.5 > R^2 ^> 0.4 for 3 genes, R^2 ^< 0.4 for 4 genes. It is noteworthy that for the genes having a low correlation, their overall behavior is validated by QPCR (for example, constant versus transient induction by NO_3_^-^; Figure 2b; Additional file 2).

**Figure 2:**
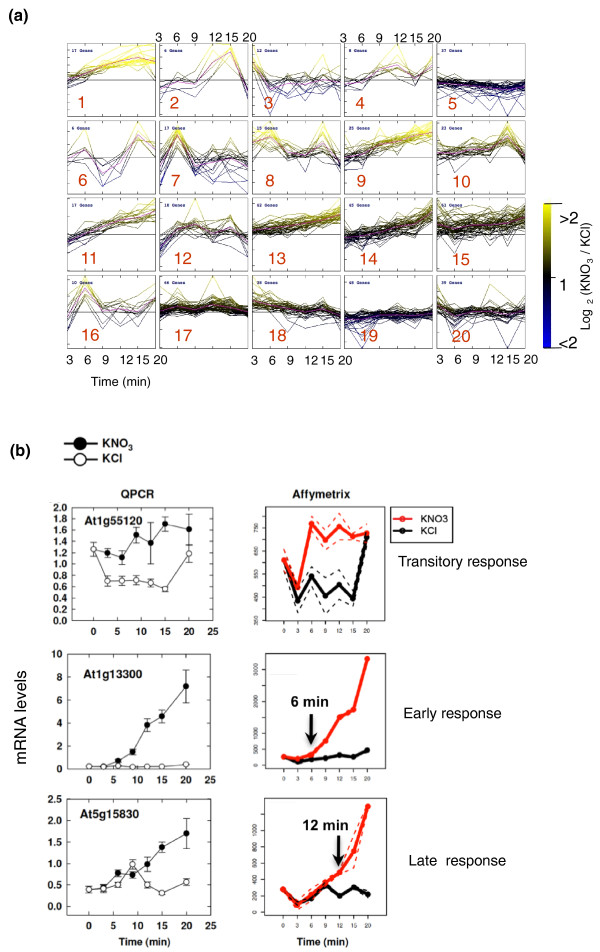
**Clustering analysis and QPCR reveals different patterns of expression in response to short-term NO**_**3**_^- ^**treatment**. **(a) **Cluster analysis of the relative expression of 550 regulated genes (Log base 2(Signal KNO_3_/Signal KCl)) between 0 and 20 minutes. These data correspond to ATH1 measurement of the samples collected for the RT-PCR shown in Figure 1 (see Materials and methods for further details). For clusters including genes with a significant over-representation of biological functions see Additional file 4. **(b) **Examples of three different gene behaviors (transitory, early, late responses) after NO_3_^- ^provision.

To probe the biological significance of these kinetic patterns of nitrate regulation of gene expression, we determined the functional categories that are over-represented in the lists of nitrate-regulated genes at each time point, separating the induced and repressed gene lists (Additional file 2). Interestingly, the biological functions induced earliest after nitrate addition do not concern nitrogen directly. Instead, within 3 minutes, the very first statistically significant over-represented functional category is ribosomal proteins (*P*-value 6.58e^-6^). This finding generates the hypothesis that nitrogen could trigger a transient and very rapid reprogramming of key elements of the translation machinery needed to synthesize new proteins required for nitrogen acquisition. This idea might be further supported by the fact that many more genes are induced by the addition of nitrate than are repressed (see below). Moreover, later on in the time-course (as early as 9 minutes), the next biological function to be significantly induced is the oxidative pentose-phosphate-pathway, a function that is known to be a critical step providing reductants needed to assimilate NO_3_^- ^[26]. 

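Of 41 genes of cytosolic ribosomal proteins listed before the data were examined, 17 were measured. At 3 min all 17 had a higher signal with KNO3 than with KCl, with a median log2 fold change of 0.29 and a range of 0.04 to 0.57. With quantile normalization the median was 0.22 and again 17 were above 0. In camera with a preset correlation the list passed at 3 min (adjusted p = 2.6e-06), and it did not with an estimated correlation (adjusted p = 0.21). Across all probe sets 1 member passed the test, and 3 did when adjusted over the list alone. At 9 min all 17 were again higher, with a median of 0.10 (adjusted p = 0.00063 with a preset and 0.33 with an estimated correlation), and 14 of 17 were with quantile normalization. In the list of Additional file 1 at 3 min, which the study chose on these samples, 5 of the 17 are found, so the tests of all 17 are not independent evidence. The other 12, set apart after seeing the data, were all higher at 3 min, with a median of 0.24 (camera over 6 tests, adjusted p = 0.00091 with a preset and 0.48 with an estimated correlation). At 6 min the median of the 17 was 0.01, or -0.02 with quantile normalization, and at 20 min it was -0.04, with 3 of 17 members above 0. For comparison, 10000 random lists of 17 probe sets were drawn from the 598 brightest without the list's own members. Among them the median of the ribosomal list at 3 min lay at the 98.98th percentile, and the median of the 598 was 0.11. RPP0A (mean signal 308.7) is dimmer than these. Random lists lack the correlation between ribosomal genes, and 5 of the 17 were chosen on these samples, so the percentile can overstate the evidence. The 3 min arrays are among the 8 whose spike-ins were brighter than on the other 18. From the over-representation of ribosomal proteins, the paper proposes as a hypothesis that nitrogen could trigger a rapid and transient reprogramming of parts of the translation machinery.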

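PGD1 and PGD3, which encode 6-phosphogluconate dehydrogenases of the oxidative pentose phosphate pathway, were higher with KNO3. PGD3 passed at 9 min, with a signal of 2592 ± 188 (SD, n = 2) against 1462 ± 180 (SD, n = 2) with KCl (log2 fold change 0.83, standard error 0.17, adjusted p = 0.038 from limma). It reached 1.38 at 15 min and 1.24 at 20 min. PGD1 passed from 12 min (log2 fold change 0.80, adjusted p = 0.020 from limma) and was at 1.14 at 15 min. PGD2 had a log2 fold change of -0.01 at 9 min and TRA1, a transaldolase gene, of 0.41, and neither passed at any time point. Of the 21 genes of the pathway and of root ferredoxin reduction, in a list fixed beforehand, 4 were measured, and 2 of them are in Additional file 1, chosen by the study on these samples, so the list is not independent evidence. At 9 min 3 of the 4 were higher (median log2 fold change 0.49), 1 passed, and 3 did when adjusted over the list alone. The list passed camera with a preset correlation at 6 min (adjusted p = 0.0028), 9 min (2.1e-05), 12 min (0.014), 15 min (2.3e-06) and 20 min (0.00052). With an estimated correlation it passed at 15 min (adjusted p = 0.040), and not at 6 min (0.16), 9 min (0.054), 12 min (0.26) or 20 min (0.12).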

The oxidative pentose-phosphate-pathway has also been shown to generate a signal controlling key effectors of the NO_3_^- ^response, such as *NRT2.1*, *NRT2.4*, *NRT1.1*, *NRT1.5*, and *AMT1.3 *[27]. Taken together, these observations suggest that the early nitrate response involves mechanisms needed to prepare the plant to respond to nitrate rather than mechanisms that relate directly to nitrogen. Such mechanisms - for example, nitrate transport and amino acid metabolism - are regulated later on in the time series (Additional file 3).

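Of 19 genes listed for nitrate uptake and reduction, 2 were measured. The name NRT3.2 for the locus AT4G24730 is that of the list, and what this locus encodes was not established here. NRT2.5, a high-affinity nitrate transporter gene, had log2 fold changes of 0.75 at 6 min, -0.50 at 15 min and 0.41 at 20 min, with standard error 0.28 each. AT4G24730 was at -0.48 at 15 min and -0.32 at 20 min, with standard error 0.21. Neither passed the test from limma at any of the 6 time points, and 2 of the 12 tests had an unadjusted p under 0.05. Adjusted over the list alone, NRT2.5 passed as higher at 6 min (adjusted p = 0.026). The other members were not analysed here.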

To begin to decipher the pattern of nitrate-regulated gene expression over the entire time series, we first clustered the gene expression ratio (Log_2_(Signal KNO_3_/Signal KCl) of the 550 significantly regulated genes) in order to gain insight into the genomic reprogramming during the first 20 minutes of KNO_3 _treatment (Figure 1c). The vast majority of the reprogramming is an induction of gene expression by NO_3_^-^, rather than a repression. 

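Of the probe sets called at 3 min, 61.0% were higher with KNO3 (95% exact binomial interval 56.7 to 65.2). The share was 67.0% at 6 min (56.6 to 76.4), 65.6% at 9 min (54.8 to 75.3), 56.1% at 12 min (47.9 to 64.0), 60.3% at 15 min (54.2 to 66.2) and 88.8% at 20 min (83.0 to 93.1). Probe sets on the same arrays are not independent, so these intervals cover counting error only. At 20 min, 150 probe sets were higher and 19 were lower. Genes with large rises at 20 min included AT4G36010 (log2 fold change 2.54), and those with falls included AT5G55770 (-1.36). With 32 added to each signal before taking logs, 49.0% of the calls at 6 min and 53.7% at 3 min were higher. Without the intensity trend the share was 92.9% at 9 min, 70.2% at 12 min and 68.9% at 15 min. With each time point fitted alone it was 17.6% at 3 min, 33.3% at 6 min, 87.9% at 12 min, 77.1% at 15 min and 67.5% at 20 min. In the fit within the 8 arrays at 3 and 6 min, chosen after seeing the data, 9 of the 27 calls at 3 min were higher. The sequential linear model reconstructed from the methods, on linear signals, gave 37.6% at 3 min, 36.0% at 6 min, 49.9% at 9 min, 53.3% at 12 min, 49.8% at 15 min and 70.2% at 20 min. With the time 0 arrays as baseline of both salts in that model, chosen after seeing the data, it gave 29.3% at 3 min, 28.4% at 6 min, 84.6% at 9 min, 68.2% at 12 min, 67.0% at 15 min and 88.9% at 20 min. The differences tested there were the same, and only their standard errors and degrees of freedom changed. Leaving out 1 array in turn gave 39.8% (without KNO3 replicate 2) to 75.0% (without KCl replicate 1) at 3 min, 32.8% (without KNO3 replicate 2) to 80.7% (without KCl replicate 2) at 6 min and 34.5% (without KNO3 replicate 1, 215 of 624) to 80.6% (without KCl replicate 1) at 12 min. Of the measured genes that Additional file 1 lists at each time point, which the study chose on these samples, 31 of 40 were higher with KNO3 at 3 min, 83 of 104 at 6 min, 31 of 32 at 9 min, 67 of 77 at 12 min, 76 of 92 at 15 min and 94 of 107 at 20 min.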

To quantify this observation, the numbers of genes that are detected as significantly induced by NO_3_^- ^at 3, 6, 9, 12, 15, and 20 minutes are 63 (76% of regulated genes), 146 (76% of regulated genes), 54 (98% of regulated genes), 123 (82% of regulated genes), 164 (87% of regulated genes), and 209 (92% of regulated genes), respectively. One interpretation is that NO_3_^- ^induces an adaptation program that is on 'stand-by' in NO_3_^-^-free conditions, rather than a shut-down of a putative 'N-free-condition' program. Clustering analysis also allowed us to sort gene responses according to their overall behavior. This analysis demonstrated that rapid gene expression responses to nitrate could be classified into up to 20 clusters (according to figure of merit (FOM) analysis; see Materials and methods; Figure 2). Considering each cluster independently, we were able to identify over-represented biological functions for eight clusters, including chloroplast, the oxidative pentose-phosphate-pathway, and ribosomal proteins (Figure 2; see Additional file 4 for details).

Moreover, we identified and analyzed 146 genes that were consistently induced over the 20 minutes of nitrate treatment (corresponding to clusters 1, 9, 11, 13, and 14). This group of consistently nitrate-induced genes includes over-represented biological functions such as oxidoreduction coenzyme process (*P*-value = 0.00027), nicotinamide metabolic process (*P*-value = 6.50e-05), regulation of transcription (*P*-value = 0.00167), pentose phosphate shunt (*P*-value = 0.00073). 

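Of the 146 genes of clusters 1, 9, 11, 13 and 14 in Additional file 1, 74 were measured. All 74 had a higher signal with KNO3 over the 6 time points together, and 57 passed at an adjusted p under 0.05 from limma. The study chose these genes on the same samples, so their direction is not independent evidence. The median log2 fold change was -0.04 at 3 min, 0.12 at 6 min, 0.59 at 9 min, 0.78 at 12 min, 0.97 at 15 min and 1.27 at 20 min. At 3 min, 36 of the 74 were above 0 and 1 passed as higher, against 58 that passed as higher at 20 min. By number of time points past the test, 14 of the genes passed at 0, 22 at 1, 12 at 2, 12 at 3, 11 at 4 and 3 at 5. HHO1, HHO2, HHO3, PGD3 and AT5G09800 belonged to this group.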

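Clusters 2, 3, 4, 6, 7, 8, 10, 12, 16, 17 and 18 of Additional file 1 held 218 genes here, of which 116 were measured. Their median log2 fold change was 0.10 at 3 min, 0.36 at 6 min, 0.18 at 9 min, 0.21 at 12 min, 0.28 at 15 min and -0.13 at 20 min. At 6 min, 98 of the 116 were above 0, and at 20 min 47 were. No time point was passed by 88 of them in limma, 21 passed at 1, 6 at 2 and 1 at 3. Over the time points together 20 passed, all of them higher with KNO3. AT1G80380 of cluster 16 (mean log2 fold change 0.85, adjusted p = 7.0e-06 from limma) and SBT4.12 of cluster 10, a subtilase gene (0.61, adjusted p = 7.1e-06), had the smallest adjusted p among them. These genes were chosen by the study on the same samples.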

We also identified 219 genes showing responses to nitrate that seem to represent a general pattern of transient regulation (clusters 2, 3, 4, 6, 7, 8, 10, 12, 16, 17, and 18). Interestingly, the oxygen and redox state of the cell seems to be a general function that is transiently adapted by KNO_3 _treatment. Indeed, Munich Information Center for Protein Sequence (MIPS) functions such as oxygen radical detoxification (*P*-value = 0.00018), peroxidase reaction (*P*-value = 0.01479), and superoxide metabolism (*P*-value = 0.02472) are over-represented gene ontology terms in this group. This observation might indicate the effect of NO_3_^- ^on the redox state of the cell. 

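In the list of reactive oxygen removal, fixed before the data were examined, 3 of 19 genes were measured. CCS, the copper chaperone gene for superoxide dismutase, is the member that is in Additional file 1, which lists it at 6 min. The log2 fold changes of CCS were -0.53 at 3 min, 0.32 at 6 min, 0.54 at 12 min and 0.63 at 15 min (standard error 0.18, adjusted p = 0.096 at 15 min from limma). The glutathione reductase genes GR1 and GR2 lay between -0.45 and 0.16 over the time course. No member passed at any time point in limma, while 4 of the 18 tests had an unadjusted p under 0.05. Adjusted over the list alone, CCS passed as lower at 3 min and as higher at 12 and 15 min, and GR2 as lower at 12 min. The list did not pass camera at any of the 6 time points (smallest adjusted p = 0.23).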

Finally, we show that 124 genes are repressed by NO_3_^- ^treatment, transiently or otherwise (corresponding to clusters 5, 19, and 20). 

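Clusters 5, 19 and 20 held 124 genes, of which 61 were measured. Over the 6 time points together their median log2 fold change was -0.28, and 28 passed, all of them lower with KNO3, at an adjusted p under 0.05 from limma. AT4G37240 of cluster 5 had the smallest adjusted p (mean log2 fold change -0.87, adjusted p = 4.2e-06 from limma) and fell by 1.29 on the log2 scale at 9 min. AT5G47060 (-0.44) and AT3G62630 (-0.42) were also lower. At single time points, 44 of the 61 passed at 0, 15 at 1, 1 at 2 and 1 at 4. The median was -0.18 at 3 min, -0.33 at 6 min, -0.32 at 15 min and -0.18 at 20 min. Cluster 20, with 14 of the 61 genes, had a median of 0.28 at 3 min, where 1 gene passed as higher, -0.16 at 6 min, 0.04 at 9 min and -0.01 at 20 min, and none of its genes passed as lower at a time point in limma. The study chose all these genes, and grouped them by pattern, on the same samples.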

The common function overrepresented in this group is transcription (*P*-value = 0.00312). This could result from the extinction of the pre-existing transcriptome program preceding the NO_3_^- ^treatment. Since the plants had been nitrogen starved for 24 hours before NO_3_^- ^treatment, this might correspond to genes that are up-regulated by the pre-treatment (nitrogen starvation) and down-regulated by NO_3_^- ^provision. To statistically test this hypothesis, we set up a randomization test (see Materials and methods) to quantify whether the genes that are down-regulated in our conditions correspond to genes that were up-regulated by nitrogen starvation in Peng *et al*. [28]; this occurred with a *P*-value of 0.0089. Conversely, no significant overlap was detected for clusters induced bi NO_3_^- ^(clusters 1, 2, 4, 9, 10, 11, 13, 14). This finding validates the idea that NO_3_^-^-down-regulated clusters correspond to genes involved in the response of plants to the pre-treatment conditions. In summary, a large part of the NO_3_^- ^gene expression reprogramming has been missed by previous genomic studies. The time-varying expression modulation newly identified here involves physiological functions that could be components of the nitrate signaling system itself.

In order to further document the potential of this dynamic transcriptome response to mediate cross-talk between nitrate signaling and other well-studied signaling pathways in plants, we evaluated if the gene sets regulated by NO_3_^- ^at the different time points in our analysis overlap more than expected by chance with genes regulated by hormones using data generated by the Chory lab [29]. To do this, we compared the nitrate-regulated gene lists (over six time points) with the lists of hormone-regulated genes [29] and generated a matrix that assembled the randomization test *P*-values (see Materials and methods) between each pair of gene lists. The lists included genes regulated by NO_3_^- ^across each of the six time points (our study), and lists of genes regulated by seven different hormones by the Chory lab (abscisic acid, cytokinins, auxin (IAA), methyl jasmonate, brassinolides, gibberellic acid, ethylene)] [29]. These results (Figure 3) lead to three main conclusions supporting the existence of gene modules responding to nitrate and hormone signaling.

**Figure 3:**
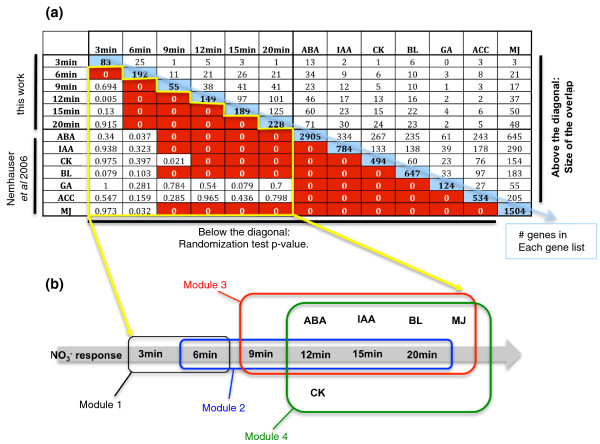
**Identification of NO**_**3**_^- ^**response and hormonal cross-talk modules**. **(a) **For each pair of gene lists (NO_3_^- ^responsive (this work) or hormone responsive [29]), a *P*-value (randomization test; see Materials and methods) was computed and is shown in the table below the blue diagonal. Entries in the blue diagonal give the gene list size in number of genes. Above the diagonal the size of the intersection of each pair of studied gene lists is given. Note that *P*-value = 0 means *P*-value < 0.001. Analysis of the *P*-values included within the yellow outline led to the building of gene modules depicted in the conceptual model provided in **(b)**. ABA, absisic acid; ACC, 1-aminocyclopropane-1-carboxylic-acid (ethylene precursor); BL, brassinolides; CK, cytokinins; GA, gibberellic acid; IAA, indole acetic acid (auxin); MJ, methyl jasmonate.

First, we considered only the overlap between the NO_3_^-^-responsive gene lists at different time points. We found evidence for two linked 'modules' of nitrate-regulated gene expression (modules 1 and 2 in Figure 3b). The first nitrate-regulated module consists of the nitrate-regulated genes in the union of the 3- and 6-minute gene lists. The overlap between these two lists is far beyond what we would expect by chance (*P*-value < 0.001). However, the 3-minute gene list overlaps very little with the rest of the nitrate-regulated genes in the time-course study. 

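The 518 probe sets called at 3 min shared 6 with the 169 called at 20 min, against 3.85 by chance (one-sided Fisher's exact test, adjusted p = 0.19 over 15 pairs). This overlap passed with each time point fitted alone (5 shared, 1 of them in the same direction, adjusted p = 3.4e-05). With the calls at 12 min they shared 8 against 3.58 by chance (adjusted p = 0.030), which did not pass without the dim probe sets (11 against 6.58, adjusted p = 0.071), with those at 9 min 12 against 2.05 (adjusted p = 1.2e-06) and with those at 15 min 25 against 6.19 (adjusted p = 6.7e-09). Of these 12 and 25, 11 and 21 changed in the same direction at both times. Fitted within the 8 arrays at 3 and 6 min or within the other 18, the 27 calls at 3 min shared 8 with those at 15 min against 0.538 by chance (adjusted p = 7.9e-08) and 3 with those at 12 min against 0.458 (adjusted p = 0.016), 1 with those at 20 min against 0.278 (adjusted p = 0.30) and 0 with those at 9 min against 0.186. In the reconstructed sequential model the calls at 3 min shared no more than chance with those of any other time point, taken over the 2154 probe sets that could be called (52 with those at 20 min against 129.8 and 142 with those at 15 min against 245.5, adjusted p = 1 for all). With time 0 as baseline of both salts, also chosen after seeing the data, they shared 9 with those at 15 min against 32.3 and 3 with those at 20 min against 31.4 (adjusted p = 1 for all). These 2154 were picked for an effect on the same arrays, so fewer shared than chance is not evidence against a shared response. The test takes the calls of a pair of time points as separate, while both rest on a spread pooled over all groups.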

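The calls at 9, 12, 15 and 20 min shared many probe sets, and in 4 of the 6 pairs all shared ones kept their direction. The calls at 15 and 20 min had 71 in common against 2.02 by chance, 68 of them in the same direction (one-sided Fisher's exact test, adjusted p = 5.3e-92). Those at 12 and 15 min had 55 in common, all 55 in the same direction, and those at 9 and 12 min 34, all 34 in the same direction. HHO1, HHO3, PGD3 and AT5G09800 passed at each of these 4 time points.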

As such, the second nitrate-regulated module is made up of the union of the 6-, 9-, 12-, 15-, and 20-minute gene lists (these gene lists overlap significantly more than random). The 6-minute gene list acts as the link between the very early nitrate-response genes (before 6 minutes) and the more delayed ones (after 6 minutes).

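The 94 calls at 6 min shared 8 probe sets with those at 9 min, 7 with those at 12 min, 11 with those at 15 min and 8 with those at 20 min, against 0.372 to 1.12 by chance (one-sided Fisher's exact test, largest adjusted p = 4.7e-06). AT5G09800 was among the calls at 6 min and at all later times. With the calls at 3 min they shared 19 against 2.14 by chance (adjusted p = 7.1e-13), of which 9 changed in the same direction at both times. With each time point fitted alone, the 3 calls at 6 min shared 1 with those at 3 min, 1 with those at 12 min and 0 with those at 9, 15 and 20 min. In the fit within sets of arrays the 3 calls at 6 min shared 2 with those at 12 min (adjusted p = 0.0016) and 1 with those at 15 min (adjusted p = 0.080). Among the 2154 probe sets of the reconstructed sequential model, the calls at 6 min shared no more than chance with any other time point (adjusted p = 1), and with time 0 as baseline of both salts the smallest adjusted p was 0.19, for 9 min.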

Second, the overlap of the nitrate-regulated genes with the hormone-regulated genes (modules 3 and 4 in Figure 3b) is significantly higher than expected at the 9-minute nitrate time point for abscisic acid-, indole acetic acid-, brassinolide- and methyl jasmonate-regulated genes, while the 12-minute nitrate time point overlaps significantly with cytokinin-regulated genes. This suggests that the interaction of nitrate signaling with other hormone signals is likely to involve the genes regulated by nitrate after 9 minutes. This leads to the hypothesis that, from 0 to 6 minutes, the genomic reprogramming concerns a pure NO_3_^- ^signaling pathway, and thereafter (for example, 9 minutes after nitrate treatment) interactions with developmental signals such as hormones occur (Figure 3). This enables us to derive the hypothesis that the early nitrate controllers (for example, transcription factors, kinases, and so on) regulated at 3, 6, and 9 minutes are involved in the control of the nitrate signaling itself, rather than in the interaction between NO_3_^- ^and other signals such as hormones.

Third, this analysis shows that the different hormonal treatments control largely overlapping gene modules, as has been described previously [29].

In conclusion, connections between NO_3_^- ^and hormone-related signaling are common features of plant molecular networks at several layers of integration (for a review, see [30]). For instance, transcriptional connections have been identified where genes involved in a NO_3_^-^-responsive 'biomodule' have been shown to be more responsive to NO_3_^- ^if they are also strongly regulated by hormones [13]. More recently, we provided a mechanistic hypothesis to explain the role of NRT1.1 as a NO_3_^- ^sensor controlling lateral root development. Indeed, NRT1.1 is a transceptor able to transport both auxin and nitrate. The sensing mechanism results from the ability of nitrate to inhibit auxin transport by NRT1.1, leading to low lateral root development at low nitrate concentrations [16]. To determine whether this mechanism is also involved in the transcriptional induction studied in the present work will require further investigation. However, the fact that hormones can be involved at the beginning of NO_3_^- ^sensing mechanisms [13,16] and downstream of NO_3_^- ^transcriptional activation (this analysis) is an intriguing observation that deserves further investigation to understand what is the purpose of such signal entanglement.

### Machine learning approach: modeling of regulatory gene influences through predictive models

#### Dynamical predictive modeling of regulatory gene networks

Time-series datasets of gene expression levels, as measured by microarrays, can provide us with a detailed picture of the behavior of the genetic network over time, but they contain this information in a highly noisy form requiring reverse engineering [31]. An additional challenge of systems biology is to be able to model systems precisely enough that they can predict untested conditions, especially given the paucity of data relative to the number of possible connections.

Among the several approaches to this modeling problem, dynamical models have gained prominence as they simultaneously encode the topology of the gene interaction graph and its functional evolution model. Such a model can in turn be used for predictive modeling of gene expression at later time points or upon perturbation. Such dynamical models essentially consist of a mathematical function that governs the transitions of the state of a gene regulatory network over time. Typically, dynamical models of mRNA concentrations consist of ordinary differential equations (ODEs) [31]. For a given gene *i*, ODEs can, for instance, define the rate of change of mRNA concentration *y*_*i*_(*t*) (with a kinetic constant *τ*), as a function *g*_*i *_of the influences of transcription factors (which we assume in this article to consist of the vectors **y**(*t*) of all observed mRNA measures, because protein levels are unavailable to us), with an optional mRNA's degradation term, as in the equation below:

$$\tau \frac{\text{d}y_{i}(t)}{\text{d}t}=g_{i}(\text{y}(t))-y_{i}(t)$$

In our study, we have considered dynamics with the mRNA degradation term (the so-called 'kinetic' model [32,33]) and without it (the so-called 'Brownian motion' model [34]). Assuming degradation (kinetic ODE) worked better.

Since microarray data are discretely sampled over time, the above equation is linearized; hence, it explains how gene expressions at time *t *influence gene expressions at time *t *+ 1.

In our study, the sequence of microarrays contained seven full-genome mRNA measures (with two replicates) at 0, 3, 6, 9, 12, 15 and 20 minutes; in the cross-validation leave-out-last study, we used measures between 0 and 15 minutes to fit the model for each gene *i *(by tuning the parameters of associated dynamical functions), and tested the fitted model on the last time point (prediction of the mRNA level at 20 minutes).

#### Choosing the model

In a review article, Jaeger and Monk [31] pointed out that the inference of biological networks in the presence of few time-point measurements, many genes, measurement errors and random fluctuations in the environment is inherently difficult. Because of this limitation, methods for computational inference of gene regulation networks can be crudely divided into two approaches: non-linear or state-space based modeling of the complex interactions between a restricted number of genes (typically ten) with hidden protein transcription factors; or simpler, but linear, models of transcription factor-gene interactions [32-35], relying on larger (hundreds to thousands) numbers of microarray measurements.

State-space models (SSM) are a general category of machine learning algorithms that model the dynamics of a sequence of data by encoding the joint likelihood of observed and hidden variables. A popular probabilistic example of SSMs that have been applied to gene expression data are dynamical bayesian networks [36], such as linear dynamical systems [37,38]. SSMs assume an observed sequence **y**(*t*) (in our case, gene expression data) to be generated from an underlying unknown sequence **z**(*t*), also called 'hidden states'. Consecutive hidden states form a Markov chain {**z**(0), **z**(1), ..., **z**(T-2), **z**(*T*-1)} (in our case, the sequence contains seven states at 0, 3, 6, 9, 12, 15 and 20 minutes); each transition in the chain corresponds to the same stationary (that is, time invariant) dynamical model *f*.

As a first example of complex SSMs, Zhang *et al*. used gaussian processes dynamical models with nonlinear dynamics to infer the profile of a single transcription factor (the tumor suppressor p53) and explained the activity of a large collection of genes using that transcription factor only (without any other transcription factor-gene interaction) [39]. Another example is the linear dynamical system, which Beal *et al*. [37] as well as Angus *et al*. [38] used to infer the profiles of 14 hidden transcription factors for 10 observed genes only, either without predictive cross-validation [37], or on synthetically generated data [38].

Examples of first-order linear dynamical models for gene expression include the Inferelator by Bonneau *et al*. [32,33]. The Inferelator consists of a kinetic ODE that follows the Wahde and Hertz equation [40] and where transcription factors contribute linearly. This ODE also includes an mRNA degradation term. Some instances of the Inferelator introduce nonlinear AND, OR and XOR relationships between pairs of genes, based on a previous bi-clustering of genes. One has to note that the Inferelator has been mostly applied to datasets with hundreds of data-points (for example, *Halobacterium*).

Other examples include the first-order vector autoregressive model VAR(1) [35] and the 'Brownian motion' model (which is a VAR(1) model of changes in mRNA concentration) [34]. Lozano *et al*. [41] suggested using a dynamic dependency on the past 2, 3, or 4 time points, but this was impractical in our case given the relatively small number of microarray measurements in our experiments.

Two microarray replicates were acquired in this study. Since each replicate is independent of all microarrays preceding and following in time, there were four possible transitions between any two time points *t *and *t *+ 1, and we therefore used four replicate sequences to train the machine learning algorithm.

#### A noise reduction approach to state-space modeling of regulatory gene networks

In a departure from previous SSM frameworks, our noise-reduction approach uses the hidden variables to represent an idealized, 'true' sequence of gene expressions **z**(*t*) that would be measured if there were no noise. The set of all genes at time *t *is modeled by a 'latent' (that is, hidden but correct) variable (denoted **z**(*t*)), about which noisy observations **y**(*t*) are made.

Specifically, we a) model the dynamics on hidden states **z**(*t*) instead of modeling them directly on the Affymetrix data **y**(*t*), as well as b) have the hidden sequence **z**(*t*) generate the actual observed sequence **y**(*t*) of mRNA, while incorporating measurement uncertainty. Such an approach has been used in robotics to cope with errors coming from sensors. Our proposed SSM is depicted in Figure 4a, where each node **y**(*t*) or **z**(*t*) represents a vector of all gene expressions at a particular time point, and where latent variables are represented by large red circles, and observed variables by large black circles.

**Figure 4:**
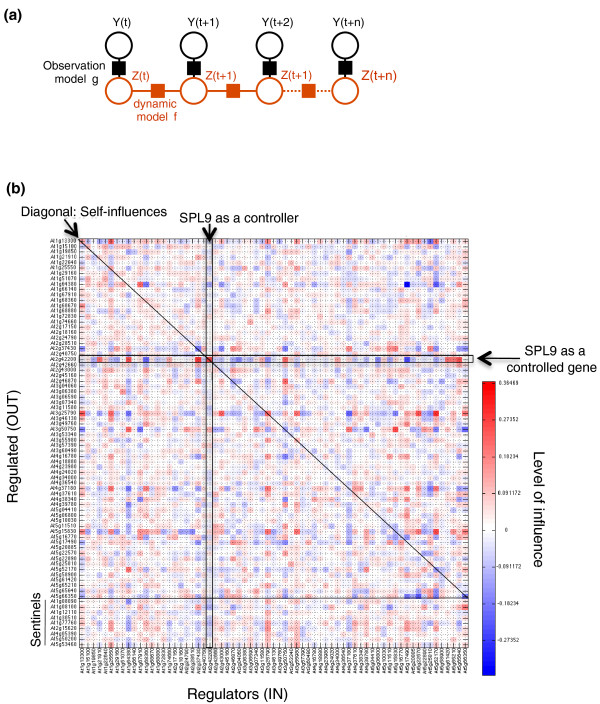
**State space modeling predicts transcription factor influence**. **(a) **Conceptual scheme of the state space modeling. An unknown function f (red square) relates the values of latent variables Z(t) and Z(t + 1) (for all t) corresponding to consecutive time measurements. Learning algorithms iteratively optimize the function f mapping latent values of transcription factors to changes to target genes (and transcription factors themselves at time t + 1). **(b) **The whole dataset (from 0 to 20 minutes of KNO_3 _treatment) has been learnt by state space modeling (validated to be predictive in a leave-one-last approach; Table 2). The resulting *f *function has learnt possible connections and can be displayed as an influence matrix. SPL9 is a transcription factor predicted to be a potential bottleneck and is further experimentally studied.

Our goal is to learn the function *f *that determines the change in expression of a target gene *z*_*j*_, as a linear combination of the expression of a relatively small number of transcription factors, and that relates the values of latent variables **z**(*t*) and **z**(*t *+ 1) corresponding to consecutive time measurements (function *f *is represented by a red square in Figure 4a). The relationship between latent and observed variables is assumed to be the identity function *h *with added Gaussian noise (represented by a black square in Figure 4a).

The function *f *is modeled as a linear dynamical system (that is, a matrix **F**). This linear Markovian model, which represents a kinetic (RNA degrades) or Brownian motion (RNA does not degrade) ODE, is the simplest and requires the fewest parameters (there is one parameter per transcription factor-gene interaction, and an additional offset for each target gene). This model thus helps to avoid over-fitting scarce gene data. The linear model operates on hidden variables, which become a smoothed version of the observed gene expression data.

Because our noise reduction state-space modeling algorithm is efficient, simple and tractable, as explained in the Materials and methods section, it can handle larger numbers of genes (we focused on 76 genes) than other SSM approaches, given enough genes [37-39].

#### Comparative study of state-space model optimization

Out of the 550 nitrogen-regulated genes, we extracted 67 genes that correspond to all the predicted transcription factors and 9 N-regulated target genes that belong to the primary nitrogen assimilation pathway. The transcription factors have been used as explanatory variables (inputs to *f*) as well as explained values (output from *f*) (Figure 4b), whereas the nitrogen assimilation target genes are only explained values. We then optimized our SSM, using different algorithms, in order to fit it to the observed data matrix, and compare all our results in Table 1. We also compared our SSM approach to non-SSM approaches [32-35,42,43] (Table 2).

**Table 1:** The kinetic ODE and both the conjugate gradient and LARS optimization algorithms obtain the best fit to the 0 to 15 minutes data, with good leave-out-last predictions

			Best hyperparameters (with respect to SNR on leave-1 training dataset)			Performed on training set:	Performed on test set:
Dynamics	Normalization	Optimization	Gamma (state-space coefficient)	Tau (kinetic time constant)	Lambda (regularization parameter)	SNR (in dB) on leave-1 training dataset	percentage of correct signs on leave-1 test dataset
Kinetic	MAS5	Gradient	1	3	0.0001	32.4	68%
Kinetic	MAS5	LARS	0.1	3	0.1	32.4	74%
Kinetic	MAS5	Elastic Nets	0.1	7	0.05	32.2	71%
Brownian	MAS5	Gradient	0.1	NA	0.0001	32.1	65%
Brownian	MAS5	LARS	0	NA	0.05	32.1	63%
Brownian	MAS5	Elastic Nets	0	NA	0.05	32.1	63%
Naïve trend prediction	MAS5		NA	NA	NA	NA	52%

Each line in the table represents the type of ODE for the dynamical model of transcription factor-gene regulation (either kinetic, with mRNA degradation, or 'Brownian motion', without mRNA degradation), the type of microarray data normalization, and the optimization algorithm for learning the parameters of the dynamical model. For each of these, we selected the best hyperparameters, namely the state-space coefficient gamma, the kinetic time constant (in minutes) and the parameter regularization coefficient lambda, based on the quality of fit to the training data (from 0 to 15 minutes), as measured by the signal-to-noise ratio (SNR), in dB. We then performed a leave-out-last (leave-1) prediction and counted the number of times the sign of the mRNA change between 15 minutes and 20 minutes was correct. We compared these results to a naïve extrapolation (based on the trend between 12 and 15 minutes) and obtained statistically significant results at *P *= 0.0145.

**Table 2:** The quality of fit of our state-space model approach slightly outperforms the non-SSM approaches

			Best hyper parameters (with respect to SNR on leave-1 training dataset)			Performed on training set:	Performed on test set:	
Dynamics	Normalization	Optimization	Gamma (state-space coefficient)	Tau (kinetic time constant)	Lambda (regularization parameter)	SNR (in dB) on leave-1 training dataset	percentage of correct signs on leave-1 test dataset	Reference
Kinetic	MAS5	Gradient	1	3	0.0001	32.4	68%	This work
Kinetic	MAS5	LARS	0.1	3	0.1	32.4	74%	This work
Kinetic	MAS5	LARS	0	3	0.05	32.1	74%	[33]
kinetic	MAS5	Elastic Nets	0	3	0.05	32.1	74%	[35]
Brownian	MAS5	Gradient	0	NA	0.005	32.1	66%	[34]
Brownian	MAS5	LARS	0	NA	0.05	32.1	63%	[34]
Brownian	MAS5	Elastic Nets	0	NA	0.05	32.1	63%	[34]
Naïve trend prediction	MAS5		NA	NA	NA	NA	52%	

We compared our SSM-based technique (with a non-zero SSM parameter gamma) to previously published algorithms for learning gene regulation networks by enforcing gamma = 0 (see Materials and methods). We notice that the LARS algorithm [42], used in the Inferelator by Bonneau *et al*. [32,33], as well as Elastic Nets [35,43], obtain a slightly worse quality of fit (signal-to-noise ratio (SNR), in dB) than when combined with our state-space modeling for the same leave-out-last (leave-1) performance as our SSM plus LARS. Not using an mRNA degradation term, as in Wang *et al*. [34], degrades the leave-out-last performance.

Iterative learning algorithms, described in this study, alternate between two steps: learning the function *f *mapping latent values of transcription factors at time *t *to changes to target genes (and transcription factors themselves) at time *t *+ 1; and recomputing (inferring) the values of the latent variables. In the first step, learning the function *f *corresponds to finding parameters of **F **that minimize the prediction error and that involve few transcription factors, thanks to a sparsity constraint on **F**. In the second step, the sum of quadratic errors on functions *f *and *g *is minimized with respect to latent variables **z**(*t*) by gradient descent in the hidden variable space [25]. The learning procedure is repeated (learning model parameters, inferring latent variables) on training data until **F **stabilizes (see Materials and methods). Using a bootstrapping approach based on random initialization of latent variables **z**(*t*), we further repeat the SSM iterative procedure 20 times and take the final average network **F **(see Materials and methods).

Three hyper-parameters were explored in our learning experiments: the kinetic time constant *τ *(unless the ODE was 'Brownian motion'), the amount of L1-norm regularization *λ *(explained in Materials and methods), and a variable *γ *linked to the SSM.

When the state-space coefficient is *γ *= 0, we can recover non-SSM algorithms: LARS (least-angle regression and shrinkage) [42], as used for instance by Bonneau *et al*. [32,33] and Elastic Nets [43], as used, for instance, by Shimamura *et al*. [35]. LARS is a fast implementation of Tibshirani's popular LASSO (least absolute shrinkage and selection operator) regression with L1-norm regularization [44]. Elastic Nets are an improvement over LARS and LASSO, and their main advantage is to group variables (in our case genes) as opposed to choosing one gene and leaving out correlated ones. Moreover, if we do not use the mRNA degradation term in the kinetic ODE, and use instead 'Brownian motion' dynamics, and if we set the state-space coefficient to *γ *= 0, we recover an approach comparable to the one published by Wang *et al*. [34] (although their optimization algorithm was based on the singular value decomposition (SVD) of the microarray data).

For each type of ODE (kinetic or 'Brownian motion') and type of optimization algorithm, we exhaustively explored the space of hyper-parameters (*τ*, *γ*, *λ*) in order to optimize the quality of fit of each model to the first six time points (0, 3, 6, 9, 12 and 15 minutes). We repeated the experiment using two different ways of normalizing microarray gene expression data: MAS5 and RMA (Robust Multi-array Average). Interestingly, it appears that machine learning (ML) approaches better fit MAS5 data (32.4 db) compared to RMA data (30.8 db). Thus, the study was continued on MAS5 normalized data, as it was for the vast majority of the studies that we reviewed in this work. As can be seen in Table 1, we identified the SSM relying on the kinetic ODE, and with either LARS or conjugate gradient optimizations, as the two best (having the highest signal-to-noise ratio) optimization algorithms on the MAS5 training datasets. The signal-to-noise ratio is a monotonic function of the normalized mean square error on the predicted values of mRNA; all algorithms used in this article aim at minimizing the normalized mean square error, that is, at maximizing the signal-to-noise ratio.

Having chosen the two best algorithms using all time points up to and including 15 minutes as training data, we performed a 'leave-out-last' test, consisting of predicting both the direction and magnitude of the change of the gene expression states between 15 and 20 minutes. Using those algorithms with those parameter settings, we made predictions about whether gene expression levels would be increased (positive sign) or decreased (negative sign) at 20 minutes compared with at 15 minutes.

As Table 1 shows, a SSM relying on the kinetic ODE and with LARS optimization (kinetic LARS) gives correct results 74% of the time on a set of 53 genes (47 transcription factors and 6 nitrogen assimilation genes) that are 'consistent' among the two biological replicates in their behavior (consistently up- or down-regulated in both replicates) for the transition from 15 minutes to 20 minutes. 

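The sign of the change from 15 to 20 min in the KNO3 arrays was predicted here with a kinetic model with a time constant of 3 min and a lasso penalty of 0.05, trained on 0 to 15 min. The rule fixed before the data were examined left 4 genes, 2 of them consistent in both replicates, too few to compare predictors. A wider set, chosen after seeing the data, held the 273 measured rows of Additional file 8 with 22 described transcription factors as inputs. Of its 189 genes consistent in both replicates, 140 were predicted with the right sign, or 74.1% (95% exact binomial interval 67.2 to 80.2). Of the 189, 112 rose from 15 to 20 min. Over all 273, 68.9% of the signs were right. With random other genes of Additional file 8 as inputs, 8 of 100 sets gave at least 140 right signs. The gene set is wider than that of the paper and the model is a reconstruction from the methods. Genes are not independent replicates, so the interval covers counting error only.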

When we considered all 76 genes, regardless of their 'consistency' across replicates, kinetic LARS still gave correct results 71% of the time. The other chosen algorithm (kinetic ODE with conjugate gradient optimization), yielded 68% correct results on both the 53 consistent genes and on all 76 genes. By contrast, a naïve 'trend forecast' algorithm to extrapolate the trend between 12 minutes and 15 minutes was correct for only 52% of the consistent genes, just slightly better than random (this result implies that 48% of the consistent genes changed 'direction' at 15 minutes). Thus, our SSM does significantly better (*P*-value = 0.0145) than the naïve trend forecast based on a binomial test (see Materials and methods) on a coin that is biased to be correct 52% of the time.

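The trend from 12 to 15 min gave the right sign for 74 of the same 189 genes, or 39.2% (95% exact binomial interval 32.2 to 46.5). In a comparison gene by gene, the kinetic model with factors as inputs differed from the trend (exact McNemar test, p = 9.9e-09). It also differed from the model with an offset alone, which had 43.9% right (exact McNemar test, p = 5.5e-08). Both tests count genes measured on the same arrays as independent replicates, so their p-values cover counting error only. The 15 min values also enter both the trend and the change to be predicted, so these are not independent. With random other genes as inputs the median share right was 63.0%, so the tests do not show a skill particular to the factors. Trained on 9 to 15 min only, the kinetic model and the offset alone each gave all 189 genes the sign opposite to the trend, which for the offset follows from its construction, so their 115 right signs (60.8%) show no skill of the inputs.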

Using the hyper-parameters (*τ*, *γ*, *λ*) corresponding to the two best solutions (kinetic LARS and kinetic conjugate gradient), we retrained two SSMs on all the available data (0 to 20 minutes) to obtain corresponding gene regulatory networks. Finally, we performed a statistical analysis of the bootstrap networks in order to retain transcription factor-gene links that were statistically significant at *P *= 0.001 (see Materials and methods). We ultimately selected the conjugate gradient-optimized network as it gave a less sparse solution (394 links) than the LARS-optimized gene regulatory network (GRN) (22 links). We used this network (next section) to analyze the NO_3_^- ^response of sentinel genes to transcription factors.

We are confident in dynamical modeling, and in our SSM in particular, because in the leave-out-last tests, we were able to learn the system well enough to predict the direction of changes to gene expression. This suggests that we might have learnt some consistent and biologically meaningful networks involved in NO_3_^- ^response pathway. Since function *f *models the gene regulation network learned during the leave-out-last test, we conclude by presenting the function *f *obtained from the full time sequence 0 to 20 minutes. This function *f *can be displayed as an influence matrix (Figure 4b). The study of this network/matrix as a whole system is discussed below.

### Over-expression of a potential network hub (SPL9) modifies the NO_3_^- ^response of sentinel and transcription factor genes

In order to probe the role of a transcription factor/hub in the predicted regulatory network presented in Figure 4b, transgenic plants (pSLP9:rSPL9) expressing an altered version of the mRNA for the SPL9 transcription factor were compared to wild-type plants for their response to NO_3_^- ^provision. This gene has been selected for several reasons: (i) it is induced at very early time points (3 and 6 minutes); (ii) the inferred network predicts that SPL9 potentially controls at least six genes, including two nitrogen assimilation sentinel genes - this places it as the third-most influential transcription factor on the nitrogen assimilation gene sentinels; (iii) it is also the most strongly influenced gene in both its number of 'in' connections, and by the magnitude of the regulations controlling it (Figure 4b); and (iv) SPL9 displays some strong correlations with key regulators across the NASC (Nottingham Arabidopsis Stock Centre) array dataset (see below). As such, SPL9 constitutes a potential crucial bottleneck in the flux of information mediated by the proposed nitrogen regulatory network (Figure 4). We first considered SPL9 mutants and monitored sentinel expression in this genetic background. However, even if some defects have been observed, no consistent phenotype can be reported (data not shown). This may be readily explained by the topological redundancy of the network (Figure 4). Thus, one could expect that over-expression of *SPL9 *mRNA would trigger a detectable effect on the predicted sentinel targets and on the network behavior. SPL9 is a miR156-targeted SBP-box transcription factor identified to control shoot development [45] and flowering transition [46,47], and it also appears as a potential central regulator in the network derived from the SSM (Figure 4). SBP-box transcription factors are potentially redundant, but the use of miR156-resistant SPL9 transgenic plants (resulting in over-expression/gain of function plants) has been extensively used to decipher their role. In our experimental set-up, transgenic *SPL9 *mRNA is over-expressed 4- to 20-fold in the miR156-resistant plants compared to wild type (Figure 5). Moreover, although the *rSPL9 *mRNA resulting from the modified gene is resistant to degradation by miR156 (explaining the over-expression) the transgene is still under the control of its native promoter. Thus, this over-expression reflects, at least in part, the promoter activity or the effect of other post-transcriptional controls (independent of miR156). This demonstrates that the *SPL9 *promoter activity is potentially also under the effect of NO_3_^-^, since *rSPL9 *mRNA exhibits a transitory depression in the transgenic plants (Figure 5).

**Figure 5:**
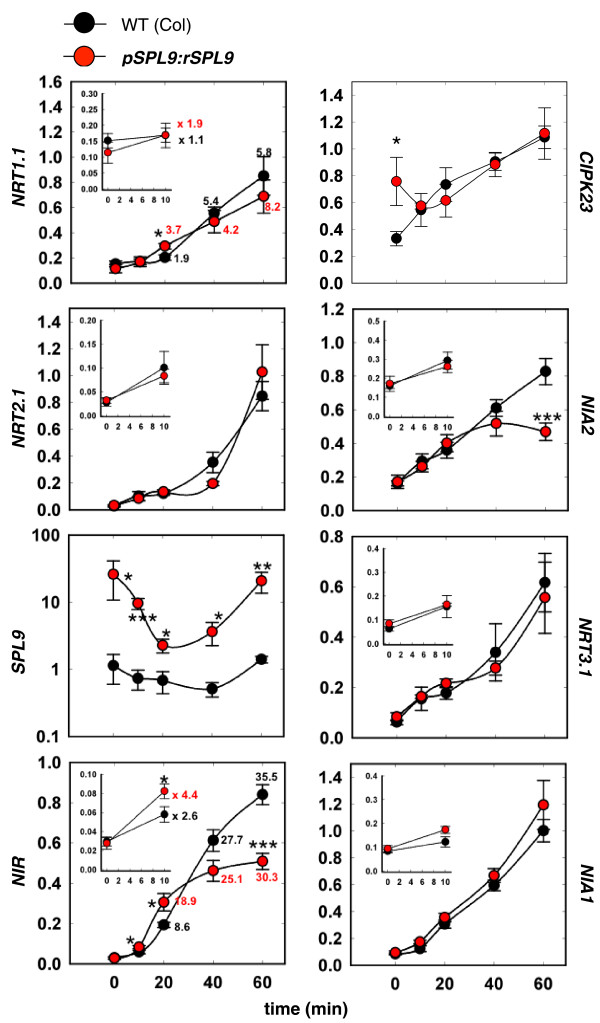
**rSPL9 over-expression modifies NO**_**3**_^- ^**kinetic responses**. Sentinel gene mRNA levels in roots of wild type (WT) and transgenic pSPL9:rSPL9 plants in response to NO_3_^- ^treatment. Fourteen-day-old plants grown in ammonium succinate were treated with 1 mM KNO_3 _versus KCl. Roots were collected at 0 minutes (before treatment) and 10, 20, 40, and 60 minutes after the treatment. Sentinel transcripts were measured in roots using RT-QPCR and normalized to two housekeeping genes (see Materials and methods). The data represent the mean ± standard error of three biological replicates (three independent experiments). Differences between the two genotypes are statistically significant at *P < 0.05; **P < 0.01 and ***P < 0.001 (*t*-test). When a gene presents significant differences, the NO_3_^- ^induction ratio compared to time 0 is indicated by the numbers close to the plots. The inserts display a zoom of the early time points. More genes (transcription factors) are displayed in Additional file 5.

mRNA transcription levels of several sentinel genes have been followed in this pSPL9:rSPL9 transgenic line. The most dramatic effect recorded is for the *NIR *target sentinel gene. Interestingly, the *NIR *gene has previously been demonstrated to be one of the most robustly NO_3_^-^-regulated genes based on a meta-analysis of microarray data from nitrogen treated plants [14]. In support of this, over-expression of the *SPL9 *gene leads to a significant advance in the *NIR *NO_3_^- ^response by about 10 minutes, and attenuates its magnitude of regulation at later time points (60 minutes). Less dramatic but still significant effects (over three independent experiments) have been recorded for *NRT1.1*/*CIPK23 *genes, belonging to the NO_3_^- ^sensing module [20], and for the *NIA2 *gene. These results demonstrate a role of the SPL9 transcription factor in the control of genes involved in the NO_3_^- ^primary response. We also further investigated the role of SPL9 over-expression on the transcription levels of genes in the network over time (Figure 4b). Interestingly, SPL9 seems to have an effect on the vast majority of the genes in the regulatory network that we have tested (Additional file 5). The diversity of the misregulation of gene expression is high. For instance, 4 out of the 14 genes tested display an early effect (between 0 and 20 minutes) after the SPL9 over-expression. However, 11 genes display modified gene expression at later time points (40 and 60 minutes).

An observation needs to be made at this point. We compared the predicted effect of SPL9 on its putative targets (inferred by ML), with the actual effect of over-expression of SPL9 on these genes measured by Q-PCR. The only systematic effect that we found is that genes predicted to be negatively regulated by SPL9 display an early induction in the pSPL9:rSPL9 line and are indeed less induced at later time points (this is an interesting feature found for four genes, including *NIR*, At1g13300, At5g10030, and At5g65210). However, the opposite is not true, since the genes predicted to be up-regulated by SPL9 also display a 'down-regulation' at later time points (by 60 minutes), but no 'up-regulation' at early time points (10 to 20 minutes), in response to rSPL9 over-expression. This relative absence of logic can be very easily explained by the predicted functional redundancy found in the network (also discussed below). The question about predicting the over-expression of a network hub is intriguing and will need further investigation, including the generation of transcriptome data to probe and learn how the whole system is perturbed by gene over-expression.

On the other hand, it is noteworthy that with its intrinsically highly connected topology, the network is able to amplify effects (such as SPL9 over-expression) across steps/time. Indeed, consider a simple positive feedback loop where A→B and also B→A; if the coefficient of A→B and B→A is only 10%, this is enough that when the expression of A and B is 100 at time 0, it will reach 160 after 5 steps. Here, we hypothesize that this is what happens for SPL9; that it takes time (more than 20 minutes) to amplify the differences recorded for the 11 genes with modified gene expression at later time points.

This analysis defined SPL9 as a potential hub for short time scale regulatory behavior, with small-amplitude regulatory effects (36% maximum). Those effects are going to be amplified across consecutive time steps and have longer-term (beyond 40 minutes) effects on additional genes. Thus, the interesting part of machine learning approach is that it can be used to predict the eventual behavior at time points that were not used in the ML process.

Interestingly, in our experimental setup, pSPL9:rSPL9 does not display any obvious developmental phenotype, contrary to what was described by Wang *et al*. [48]. These diverging results may be explained by the different plant growth conditions used in the two studies. In particular, in our pre-treatment conditions, plants were grown for 14 days in ammonium succinate without any NO_3_^-^. By contrast, in the Wang *et al*. studies the phenotypes were observed in plants grown on nitrate as a nitrogen source. The hypothesis that the phenotypes are nitrate-dependent is supported by the fact that the majority of the pSPL9:rSPL9 gene regulation phenotypes (Figure 5; Additional file 5) are triggered by NO_3_^- ^provision. Out of the 18 genes displaying a mis-regulation in the transgenic plants, only the *CIPK23 *gene displays a phenotype before nitrate treatment. For the 17 other genes, NO_3_^- ^is necessary to promote the rSPL9 over-expression effect.

In order to test the hypothesis that nitrate induces the phenotypes in transgenic plants, plants (wild type and pSPL9:rSPL9) were plated on the same background media used for the kinetic experiments (see Materials and methods) and complemented with 0.5 mM (NH_4_)_2_-succinate or 1 mM KNO_3_. Following 8 days after germination, different root traits were scored. These results show that indeed the presence of NO_3_^- ^enhances pSPL9:rSPL9 phenotypes (Additional file 6). Overall, only minor developmental differences were recorded on the (NH_4_)_2_-succinate media that cannot explain the distinct molecular phenotypes shown in Figure 5 and Additional file 5.

From a biological point of view, the modification of the nitrogen status of the plant (induced by nitrogen deprivation) has been shown to increase pri-miR156 accumulation [49] and mature miR156 in Hsieh *et al*. [50]. However, it is noteworthy that miR156 induction is not restricted to nitrogen deprivation, as phosphorus deprivation can also induce miR156 accumulation [50]. On the SPL9 side, we found that its expression across the Affymetrix NASC dataset is either positively or negatively correlated with key molecular actors in NO_3_^- ^sensing, metabolism and development (NRT1.1, -0.68; NRT1.2, -0.55; ARF8, 0.73). These results provide additional support for a role for the mir156/SPL9 partners in the control of the nitrogen response in plants and potentially in its coordination with other signals, such as phosphorus status.

### A highly complex connected network: causes and consequences?

Our machine learning approach (state-space modeling) proposes a regulatory network learned from a high-resolution dynamic transcriptome analysis made in response to KNO_3 _provision. A first interesting feature of this regulatory network is that it predicts a high level of connectivity (Figure 4b). Indeed, for the 76 studied genes, 60 have 500 significant connections (*P*-value < 0.001; see Materials and methods). This high level of connectivity (favoring functional redundancy) may explain why, to date, experimental analyses have uncovered only few molecular actors specifically involved in the control of NO_3_^-^-induced gene expression (NRT1.1, CIPK8, CIPK23, NLP7, LBD37/LBD38/LBD39) [2,20-23]. Moreover, this level of potential transcription factor redundancy can be a cause of the variable and conditional NO_3_^- ^genomic responses registered over different laboratories and discussed in Gutierrez *et al*. [14] and Krouk *et al*. [2].

### Predicted regulatory network influences

The identification of regulatory networks is a major aim of systems biology. Relatively few studies have determined regulatory networks precisely enough so that the model can predict behavior in untested conditions; the successful studies concern unicellular organisms such as *Halobacterium salinarum *[32,33]. Our regulatory network model is far more simple; it includes less than a hundred genes and is much less predictive than the one developed for *Halobacterium *since our model is fed only with transcriptomic data and vastly fewer experiments. Interestingly, however, both approaches predict rather low transcription factor influences. Indeed, the maximum predicted influence of one transcription factor on one gene of our model ranges between 10% and 30% (positive or negative influences). Low influence rate might reinforce the notion that functional redundancy is a built-in feature of regulatory networks that helps organisms adapt themselves to the context of interacting environmental and/or evolutionary forces. Also, the fact that *Arabidopsis *is a multicellular organism suggests a potential for some 'hidden' regulatory networks, as cell-specific studies have suggested [10]. This level of complexity, combined with the fact that genes in plants are not organized in functional clusters (as they are in bacteria), are likely to be some of the numerous reasons why our model is less predictive compared to that for *Halobacterium*. Thus, the next challenge of the plant systems approach will be to reach a level of understanding able to infer regulatory networks at several levels of integration [3].

### Comparative study of state-space model optimization versus non-state-space methods

In order to measure the improvement of our SSM over the non-state-space methods, given our *Arabidopsis *dataset, we also ran our SSM with the state-space coefficient set to *γ *= 0 for the following methods: 1) kinetic ODE with LARS optimization, as in Bonneau *et al*. [32,33]; 2) first-order vector-autoregressive model with Elastic Nets optimization, as in Shimamura *et al*. [35]; and 3) 'Brownian motion' ODE, without mRNA degradation, similar in principle to the method used in Wang *et al*. [34].

As Table 2 shows, the quality of fit (signal-to-noise ratio) on the training data was slightly worse (32.1 dB) in all non-SSM methods than in our SSM (32.4 dB). The predictive performance on the training data set was 90% of correct signs for all methods. The leave-out-last performance of 3) was worse (below 65% correct signs on the test set), while it was the same for 1) and 2) as in the LARS-based SSM, that is, 74% correct signs on the test set.

The non-SSM approaches that we considered in Table 2 would each give a unique solution, while our SSM would give slightly different solutions over consecutive runs, thus enabling a bootstrapping procedure. For this reason, our SSM offers a more principled way to deal with uncertainty and avoid over-fitting in microarray measurements than non-SSM methods. Second, our SSM is flexible because it enables adding unobserved variables as additional transcription factors.

## Conclusions

This systems biology study uses machine learning on time series of transcriptome data to generate testable hypotheses for the potential mechanisms underlying the NO_3_^- ^transduction signal. We demonstrate that a part of the NO_3_^- ^response (happening within minutes after NO_3_^- ^provision) has been missed by previous transcriptional approaches. This early response contains candidate transcription factors such as SPL9 that can modify the characteristics of NO_3_^- ^signal propagation in gene networks. Furthermore, we demonstrate that state-space modeling can infer putative regulatory networks on sparse datasets and thereby suggest hypotheses that will help to decipher poorly understood signaling pathways.

## Materials and methods

### Plant material and treatments

*Arabidopsis *plants, ecotype Columbia or transgenic plants (pSPL9:rSPL9) [46], were grown in sterile hydroponics as adapted from [10]. In detail, sterilized seeds were sown on Nitex 03-250/47 mesh (Sefar America, Bricarcliff Manor, NY, USA) supported by a plastic platform to allow roots to grow in hydroponics inside a sterile Phytatray (Sigma-Aldrich, St Louis, MO, USA). Hydroponic media consisted of 1X Murashige and Skoog basal medium containing no nitrogen or sucrose (custom-ordered, GibcoBRL, Gaithersburg, MD, USA) supplemented with 3 mM sucrose, 0.5 mM ammonium succinate, MES buffered at pH 5.7 (0.5 g.l^-1^). Plants were grown for 14 to 16 days in day/night cycles (16/8 h; 150 μmol photons m^-2^.s^-1^; Percival Scientific Inc., Perry, IA, USA) at 22°C. Twenty-four hours before the treatments, plants were transferred toward an equivalent fresh nitrogen-free medium in continuous light to avoid gene regulation induced by light. KNO_3 _was added to the media at 1 mM, or otherwise as stated in the figures. Control plants were mock-treated by adding the same concentration of KCl. The samples corresponding to time 0 were first harvested and then the treatment (KNO_3 _or KCl was applied by transferring the plants onto the refreshed nitrogen-free complemented media (with KNO_3 _and KCL). Then, the stopwatch was started. Roots were then harvested every 3 minutes and immediately frozen in liquid nitrogen. It takes an average of 20 to 30 seconds to harvest a sample. For growth experiments, plants were directly plated on petri dishes containing agar (1%) solidified media identical to the hydroponic one described above.

### RNA preparation and RT-QPCR analysis

Total RNA extraction was performed using Trizol™ Reagent according to the manufacturer's recommendations (Invitrogen, San Diego, CA, USA). Total RNA (1 to 2 μg) was digested by DNase I (Sigma). RNA was then reverse transcribed to one-strand cDNA using Thermo™ script RT (Invitrogen) according to the manufacturer's protocol. Gene expression was determined by RT-QPCR (LightCycler; Roche Diagnostics, Basel, Switzerland) using gene-specific primers (Additional file 7) and LightCycler FastStart DNA Master SYBR Green (Roche Diagnostics). Expression levels of tested genes were normalized to expression levels of the ACT2/8 and clathrin genes as described in [17].

### Microarray hybridization

cDNA was synthesized from 2 μg total RNA using T7- Oligo(dT) promoter primer and reagents recommended by Affymetrix (Santa Clara, CA, USA). Biotin-labeled cRNA was synthesized according to the manufacturer's protocol. Labeled cRNA (8 μg) was hybridized to *Arabidopsis *ATH1 Affymetrix gene chip for 16 h at 45°C. Washing, staining and scanning were performed as recommended by Affymetrix. Image analysis and normalization to a target median intensity of 150 was performed with the Affymetrix MAS v5.0 set at default values. We analyzed the reproducibility of replicates using the correlation coefficient and visual inspection of scatter plots of pairs of replicates.

### Modeling of gene expression patterns: clustering methods

The microarray data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database [GEO:GSE20044]. Data manipulations were performed in R [51]. All filtering steps were carried out by controlling the FDR. The data set, corresponding to 26 ATH1 chips times 22,810 probes, were analyzed in two successive steps in order to increase the stringency and precision of the analysis. The intent of the first step was to narrow the focus to genes regulated by nitrate over the entire data set or in interaction with time. Thus, we ran an ANOVA (*aov() *function) over the data set where the signal of a probe i is Pi ~ μ + αN + βT + γT*N + ε, where N is the effect of the nitrate treatment, T is the effect of time, and T*N is the effect of their interaction, μ is the mean signal over the data set, and ε the unexplained variance. 

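On the linear signals, 2154 of the 22746 probe sets passed at an unadjusted p under 0.01 for the effect of nitrate or for its interaction with time. On log2 signals 1871 passed. Control probe sets were left out of both counts.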

We sorted out probes having a significant call (*P*-value < 0.01; corresponding to 10% < FDR < 15%), for the effect of N and T*N. This first pass identified 2,159 probes corresponding to nitrogen-regulated genes. On this narrowed data set (26 ATH1 chips times 2,159 probes), we modeled the gene expression using a linear modeling approach (*lm()*) in order to determine for each gene the particular time point that showed the most marked effect of nitrate. Thus, the expression of a gene (signal of a probe) was modeled such as Pi = α_0 _+ α_1_T + α_2_N + α_3_T*N + ε, where α_0 _represents the signal at 'time 0' (before the treatment). This modeling approach forces the model to take 'time 0' as a baseline for the possible effect of NO_3_^- ^or KCl, allowing us to eventually discriminate between the KNO_3 _and KCl effects. Thus, we called a probe regulated if it has a positive call (FDR < 5%) for interaction with nitrate at a particular time point.

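Differences between KNO3 and KCl at each time point, tested with a sequential linear model reconstructed from the methods on linear signals over the 2154 probe sets, passed at an FDR of 5% for 825 probe sets at 3 min, 591 at 6 min, 343 at 9 min, 503 at 12 min, 641 at 15 min and 339 at 20 min. The methods take time 0 as the baseline for both salts and call a probe regulated on its interaction with nitrate at a time point, and the paper's text does not name the set of tests adjusted together. With the 2 time 0 arrays as baseline of both salts, run after seeing the data, 376 passed at 3 min, 296 at 6 min, 13 at 9 min, 110 at 12 min, 185 at 15 min and 180 at 20 min. The shared baseline cancels, so the difference tested was still KNO3 minus KCl. Only its standard error and degrees of freedom changed, and the time 0 arrays were counted once for each salt as if independent. Of the genes that Additional file 1 lists at 3 min, 40 were measured and 31 passed in the model without the time 0 baseline, and 8 passed in limma. At 6 min, 63 of 104 passed in this model and 10 in limma. The numbers were 28 and 13 of 32 at 9 min, 62 and 31 of 77 at 12 min and 80 and 47 of 92 at 15 min. At 20 min, 92 of 107 passed in this model and 65 in limma. With time 0 as baseline of both salts, 20 of these genes passed at 3 min, 37 at 6 min, 2 at 9 min, 30 at 12 min, 51 at 15 min and 73 at 20 min. The KNO3/KCl ratio of mean linear signals lay within 1% of the ratio in Additional file 8 for 270 of 273 measured rows at 20 min.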

The clustering shown in Figures 1 and 2 was performed through MeV software [52]. The number of clusters was determined using the figure of merit (FOM) method [53], followed by a clustering using Pearson correlation as the distance, and the average as method of aggregation. Additional file 8 provides the KNO_3_/KCl ratio along the kinetic for the entire 550 regulated genes.

### Randomization test

Data manipulations were performed in R [51]. We set up a test to monitor whether the overlap between two gene lists is higher than expected by chance. The test consists of randomly selecting 10,000 gene lists of *Arabidopsis thaliana *Gene Index (AGI) numbers, out of the genome, having the same size as the observed lists. Thus, we counted the number (n) of times that the intersection size of the random lists is equal or higher than the intersection observed for the two tested gene lists. A *P*-value is thus generated equal to n/10,000. For the generation of the matrix in Figure 3, the randomization test was limited to 1,000 gene lists in order to speed up the analysis.

### State-space model

Our SSM involves noisy but observed gene expression data **y**(*t*) (black circles in Figure 4a), as well as idealized but unobserved ('latent') gene expression values **z**(*t*) (red circles in Figure 4a). As shown in Figure 4a, the relationship between consecutive latent variables **z**(*t*_*k*_) and **z**(*t*_*k*__+1_) is a Markov chain: each latent gene's expression value at time *t*_*k*__+1 _is assumed to depend only on the state of potentially all the latent gene expressions at the previous time point *t*. For each gene *i*, this relationship stems from the kinetic ODE involving the rate of mRNA change (with a kinetic time constant *τ*), mRNA degradation, and a linear function *fi *of transcription factor concentrations for that specific gene. So-called 'Brownian motion' dynamics correspond to kinetic dynamics without the mRNA degradation term. In linearized (discretized) form, the overall dynamical model *f *can be represented by an *n × m *matrix **F **where *n *is the total number of genes and *m *the number of transcription factors (*m*<*n*, and transcription factors are given indexes from 1 to *m*), plus a bias term **b **and a Gaussian error term with zero mean and fixed covariance:

$$\begin{array}{c} \tau \frac{\text{d}z_{i}(t)}{\text{d}t}+z_{i}(t)=f_{i}(\text{z}(t))+\eta_{i}(t)\\ \frac{\tau }{t_{k+1}-t_{k}}(z_{i}(t_{k+1})-z_{i}(t_{k}))+z_{i}(t_{k})=\sum_{j=1}^{N_{i}}F_{i,j}z_{j}(t_{k})+b_{i,0}+\eta_{i}(t_{k}) \end{array}$$

The observation model *h *is essentially an *n × n *identity matrix with a Gaussian error term:

$$\begin{array}{c} y_{i}(t)=h(z_{i}(t))+\epsilon_{i}(t)\\ y_{i}(t_{k})=z_{i}(t_{k})+\epsilon_{i}(t_{k}) \end{array}$$

An iterative procedure tries to learn the dynamical relationship between latent gene expression variables **z**(*t*) while maintaining the latent variables **z**(*t*) as close as possible to the observed Affimetrix measures **y**(*t*). The algorithm consists of a) minimizing the sum of quadratic errors of the dynamical and the observation models with respect to the latent variables **Z **by using gradient descent on the latent variables [25] (this is the inference step), and b) minimizing the sum of quadratic errors of the dynamical model using conjugate gradient, LARS [42] or Elastic Nets [43] optimization on the parameters of **F **(this is the learning step). On a sequence **Y **of *T *microarray measurements (including replicate sequences) over *n *genes, corresponding latent variables **Z**, under a dynamic model parameterized by transcription factor-gene influence matrix **F **and bias term **b**, and for a given hyperparameter *γ *(which controls the weight of the dynamical and observation errors), the total error term for the inference step is:

$$e_{\text{γ}}(\text{Y},\text{Z};\text{F},\text{b})=\sum_{i=1}^{n}\sum_{k=1}^{T}\left(\text{γ}||\eta_{i}(t_{k})|{|}_{2}^{2}+||\epsilon_{i}(t_{k})|{|}_{2}^{2}\right)$$

The solution of a non-SSM can be recovered by setting *γ *= 0, which amounts to having exactly **Y **= **Z**.

During the learning step, sparse gene regulation networks are obtained by penalizing dense solutions using L1-norm regularization, which amounts to adding a *λ*-weighted penalty to the dynamical error term, as in the LASSO initially described by Tibshirani [44]. Employing regularization on parameters of **F **also helps to avoid local optima in the solutions.

The learning algorithm is run for 100 consecutive epochs over all the replicate sequences (four replicate sequences here). In order to retain the optimal set of parameters of *f*, one selects the epoch where the dynamic error on the training dataset is minimal. The cross-validation data are unseen during the optimization procedure. One run of the learning procedure yields a matrix **F **of signed (positive (excitatory) or negative (inhibitory)) interactions between transcription factors and genes. Each element F_i,j _represents the action of the j-th transcription factor on the i-th gene.

### Selection of gene regulation network by bootstrapping

The algorithm described above for learning SSMs starts with random initial values for both the dynamical model (in other words, matrix **F**) and for the latent variables **Z**. We repeat the whole procedure 20 times in order to perform the following bootstrapping evaluation. Each run *k *of the algorithm might converge to a slightly different solution F^*(k)^. We then take the average transcription factor-gene interaction weights obtained from all solutions F^*(k) ^and call it F*. Table 1 reports comparative results on the average solutions.

In parallel, we also generate 1,000 random permutations P^*(k,1)^, P^*(k,2)^, ..., P^*(k,1000) ^of each matrix F*^(k)^, and then compute 1,000 average matrices P^*(1)^, P^*(2)^, ..., P^*(1000) ^of those 'scrambled' matrices (we take the averages over the 20 runs). We compare each average element **F**_i,j_* to the empirical distribution of the 1,000 permuted averages and thus obtain an empirical *P*-value. The final genetic regulation network consists of elements **F**_i,j_* that have a *P*-value < 0.001.

### Software package

We provide online [54] our own SSM software, which is based on publication [25] and implements the algorithm described above. The software runs under Matlab (The Mathworks Inc., Natick, MA, USA) and requires the LARS library, designed by Karl Skoglund (IMM, DTU), which is available as part of the BoLASSO Matlab package.

## Abbreviations

FDR: false discovery rate; LARS: least-angle regression and shrinkage; LASSO: least absolute shrinkage and selection operator; ODE: ordinary differential equation; RT-QPCR: real time quantitative PCR; SSM: state space model.

## Authors' contributions

GK, DS, and GC designed the study. GK carried out the experiments. GK performed transcriptome data analysis. GK and DS developed the randomization test to infer signal convergence. PM, DS, and YL developed the machine learning approach and the SSM algorithm. GK, PM, DS, and GC wrote the paper.

## Supplementary Material

Additional file 1 **Description of significantly regulated genes and their cluster assignment**. Click here for file

Additional file 2 **High-resolution kinetics of response of genes to NO**_**3**_^- ^**treatment**. Levels of mRNA for nitrogen-responsive genes in *Arabidopsis *roots in response to NO_3_^- ^treatment. Fourteen-day-old plants grown in the presence of ammonium succinate were treated with 1 mM KNO_3 _or KCL (as a mock treatment). Plants were collected at 0 minutes (before treatment) and 3, 6, 9, 12, 15, and 20 minutes after treatment. Transcripts were measured in RNA from roots using RT-QPCR and Affy ATH1 chips and normalized to two housekeeping genes (see Materials and methods). The data represent the mean ± standard error of three and two biological replicates for QPCR and Affymetrix measurements, respectively. Correlations between QPCR- and Affy-detected fold change results are provided in the third column. Click here for file

Additional file 3 **Gene Ontology functions over-represented in NO**_**3**_^-^**-regulated gene lists**. Click here for file

Additional file 4 **Gene Ontology functions over-represented in NO**_**3**_^- ^**clusters**. Click here for file

Additional file 5 **SPL9 over-expression modifies NO**_**3**_^- ^**kinetic responses of transcription factors**. Transcription factor mRNA levels in roots of wild type and transgenic pSPL9:rSPL9 in response to NO_3_^- ^treatment. Fourteen-day-old plants grown in ammonium succinate were treated with 1 mM KNO_3 _versus KCl. Roots were collected at 0 minutes (before treatment) and 10, 20, 40, and 60 minutes after the treatment. Sentinel transcripts were measured in roots using RT-QPCR and normalized to two housekeeping genes (see Materials and methods). The data represent the mean ± standard error of three biological replicates (three independent experiments). Differences between the two genotypes are statistically significant at *P < 0.05, **P < 0.01, and ***P < 0.001 (*t*-test). Click here for file

Additional file 6 **NO**_**3**_^- ^**presence enhances pSPL9:rSPL9 phenotypes**. Wild type and pSPL9:rSPL9 have been plated on the same background media as used for kinetic experiments (see Materials and methods) and complemented with either 0.5 mM (NH_4_)_2_-succinate or 1 mM KNO_3_. Eight days after germination, different root traits were scored (n = 13 to 24 plants). ANOVA was used to evaluate the genotype effect (Geno: wild type versus pSPL9:rSPL9); the treatment effect (Treat: nitrate versus ammonium) and the interaction of these two factors (G × T). *P*-values are provided above each plot corresponding to different root parameters. ***P < 0.001; **P < 0.01; *P < 0.05. NO_3_^- ^presence significantly enhances transgene effect for lateral root number, total lateral root length, lateral root density, and lateral root length density. The average length of lateral roots is not significantly controlled by the pSPL9:rSPL9 transgene. Click here for file

Additional file 7 **QPCR primers used in this study**. Click here for file

Additional file 8 **KNO**_**3**_**/KCl gene expression ratio of significantly regulated genes (see also raw data [GEO:GSE20044])**. Click here for file

# Supplementary material for: Predictive network modeling of the high-resolution dynamic plant transcriptome in response to nitrate
**Source:** Genome Biol. 2010 Dec 23;11(12):R123. doi: 10.1186/gb-2010-11-12-r123
**Supplement:** Additional file 1 — Description of significantly regulated genes and their cluster assignment.

AGI	annotation	Cluster
At5g67420	LBD37,LOB domain protein 37 / lateral organ boundaries domain protein 37 (LBD37)	1
At5g45340	CYP707A3,CYP707A3 (cytochrome P450, family 707, subfamily A, polypeptide 3); oxygen binding	1
At5g39870	unknown protein	1
At5g10210	unknown protein	1
At5g24160	squalene monooxygenase 1,2 / squalene epoxidase 1,2 (SQP1,2)	1
At1g24280	G6PD3,G6PD3 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 3); glucose-6-phosphate 1-dehydrogenase	1
At3g25790	myb family transcription factor	1
At5g09800	U-box domain-containing protein	1
At1g49000	unknown protein	1
At3g07350	unknown protein	1
At4g10310	HKT1,HKT1 (HIGH-AFFINITY K ⁺ TRANSPORTER 1); sodium ion transporter	1
At1g13300	myb family transcription factor	1
At3g62930	glutaredoxin family protein	1
At3g49940	LBD38,LOB domain protein 38 / lateral organ boundaries domain protein 38 (LBD38)	1
At2g30040	MAPKKK14,MAPKKK14 (Mitogen-activated protein kinase kinase kinase 14); kinase	1
At4g37540	LBD39,LOB domain protein 39 / lateral organ boundaries domain protein 39 (LBD39)	1
At5g19120	pepsin A	1
At4g18350	NCED2,NCED2 (NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 2)	2
At4g26390	pyruvate kinase, putative	2
At2g04730	pseudogene	2
At3g62410	CP12-2	2
At1g35290	thioesterase family protein	2
At1g18485	pentatricopeptide (PPR) repeat-containing protein	2
At2g16010	transposable element gene At2g16010	3
At1g70080	terpene synthase/cyclase family protein	3
At3g50750	brassinosteroid signalling positive regulator-related	3
At2g42050	transposable element gene At2g42050	3
At5g66350	SHI,SHI (SHORT INTERNODES); transcription factor	3
At4g25100	FSD1,FSD1 (FE SUPEROXIDE DISMUTASE 1); iron superoxide dismutase	3
At5g46330	FLS2,FLS2 (FLAGELLIN-SENSITIVE 2); ATP binding / kinase/ protein binding / protein serine/threonine kinase/ transmembrane receptor protein	3
At3g29690	serine/threonine kinase	3
At3g30800	transferase-related	3
At5g09360	transposable element gene At3g30800	3
At2g29940	LAC14,LAC14 (laccase 14); copper ion binding / oxidoreductase	3
At4g30090	PDR3,ATPDR3,ATPDR3/PDR3 (PLEIOTROPIC DRUG RESISTANCE 3); ATPase, coupled to transmembrane movement of substances	3
At5g52170	EMB1353,EMB1353 (EMBRYO DEFECTIVE 1353)	3
At2g28690	homeobox-leucine zipper family protein / lipid-binding START domain-containing protein	4
At1g75590	unknown protein	4
At3g28510	auxin-responsive family protein	4
	AAA-type ATPase family protein	4

At5g28620	protein kinase C-related	4
At5g65300	unknown protein	4
At5g44140	ATPHB7,ATPHB7 (PROHIBITIN 7)	4
At4g00416	MBD3,MBD3 (methyl-CpG-binding domain 3); DNA binding	4
At4g16447	unknown protein	5
At1g64380	AP2 domain-containing transcription factor, putative	5
At5g22890	zinc finger (C2H2 type) family protein	5
	XTR4,XTR4 (XYLOGLUCAN ENDOTRANSGLYCOSYLASE 4); hydrolase, acting on	
At1g32170	glycosyl bonds	5
At1g21910	AP2 domain-containing transcription factor family protein	5
At2g47440	DNAJ heat shock N-terminal domain-containing protein	5
At1g29160	Dof-type zinc finger domain-containing protein	5
At1g78100	F-box family protein	5
At2g37430	zinc finger (C2H2 type) family protein (ZAT11)	5
At1g29180	DC1 domain-containing protein	5
At3g02140	TMAC2,TMAC2 (TWO OR MORE ABRES-CONTAINING GENE 2)	5
At1g22640	MYB3,MYB3 (myb domain protein 3); DNA binding / transcription factor	5
At5g11930	glutaredoxin family protein	5
At1g72240	unknown protein	5
At4g37240	unknown protein	5
	CYP85A2,BR6OX2,BR6OX2/CYP85A2 (BRASSINOSTEROID-6-OXIDASE 2);	
At3g30180	monooxygenase/ oxygen binding	5
At3g25980	mitotic spindle checkpoint protein, putative (MAD2)	5
At1g74940	senescence-associated protein-related	5
At5g25280	serine-rich protein-related	5
	RHA2B,RHA2B (RING-H2 FINGER PROTEIN 2B); protein binding / zinc ion	
At2g01150	binding	5
At2g02630	DC1 domain-containing protein	5
At1g15100	RHA2A,RHA2A (RING-H2 finger A2A); protein binding / zinc ion binding	5
At2g19460	unknown protein	5
At1g67340	zinc finger (MYND type) family protein / F-box family protein	5
At2g27570	sulfotransferase family protein	5
At5g58530	glutaredoxin family protein	5
At1g20070	unknown protein	5
At4g10390	protein kinase family protein	5
At2g37440	endonuclease/exonuclease/phosphatase family protein	5
At3g62630	unknown protein	5
At3g60490	AP2 domain-containing transcription factor TINY, putative	5
At5g24655	unknown protein	5
At5g47060	senescence-associated protein-related	5
At1g60670	unknown protein	5
At4g09900	hydrolase, alpha/beta fold family protein	5
At3g28200	peroxidase, putative	5
At2g45430	DNA-binding protein-related	5
At4g16680	RNA helicase, putative	6
At1g69440	AGO7,AGO7 (ARGONAUTE7)	6
At4g05610	transposable element gene At4g05610	6
	ROPGEF9,ATROPGEF9,ATROPGEF9/ROPGEF9 (KINASE PARTNER PROTEIN-	
At4g13240	LIKE); Rho guanyl-nucleotide exchange factor	6
At5g19890	peroxidase, putative	6

At5g56070	unknown protein	6
At2g44440	emsa N terminus domain-containing protein / ENT domain-containing protein	7
At5g37610	voltage-gated ion-selective channel	7
At1g05920	DNA binding	7
At1g17810	BETA-TIP,BETA-TIP (BETA-TONOPLAST INTRINSIC PROTEIN); water channel	7
AtMg01040	ORF107F,unknown protein	7
At3g07040	RPM1,RPM1 (RESISTANCE TO P. SYRINGAE PV MACULICOLA 1)	7
At1g61410	tolA protein-related	7
At1g51990	O-methyltransferase family 2 protein	7
At4g07586	transposable element gene At4g07586	7
At2g34330	unknown protein	7
At4g23320	protein kinase family protein	7
At2g06220	transposable element gene At2g06220	7
At2g45930	unknown protein	7
At4g04600	transposable element gene At4g04600	7
At2g46190	unknown protein	7
At5g55750	hydroxyproline-rich glycoprotein family protein	7
At4g36770	UDP-glucuronosyl/UDP-glucosyl transferase family protein	7
At3g21340	leucine-rich repeat protein kinase, putative	8
At5g23020	MAM-L,MAM-L (METHYLTHIOALKYLMALATE SYNTHASE-LIKE); 2-isopropylmalate synthase	8
At5g23010	MAM1,MAM1 (2-isopropylmalate synthase 3); 2-isopropylmalate synthase	8
At5g18670	BMY3,BMY3 (beta-amylase 3); beta-amylase	8
At1g19030	transposable element gene At1g19030	8
At1g20390	transposable element gene At1g20390	8
At2g07740	transposable element gene At2g07740	8
At2g24660	transposable element gene At2g24660	8
At5g35820	transposable element gene At5g35820	8
At1g18100	E12A11,E12A11; phosphatidylethanolamine binding	8
At1g10810	aldo/keto reductase family protein	8
At3g25490	wall-associated kinase, putative	8
At1g15730	PRLI-interacting factor L, putative	8
At4g13880	leucine-rich repeat family protein	8
At5g56870	BGAL4,beta-galactosidase, putative / lactase, putative	8
At1g32920	unknown protein	9
At1g49230	zinc finger (C3HC4-type RING finger) family protein	9
At4g25835	AAA-type ATPase family protein	9
At5g59080	unknown protein	9
At5g67390	unknown protein	9
At4g05390	ATRFNR1,ATRFNR1 (ROOT FNR 1); oxidoreductase	9
At4g37610	BT5,BT5 (BTB and TAZ domain protein 5); protein binding / transcription regulator	9
At3g63110	ATIPT3,ATIPT3 (Arabidopsis thaliana isopentenyltransferase 3); transferase, transferring alkyl or aryl (other than methyl) groups	9
At5g15830	ATBZIP3,bZIP transcription factor family protein	9
At4g36010	pathogenesis-related thaumatin family protein	9
At2g38510	MATE efflux protein-related	9
At3g04980	DNAJ heat shock N-terminal domain-containing protein	9
At1g68880	ATBZIP,bZIP transcription factor family protein	9

At1g07150	MAPKKK13,MAPKKK13 (Mitogen-activated protein kinase kinase kinase 13); kinase	9
At1g68670	myb family transcription factor	9
At2g48080	oxidoreductase, 2OG-Fe(II) oxygenase family protein	9
At5g04840	bZIP protein	9
At2g27830	unknown protein	9
At2g15620	NIR1,NIR1 (NITRITE REDUCTASE); ferredoxin-nitrate reductase	9
At1g25550	myb family transcription factor	9
At5g35870	unknown protein	9
At4g34760	auxin-responsive family protein	9
At3g04530	PPCK2,PPCK2 (PHOSPHOENOLPYRUVATE CARBOXYLASE KINASE 2); kinase	9
At1g78050	phosphoglycerate/bisphosphoglycerate mutase family protein	9
At5g40850	UPM1,UPM1 (UROPHORPHYRIN METHYLASE 1); uroporphyrin-III C-methyltransferase	9
At2g25450	2-oxoglutarate-dependent dioxygenase, putative	10
At4g04840	methionine sulfoxide reductase domain-containing protein / SelR domain-containing protein	10
At2g27510	ATFD3,ATFD3 (FERREDOXIN 3); electron carrier	10
At1g15380	lactoylglutathione lyase,lactoylglutathione lyase family protein / glyoxalase I family protein	10
AtCg00300	YCF9,unknown protein	10
At3g05950	germin-like protein, putative	10
At4g36350	PAP25,ATPAP25,ATPAP25/PAP25 (purple acid phosphatase 25); acid phosphatase/ protein serine/threonine phosphatase	10
At1g55120	ATFRUCT5,ATFRUCT5 (BETA-FRUCTOFURANOSIDASE 5); hydrolase, hydrolyzing O-glycosyl compounds / levanase,unknown protein	10
At1g13420	sulfotransferase family protein	10
At5g22570	WRKY38,WRKY38 (WRKY DNA-binding protein 38); transcription factor	10
At4g30450	glycine-rich protein	10
At5g04950	nicotianamine synthase, putative	10
At5g59090	ATSBT4.12,subtilase,subtilase family protein	10
At3g16150	L-asparaginase, putative / L-asparagine amidohydrolase, putative	10
At4g30460	glycine-rich protein	10
At1g70410	carbonic anhydrase, putative / carbonate dehydratase, putative	10
At2g17820	ATHK1,ATHK1 (HISTIDINE KINASE 1)	10
At1g08090	ATNRT2:1,ATNRT2:1 (Arabidopsis thaliana high affinity nitrate transporter 2.1); nitrate transporter	10
At1g54120	unknown protein	10
At5g57655	xylose isomerase family protein	10
At1g35570	transposable element gene At1g35570	10
At3g61430	PIP1A,PIP1A (plasma membrane intrinsic protein 1;1),PIP1A (plasma membrane intrinsic protein 1;1); water channel	10
At1g20160	ATSBT5.2,subtilase,subtilase family protein	10
At4g37180	myb family transcription factor	11
At1g15550	GA4,GA4 (GA REQUIRING 4); gibberellin 3-beta-dioxygenase	11
At4g36040	DNAJ heat shock N-terminal domain-containing protein (J11)	11
At4g18340	glycosyl hydrolase family 17 protein	11
At3g13730	CYP90D1,CYP90D1 (CYTOCHROME P450, FAMILY 90, SUBFAMILY D, POLYPEPTIDE 1); oxidoreductase, acting on paired donors, with incorporation or reduction of molecular oxygen, NADH or NADPH as one	11

	donor, and incorporation of one atom of oxygen / oxygen binding	
At5g54170	unknown protein	11
At4g03510	RMA1,RMA1 (Ring finger protein with Membrane Anchor 1); protein binding / ubiquitin-protein ligase/ zinc ion binding	11
At1g49160	WNK7,WNK7 (Arabidopsis WNK kinase 7); kinase	11
	MYB111,MYB111 (myb domain protein 111),MYB111 (myb domain protein 111); DNA binding,MYB111 (myb domain protein 111); DNA binding / transcription factor	11
At3g46130		11
At1g16420	ATMC8,latex-abundant protein, putative (AMC8) / caspase family protein BEE2,BEE2 (BR ENHANCED EXPRESSION 2); DNA binding / transcription factor	11
At4g36540		11
At1g14260	zinc finger (C3HC4-type RING finger) family protein	11
At3g18560	unknown protein	11
At5g14760	AO,AO (L-ASPARTATE OXIDASE); L-aspartate oxidase	11
At1g68500	unknown protein	11
At1g68360	zinc finger protein-related	11
At4g02380	SAG21,SAG21 (SENESCENCE-ASSOCIATED GENE 21)	11
At1g14550	anionic peroxidase, putative	12
At1g73260	trypsin and protease inhibitor family protein / Kunitz family protein	12
At5g17490	RGL3,RGL3 (RGA-LIKE 3); transcription factor	12
At1g26380	FAD-binding domain-containing protein	12
At4g13440	calcium-binding EF hand family protein	12
At1g14540	anionic peroxidase, putative	12
At1g27880	ATP-dependent DNA helicase, putative	12
At5g40990	GLIP1,GLIP1 (GDSL LIPASE1); carboxylic ester hydrolase	12
	CYP79B2,CYP79B2 (cytochrome P450, family 79, subfamily B, polypeptide 2); oxygen binding	12
At4g39950		12
At3g49740	pentatricopeptide (PPR) repeat-containing protein	12
At3g49780	ATPSK4,ATPSK4 (PHYTOSULFOKINE 4 PRECURSOR); growth factor	12
	AKN2,AKN2 (APS-KINASE 2); ATP binding / kinase/ transferase, transferring phosphorus-containing groups	12
At4g39940		12
At5g64120	peroxidase, putative	12
	ANAC042,ANAC042 (Arabidopsis NAC domain containing protein 42); transcription factor	12
At2g43000		12
At5g39580	peroxidase,peroxidase, putative	12
At4g36880	CP1,cysteine proteinase, putative	12
At5g36870	ATGSL09,ATGSL09 (GLUCAN SYNTHASE-LIKE 9); 1,3-beta-glucan synthase	12
At1g65860	flavin-containing monooxygenase family protein / FMO family protein	12
At2g39370	unknown protein	13
At5g62720	integral membrane HPP family protein	13
At4g18510	CLE2,CLE2 (CLAVATA3/ESR-RELATED); receptor binding	13
At5g19260	unknown protein	13
At2g40750	WRKY54,WRKY54 (WRKY DNA-binding protein 54); transcription factor	13
At4g09620	unknown protein	13
At4g39780	AP2 domain-containing transcription factor, putative	13
At1g77760	NIA1,NIA1 (NITRATE REDUCTASE 1)	13
At4g40070	protein binding / zinc ion binding	13
At3g19030	unknown protein	13
At3g50900	unknown protein	13
At5g41670	6-phosphogluconate dehydrogenase family protein	13

	ZFP4,ZFP4 (ZINC FINGER PROTEIN 4); nucleic acid binding / transcription factor/ zinc ion binding	13
At1g66140		
At2g22500	mitochondrial substrate carrier family protein	13
At5g28610	unknown protein	13
At1g64190	6-phosphogluconate dehydrogenase family protein	13
	CYP87A2,CYP87A2 (cytochrome P450, family 87, subfamily A, polypeptide 2); oxygen binding	13
At1g12740		
At3g17510	CIPK1,CIPK1 (CBL-INTERACTING PROTEIN KINASE 1); kinase	13
At5g15330	SPX (SYG1/Pho81/XPR1) domain-containing protein	13
At1g67910	unknown protein	13
At2g24550	unknown protein	13
	G6PD2,G6PD2 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 2); glucose-6-phosphate 1-dehydrogenase	13
At5g13110		
At1g67920	unknown protein	13
At1g30510	ATRFNR2,ATRFNR2 (ROOT FNR 2); oxidoreductase	13
At3g57450	unknown protein	13
AtCg00420	NDHJ,unknown protein	13
	UGT73D1,UGT73D1 (UDP-glucosyl transferase 73D1); UDP-glycosyltransferase	13
At3g53150		
	ATNRT2.2,ATNRT2.2 (Arabidopsis thaliana high-affinity nitrate transporter 2.2); nitrate transporter	13
At1g08100		
At5g03380	heavy-metal-associated domain-containing protein,metal ion binding TGA1,DNA binding / calmodulin binding / transcription factor,bZIP family transcription factor (TGA1)	13
At5g65210		
At3g47980	integral membrane HPP family protein	13
At3g15760	unknown protein	13
At4g34750	auxin-responsive protein, putative / small auxin up RNA (SAUR_E)	13
At4g02920	unknown protein	13
At1g77400	unknown protein	13
At5g01740	unknown protein	13
At1g78090	ATTPPB,ATTPPB (TREHALOSE-6-PHOSPHATE PHOSPHATASE)	13
At4g38340	RWP-RK domain-containing protein	13
At4g32950	protein phosphatase 2C, putative / PP2C, putative	13
At1g69760	unknown protein	13
At1g79110	protein binding / zinc ion binding	13
At5g42830	transferase family protein	13
	AT-HSFA4A,AT-HSFA4A (Arabidopsis thaliana heat shock transcription factor A4A); DNA binding / transcription factor	14
At4g18880		
At1g21000	unknown protein,zinc-binding family protein	14
	CYP72C1,CYP72C1 (cytochrome P450, family 72, subfamily C, polypeptide 1); oxygen binding	14
At1g17060		
	CNX2,CNX2 (COFACTOR OF NITRATE REDUCTASE AND XANTHINE DEHYDROGENASE 2); catalytic	14
At2g31955		
At3g61590	HWS,HS,F-box family protein	14
At5g62900	unknown protein	14
At4g21350	PUB8,B80,B80; binding / ubiquitin-protein ligase	14
At1g12110	NRT1.1,NRT1.1 (nitrate transporter 1.1); transporter	14
At4g17550	transporter-related	14
At2g28890	PLL4,PLL4 (POLTERGEIST LIKE 4); protein phosphatase type 2C	14
At5g20885	zinc finger (C3HC4-type RING finger) family protein	14

At5g51050	mitochondrial substrate carrier family protein	14
At4g24020	RWP-RK domain-containing protein	14
At1g43710	EMB1075,EMB1075 (EMBRYO DEFECTIVE 1075); carboxy-lyase	14
At5g40470	unknown protein	14
At3g25780	AOC3,AOC3 (ALLENE OXIDE CYCLASE 3)	14
At4g27900	unknown protein	14
At1g49860	ATGSTF14,ATGSTF14 (Arabidopsis thaliana Glutathione S-transferase (class phi) 14); glutathione transferase	14
At4g37550	formamidase,formamidase, putative / formamide amidohydrolase, putative	14
At1g63940	monodehydroascorbate reductase, putative	14
At1g12820	AFB3,AFB3 (AUXIN SIGNALING F-BOX 3); auxin binding / ubiquitin-protein ligase	14
At3g18710	U-box domain-containing protein	14
At3g55980	zinc finger (CCCH-type) family protein	14
At3g06590	transcription factor,unknown protein	14
At5g51830	pfkB-type carbohydrate kinase family protein	14
At3g52950	CBS domain-containing protein / octicosapeptide/Phox/Bemp1 (PB1) domain-containing protein	14
At4g31730	GDU1,GDU1 (GLUTAMINE DUMPER 1)	14
At3g23030	IAA2,IAA2 (indoleacetic acid-induced protein 2); transcription factor	14
At3g11580	DNA-binding protein, putative	14
At1g71980	protease-associated zinc finger (C3HC4-type RING finger) family protein	14
At4g34000	DPBF5,ABF3,ABF3/DPBF5 (ABSCISIC ACID RESPONSIVE ELEMENTS-BINDING FACTOR 3); DNA binding / protein binding / transcription factor/ transcriptional activator	14
At3g28690	kinase,protein kinase, putative	14
At1g70780	unknown protein	14
At5g64550	loricrin-related	14
At1g62180	APR2,APR2 (5'ADENYLYLPHOSPHOSULFATE REDUCTASE 2)	14
At5g58900	myb family transcription factor	14
At5g65140	trehalose-6-phosphate phosphatase, putative,unknown protein	14
At5g12860	DIT1,DIT1 (DICARBOXYLATE TRANSPORTER 1); oxoglutarate:malate antiporter,unknown protein	14
At3g52360	unknown protein	14
At4g31910	transferase family protein	14
At1g16170	unknown protein	14
At5g08010	unknown protein	14
At1g64140	unknown protein	14
At3g26090	RGS1,RGS1 (REGULATOR OF G-PROTEIN SIGNALING 1); signal transducer	14
At5g04250	OTU-like cysteine protease family protein,unknown protein	14
At4g27180	ATK2,ATK2 (ARABIDOPSIS THALIANA KINESIN 2); microtubule motor	15
At4g13650	pentatricopeptide (PPR) repeat-containing protein	15
At3g60690	auxin-responsive family protein	15
At1g69040	ACR4,ACR4 (ACT REPEAT 4); amino acid binding	15
At4g24670	alliinase family protein	15
At3g58760	ankyrin protein kinase, putative	15
At1g72200	zinc finger (C3HC4-type RING finger) family protein	15
At3g60750	transketolase, putative	15
At1g02900	RALFL1,RALFL1 (RALF-LIKE 1)	15
At2g28250	kinase,protein kinase family protein	15

At5g24890	unknown protein	15
At5g62530	ALDH12A1,ALDH12A1 (Aldehyde dehydrogenase 12A1); 1-pyrroline-5-carboxylate dehydrogenase/ 3-chloroallyl aldehyde dehydrogenase	15
At1g74660	MIF1,MIF1 (MINI ZINC FINGER 1); DNA binding / transcription factor	15
At3g27210	unknown protein	15
At2g31940	oxidoreductase/ transition metal ion binding	15
At2g24790	COL3,COL3 (CONSTANS-LIKE 3); protein binding / transcription factor/ zinc ion binding,COL3 (CONSTANS-LIKE 3); zinc ion binding	15
At5g01340	mitochondrial substrate carrier family protein	15
At5g47100	CBL9,CBL9 (Calcineurin B-like protein 9); calcium ion binding	15
At5g35630	GS2,GS2 (GLUTAMINE SYNTHETASE 2),GS2 (GLUTAMINE SYNTHETASE 2); glutamate-ammonia ligase	15
At4g26130	unknown protein	15
At5g50200	WR3,WR3 (WOUND-RESPONSIVE 3),WR3 (WOUND-RESPONSIVE 3); nitrate transporter	15
At3g14940	ATPPC3,ATPPC3 (PHOSPHOENOLPYRUVATE CARBOXYLASE 3); phosphoenolpyruvate carboxylase	15
At1g56230	unknown protein	15
At1g22160	senescence-associated protein-related	15
At2g17150	RWP-RK domain-containing protein	15
At5g39590	unknown protein	15
At3g49760	ATBZIP5,bZIP transcription factor family protein	15
At2g42070	ATNUDT23,ATNUDT23 (Arabidopsis thaliana Nudix hydrolase homolog 23); hydrolase	15
At4g30190	AHA2,AHA2 (Arabidopsis H(+)-ATPase 2); ATPase	15
At3g29760	NLI interacting factor (NIF) family protein	15
At5g58690	phosphoinositide-specific phospholipase C family protein	15
At5g19010	MPK16,MPK16 (mitogen-activated protein kinase 16); MAP kinase	15
At5g53460	GLT1,GLT1 (NADH-dependent glutamate synthase 1 gene)	15
At1g64370	unknown protein	15
At2g38170	CAX1,CAX1 (CATION EXCHANGER 1); calcium:hydrogen antiporter	15
At4g23980	ARF9,ARF9 (AUXIN RESPONSE FACTOR 9),ARF9 (AUXIN RESPONSE FACTOR 9); transcription factor	15
At5g10820	integral membrane transporter family protein	15
At5g17880	CSA1,CSA1 (CONSTITUTIVE SHADE-AVOIDANCE1); ATP binding / protein binding / transmembrane receptor	15
At4g35260	IDH1,IDH1 (ISOCITRATE DEHYDROGENASE 1); isocitrate dehydrogenase (NAD+)	15
AtCg00510	PSAI,unknown protein	15
At3g07310	unknown protein	15
At5g06570	unknown protein	15
At5g58700	phosphoinositide phospholipase C,phosphoinositide-specific phospholipase C family protein	15
AtCg00180	RPOC1,unknown protein	15
At3g28050	nodulin MtN21 family protein	15
At2g18160	GBF5,ATBZIP2,GBF5 (G-box binding factor 5); DNA binding / transcription factor	15
At5g60770	ATNRT2.4,ATNRT2.4 (Arabidopsis thaliana high affinity nitrate transporter 2.4); nitrate transporter	15
At1g61930	unknown protein	15
At5g20540	BRX-LIKE4,ATBRXL4,ATBRXL4/BRX-LIKE4 (BREVIS RADIX-LIKE 4)	15

At3g47520	MDH,MDH (malate dehydrogenase); malate dehydrogenase	15
At5g13420	transaldolase, putative	15
At1g50110	branched-chain amino acid aminotransferase 6 / branched-chain amino acid transaminase 6 (BCAT6)	15
At5g10030	TGA4,TGA4 (TGACG MOTIF-BINDING FACTOR 4); DNA binding / calmodulin binding / transcription factor	15
At1g19050	ARR7,ARR7 (RESPONSE REGULATOR 7); transcription regulator/ two-component response regulator	15
At4g24620	PGI1,PGI1 (CHLOROPLASTIC PHOSPHOGLUCOSE ISOMERASE)	15
At1g73000	unknown protein	15
At1g22170	phosphoglycerate/bisphosphoglycerate mutase family protein	15
At5g59730	ATEXO70H7,ATEXO70H7 (EXOCYST SUBUNIT EXO70 FAMILY PROTEIN H7); protein binding	15
At1g13250	GATL3,GATL3 (Galacturonosyltransferase-like 3); polygalacturonate 4-alpha-galacturonosyltransferase/ transferase, transferring glycosyl groups / transferase, transferring hexosyl groups	15
At2g17060	disease resistance protein (TIR-NBS-LRR class), putative	15
At5g61420	MYB28,MYB28 (myb domain protein 28); DNA binding / transcription factor	15
At2g46870	NGA1,NGA1 (NGATHA1); transcription factor	16
At3g44960	unknown protein	16
At1g70985	hydroxyproline-rich glycoprotein family protein	16
At5g14980	esterase/lipase/thioesterase family protein	16
At1g80380	phosphoribulokinase/uridine kinase-related	16
At5g54130	unknown protein	16
At4g20000	VQ motif-containing protein	16
At4g16780	ATHB-2,ATHB-2 (Homeobox-leucine zipper protein HAT4); DNA binding / transcription factor	16
At4g18250	receptor serine/threonine kinase, putative	16
AtCg00780	RPL14,unknown protein	16
At2g36320	zinc finger (AN1-like) family protein	17
At1g27900	RNA helicase, putative	17
At2g42660	myb family transcription factor	17
At2g30860	ATGSTF9,ATGSTF9 (Arabidopsis thaliana Glutathione S-transferase (class phi) 9),ATGSTF9 (Arabidopsis thaliana Glutathione S-transferase (class phi) 9); glutathione transferase	17
At1g80460	NHO1,NHO1 (NONHOST RESISTANCE TO P. S. PHASEOLICOLA 1); carbohydrate kinase	17
At1g69450	unknown protein	17
At2g28190	CSD2,CSD2 (COPPER/ZINC SUPEROXIDE DISMUTASE 2); copper, zinc superoxide dismutase	17
At2g25980	jacalin lectin family protein	17
At1g62660	beta-fructosidase (BFRUCT3) / beta-fructofuranosidase / invertase, vacuolar	17
At2g18030	peptide methionine sulfoxide reductase family protein	17
At2g33390	unknown protein	17
At1g52760	esterase/lipase/thioesterase family protein	17
At1g64590	short-chain dehydrogenase/reductase (SDR) family protein	17
At5g36940	CAT3,CAT3 (CATIONIC AMINO ACID TRANSPORTER 3); cationic amino acid transporter	17
At1g22400	UGT85A1,ATUGT85A1,UGT85A1 (UDP-glucosyl transferase 85A1); UDP-glycosyltransferase/ transferase, transferring glycosyl groups / transferase, transferring hexosyl groups	17

At1g21920	MORN (Membrane Occupation and Recognition Nexus) repeat-containing protein /phosphatidylinositol-4-phosphate 5-kinase-related	17
At3g14050	RSH2,RSH2 (RELA-SPOT HOMOLOG); catalytic	17
At4g01450	nodulin MtN21 family protein	17
At3g57790	glycoside hydrolase family 28 protein / polygalacturonase (pectinase) family protein	17
At1g09575	unknown protein	17
At1g23760	JP630,JP630; polygalacturonase	17
At1g50350	unknown protein	17
At5g35980	kinase,protein kinase family protein	17
At3g08650	metal transporter family protein	17
At3g20740	FIE,FIE (FERTILIZATION-INDEPENDENT ENDOSPERM 1); nucleotide binding / transcription factor	17
At5g36160	aminotransferase-related	17
At1g09570	PHYA,PHYA (PHYTOCHROME A); G-protein coupled photoreceptor/ signal transducer,unknown protein	17
At5g37055	ATSWC6,zinc finger (HIT type) family protein	17
At1g63690	protease-associated (PA) domain-containing protein	17
At3g09260	PYK10,PYK10 (phosphate starvation-response 3.1); hydrolase, hydrolyzing O-glycosyl compounds	17
At3g60070	lactose permease-related	17
At3g50910	unknown protein	17
At5g66800	unknown protein	17
At3g23080	unknown protein	17
At4g25880	APUM6,APUM6 (ARABIDOPSIS PUMILIO 6); RNA binding	17
At1g19850	MP,MP (MONOPTEROS); transcription factor	17
At5g48590	unknown protein	17
At3g19190	unknown protein	17
At3g10740	ASD1,ASD1 (ALPHA-L-ARABINOFURANOSIDASE); hydrolase, acting on glycosyl bonds	17
At1g12520	CCS1,CCS1 (copper chaperone for superoxide dismutase 1); superoxide dismutase copper chaperone	17
At4g15270	glucosyltransferase-related	17
At2g24330	unknown protein	17
At2g35270	DNA-binding protein-related	17
At1g32850	ubiquitin carboxyl-terminal hydrolase family protein	17
At1g61360	S-locus lectin protein kinase family protein	17
At3g06380	ATTLP9,ATTLP9/AtTLP9 (TUBBY LIKE PROTEIN 9, TUBBY-LIKE PROTEIN 9); phosphoric diester hydrolase/ protein binding / transcription factor	17
At1g24440	protein binding / zinc ion binding	17
At3g48990	AMP-dependent synthetase and ligase family protein	17
At3g19010	oxidoreductase, 2OG-Fe(II) oxygenase family protein	17
At2g40890	CYP98A3,CYP98A3 (cytochrome P450, family 98, subfamily A, polypeptide 3); p-coumarate 3-hydroxylase	17
At2g28910	CXIP4,CXIP4 (CAX INTERACTING PROTEIN 4); nucleic acid binding / zinc ion binding	17
At3g16460	jacalin lectin family protein	17
At1g08750	GPI-anchor transamidase, putative	17
AtCg00080	PSBI,unknown protein	17
At2g19110	HMA4,HMA4 (Heavy metal ATPase 4); cadmium-transporting ATPase	17

At4g13430	aconitase family protein / aconitate hydratase family protein	17
At5g11510	MYB3R-4,MYB3R-4 (C-MYB-LIKE TRANSCRIPTION FACTOR 3R-4, myb domain protein 3R-4); DNA binding / transcription factor	17
At4g04040	MEE51,MEE51 (maternal effect embryo arrest 51); diphosphate-fructose-6-phosphate 1-phosphotransferase	17
At1g55310	SR33,SR33 (SC35-like splicing factor 33); RNA binding	17
At5g06800	myb family transcription factor	17
At3g47050	glycosyl hydrolase family 3 protein	17
At4g37150	esterase, putative	17
At5g65110	ACX2,ACX2 (ACYL-COA OXIDASE 2); acyl-CoA oxidase<br>CALS1,CALS1 (CALLOSE SYNTHASE 1); transferase, transferring glycosyl groups	17
At1g05570	unknown protein	17
At2g21960	mitochondrial substrate carrier family protein	17
At1g72820	unknown protein	18
At1g64650	ATUPS4,ATUPS4 (Arabidopsis thaliana ureide permease 4)	18
At2g03520	nodulin MtN21 family protein	18
At2g37460	phosphoserine aminotransferase, putative	18
At2g17630	caffeoyl-CoA 3-O-methyltransferase, putative	18
At4g34050	dihydroorotate dehydrogenase family protein / dihydroorotate oxidase family protein	18
At3g17810	ANNAT2,ANNAT2 (ANNEXIN ARABIDOPSIS 2); calcium ion binding / calcium-dependent phospholipid binding	18
At5g65020	methyltransferase-related	18
At5g50110	unknown protein	18
At4g14240	calcium-binding EF-hand family protein	18
At1g54450	SAR1,SAR1 (SECRETION-ASSOCIATED RAS); GTP binding	18
At1g56330	ATPME2,ATPME2 (Arabidopsis thaliana pectin methylesterase 2)	18
At1g53830	RPL20,unknown protein	18
AtCg00660	CYP76C4,CYP76C4 (cytochrome P450, family 76, subfamily C, polypeptide 4); oxygen binding	18
At2g45550	pectate lyase family protein	18
At5g04310	40S ribosomal protein S3A (RPS3aA)	18
At3g04840	UGP,UGP (UDP-glucose pyrophosphorylase); UTP:glucose-1-phosphate uridylyltransferase	18
At3g03250	chloroplast chaperonin 10, putative	18
At3g60210	unknown protein	18
At4g38490	unknown protein	18
At1g52060	meprin and TRAF homology domain-containing protein / MATH domain-containing protein	18
At3g20370	haloacid dehalogenase (HAD) superfamily protein	18
At3g58830	2S seed storage protein 1 / 2S albumin storage protein / NWMU1-2S	18
At4g27140	albumin 1	18
At3g48930	EMB1080,EMB1080 (EMBRYO DEFECTIVE 1080); structural constituent of ribosome	18
At4g20460	NAD-dependent epimerase/dehydratase family protein	18
At5g38220	unknown protein	18
At2g43400	ETFQO,ETFQO (ELECTRON-TRANSFER FLAVOPROTEIN:UBIQUINONE	18

	OXIDOREDUCTASE); catalytic/ electron acceptor	
At1g51680	4CL1,4CL1 (4-COUMARATE:COA LIGASE 1),4CL1 (4-COUMARATE:COA LIGASE 1); 4-coumarate-CoA ligase	18
At3g26782	binding	18
At1g35720	ANNAT1,ANNAT1 (ANNEXIN ARABIDOPSIS 1); calcium ion binding / calcium-dependent phospholipid binding	18
At5g36270	dehydroascorbate reductase, putative	18
At4g33790	acyl CoA reductase, putative	18
At2g42200	squamosa promoter-binding protein-like 9 (SPL9)	18
At3g01120	MTO1,MTO1 (METHIONINE OVERACCUMULATION 1)	18
At2g19340	membrane protein, putative	18
At2g27130	protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	18
At3g47540	chitinase, putative	18
At5g51700	PBS2,PBS2 (PPHB SUSCEPTIBLE 2)	19
At5g58950	protein kinase family protein	19
At5g47430	unknown protein	19
At2g38000	chaperone protein dnaJ-related	19
At5g07150	leucine-rich repeat family protein	19
At3g54230	nucleic acid binding	19
At5g04410	NAC2,NAC2 (Arabidopsis NAC domain containing protein 78); transcription factor	19
At4g03080	kelch repeat-containing serine/threonine phosphoesterase family protein	19
At1g55590	F-box family protein	19
At1g21050	unknown protein	19
At5g48480	unknown protein	19
At5g37710	lipase class 3 family protein / calmodulin-binding heat-shock protein, putative	19
At5g35940	jacalin lectin family protein	19
At5g04720	ADR1-L2,ADR1-L2 (ADR1-LIKE 2); ATP binding / nucleoside-triphosphatase/ nucleotide binding / protein binding	19
At4g29490	X-Pro dipeptidase	19
At5g16770	AtMYB9,AtMYB9 (myb domain protein 9); DNA binding,AtMYB9 (myb domain protein 9); DNA binding / transcription factor	19
At2g24520	AHA5,AHA5 (ARABIDOPSIS H(+)-ATPASE 5); ATPase	19
At3g13620	amino acid permease family protein	19
At3g04060	ANAC046,ANAC046 (Arabidopsis NAC domain containing protein 46); transcription factor	19
At5g58240	bis(5'-adenosyl)-triphosphatase, putative	19
At5g17300	myb family transcription factor	19
At1g51950	IAA18,IAA18 (indoleacetic acid-induced protein 18); transcription factor	19
At5g17280	unknown protein	19
At4g03190	GRH1,GRH1 (GRR1-LIKE PROTEIN 1); ubiquitin-protein ligase	19
At3g27610	unknown protein	19
At5g60100	APRR3,APRR3 (PSEUDO-RESPONSE REGULATOR 3); transcription regulator	19
At3g13030	hAT dimerisation domain-containing protein,protein dimerization	19
At4g16700	PSD1,phosphatidylserine decarboxylase	19
At1g58110	DNA binding / transcription factor,bZIP family transcription factor	19
At5g52580	unknown protein	19
At4g32680	unknown protein	19
At5g52210	ATGB1,ATGB1 (Arabidopsis thaliana GTP-binding protein 1),ATGB1	19

	(Arabidopsis thaliana GTP-binding protein 1); GTP binding	
At3g15095	unknown protein	19
At1g79060	unknown protein	19
At3g57390	AGL18,AGL18 (AGAMOUS-LIKE 18); transcription factor	19
	ATNUDT15,ATNUDT15 (ARABIDOPSIS THALIANA NUDIX HYDROLASE	
At1g28960	HOMOLOG 15); hydrolase	19
At2g33845	DNA-binding protein-related	19
At1g70990	proline-rich family protein	19
At1g10270	GRP23,GRP23 (GLUTAMINE-RICH PROTEIN23); binding	19
	IPP1,IPP1 (ISOPENTENYL DIPHOSPHATE ISOMERASE 1); isopentenyl-	
At5g16440	diphosphate delta-isomerase	19
At5g17640	unknown protein	19
	PTAC9,OSB2,PTAC9 (PLASTID TRANSCRIPTIONALLY ACTIVE9); single-	
At4g20010	stranded DNA binding	19
At2g47930	ATAGP26,AGP26,AGP26/ATAGP26 (ARABINOGLACTAN PROTEINS 26)	19
	ATPPA4,inorganic pyrophosphatase, putative (soluble) / pyrophosphate	
At3g53620	phospho-hydrolase, putative / PPase, putative	19
	ATHVA22D,ATHVA22D (Arabidopsis thaliana HVA22 homologue D),unknown	
At4g24960	protein	19
At2g45160	scarecrow transcription factor family protein	19
At4g25390	protein kinase family protein	19
At5g64880	unknown protein	19
AtMg01370	ORF111D,unknown protein	20
At1g76340	integral membrane family protein	20
At3g05590	RPL18,RPL18 (RIBOSOMAL PROTEIN L18); structural constituent of ribosome	20
At2g01520	MLP328,major latex protein-related / MLP-related	20
At1g74520	ATHVA22A,ATHVA22A (Arabidopsis thaliana HVA22 homologue A)	20
	BHLH093,BHLH093 (BETA HLH PROTEIN 93),BHLH093 (BETA HLH PROTEIN	
At5g65640	93); DNA binding / transcription factor	20
At5g20290	40S ribosomal protein S8 (RPS8A)	20
At2g47320	peptidyl-prolyl cis-trans isomerase cyclophilin-type family protein	20
At3g52900	unknown protein	20
	NDPK1,NDPK1 (nucleoside diphosphate kinase 1); ATP binding / nucleoside	
At4g09320	diphosphate kinase	20
	TMP-C,TMP-C (plasma membrane intrinsic protein 1;4),TMP-C (plasma	
At4g00430	membrane intrinsic protein 1;4); water channel	20
At2g28510	Dof-type zinc finger domain-containing protein	20
At3g20320	TGD2,TGD2 (TRIGALACTOSYLDIACYLGLYCEROL2)	20
	NDPK3,NDPK3 (NUCLEOSIDE DIPHOSPHATE KINASE 3); ATP binding /	
At4g11010	nucleoside diphosphate kinase	20
At1g61790	OST3/OST6 family protein	20
At2g26770	pectin-related	20
	ATXTH20,ATXTH20 (XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE	
At5g48070	20); hydrolase, acting on glycosyl bonds	20
	HAP2C,HAP2C (Heme activator protein (yeast) homolog 2C); transcription	
At1g72830	factor	20
At1g75210	5' nucleotidase family protein	20
At3g53340	CCAAT-box binding transcription factor, putative	20
	XTH9,XTH9 (XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 9);	
At4g03210	hydrolase, acting on glycosyl bonds	20
At1g51070	basic helix-loop-helix (bHLH) family protein	20

At2g21050	amino acid permease, putative	20
At5g25810	TNY,TNY (TINY); DNA binding / transcription factor	20
At3g23000	CIPK7,CIPK7 (CBL-INTERACTING PROTEIN KINASE 7); kinase<br>cpHSC70-2,cpHSC70-2 (HEAT SHOCK PROTEIN 70-7); ATP binding / unfolded	20
At5g49910	protein binding	20
At5g51550	phosphate-responsive 1 family protein	20
At3g11510	40S ribosomal protein S14 (RPS14B)	20
At2g19430	transducin family protein / WD-40 repeat family protein	20
At3g27420	unknown protein	20
At5g09380	DNA-directed RNA polymerase III RPC4 family protein	20
At1g05750	PDE247,PDE247 (PIGMENT DEFECTIVE 247); binding	20
At4g34710	ADC2,ADC2 (ARGININE DECARBOXYLASE 2)	20
At3g07340	basic helix-loop-helix (bHLH) family protein	20
At4g33250	EIF3K,EIF3K (eukaryotic translation initiation factor 3K)	20
At5g15770	ATGNA1,GCN5-related N-acetyltransferase (GNAT) family protein	20
At2g15550	transposable element gene At2g15550	20
At1g77940	60S ribosomal protein L30 (RPL30B)	20
At2g27720	60S acidic ribosomal protein P2 (RPP2A)	20

Significantly regulated genes at 3, 6, 9, 12, 15, 20 min:

>Genes significantly regulated at 3min		
At1g70080	terpene synthase/cyclase family protein	
At2g16010	transposable element gene At2g16010	
At2g38000	chaperone protein dnaJ-related	
At3g54230	nucleic acid binding<br>NAC2,NAC2 (Arabidopsis NAC domain containing protein 78); transcription	
At5g04410	factor<br>NDPK1,NDPK1 (nucleoside diphosphate kinase 1); ATP binding / nucleoside	
At4g09320	diphosphate kinase	
At3g19030	unknown protein	
At3g50750	brassinosteroid signalling positive regulator-related<br>NDPK3,NDPK3 (NUCLEOSIDE DIPHOSPHATE KINASE 3); ATP binding /	
At4g11010	nucleoside diphosphate kinase	
At1g52760	esterase/lipase/thioesterase family protein	
At1g20390	transposable element gene At1g20390	
At1g61790	OST3/OST6 family protein	
At5g35820	transposable element gene At5g35820	
At3g04840	40S ribosomal protein S3A (RPS3aA)	
At3g27610	unknown protein	
At3g60210	chloroplast chaperonin 10, putative	
At3g13030	hAT dimerisation domain-containing protein,protein dimerization<br>meprin and TRAF homology domain-containing protein / MATH domain-	
At3g20370	containing protein	
At5g66350	SHI,SHI (SHORT INTERNODES); transcription factor<br>PAP25,ATPAP25,ATPAP25/PAP25 (purple acid phosphatase 25); acid	
At4g36350	phosphatase/ protein serine/threonine phosphatase	
At5g59080	unknown protein	
At5g52580	unknown protein	

At4g16700	PSD1,phosphatidylserine decarboxylase
At3g29690	transferase-related
At3g15095	unknown protein
At3g48930	EMB1080,EMB1080 (EMBRYO DEFECTIVE 1080); structural constituent of ribosome
At1g09570	PHYA,PHYA (PHYTOCHROME A); G-protein coupled photoreceptor/ signal transducer,unknown protein
At3g23000	CIPK7,CIPK7 (CBL-INTERACTING PROTEIN KINASE 7); kinase
At3g11510	40S ribosomal protein S14 (RPS14B)
At5g38220	unknown protein
At1g51680	4CL1,4CL1 (4-COUMARATE:COA LIGASE 1),4CL1 (4-COUMARATE:COA LIGASE 1); 4-coumarate-CoA ligase
At5g36270	dehydroascorbate reductase, putative
At5g48590	unknown protein
At4g20010	PTAC9,OSB2,PTAC9 (PLASTID TRANSCRIPTIONALLY ACTIVE9); single-stranded DNA binding
At2g24660	transposable element gene At2g24660
At2g15550	transposable element gene At2g15550
At2g27720	60S acidic ribosomal protein P2 (RPP2A)
At4g15270	glucosyltransferase-related
At2g42050	transposable element gene At2g42050
At3g05590	RPL18,RPL18 (RIBOSOMAL PROTEIN L18); structural constituent of ribosome
At1g32850	ubiquitin carboxyl-terminal hydrolase family protein
At5g37610	voltage-gated ion-selective channel
At2g01520	MLP328,major latex protein-related / MLP-related
At2g17630	phosphoserine aminotransferase, putative
At1g74520	ATHVA22A,ATHVA22A (Arabidopsis thaliana HVA22 homologue A)
At5g58950	protein kinase family protein
At1g27880	ATP-dependent DNA helicase, putative
At5g65640	BHLH093,BHLH093 (BETA HLH PROTEIN 93),BHLH093 (BETA HLH PROTEIN 93); DNA binding / transcription factor
At1g02900	RALFL1,RALFL1 (RALF-LIKE 1)
At3g07040	RPM1,RPM1 (RESISTANCE TO P. SYRINGAE PV MACULICOLA 1)
At5g20290	40S ribosomal protein S8 (RPS8A)
At1g54450	calcium-binding EF-hand family protein
At1g55590	F-box family protein
At1g56330	SAR1,SAR1 (SECRETION-ASSOCIATED RAS); GTP binding
At5g09360	LAC14,LAC14 (laccase 14); copper ion binding / oxidoreductase
At3g25490	wall-associated kinase, putative
At5g04720	ADR1-L2,ADR1-L2 (ADR1-LIKE 2); ATP binding / nucleoside-triphosphatase/ nucleotide binding / protein binding
At4g29490	X-Pro dipeptidase
At3g20320	TGD2,TGD2 (TRIGALACTOSYLDIACYLGLYCEROL2)
At2g24520	AHA5,AHA5 (ARABIDOPSIS H(+)-ATPASE 5); ATPase
At1g35570	transposable element gene At1g35570
At4g03190	GRH1,GRH1 (GRR1-LIKE PROTEIN 1); ubiquitin-protein ligase
At3g30800	transposable element gene At3g30800
At3g03250	UGP,UGP (UDP-glucose pyrophosphorylase); UTP:glucose-1-phosphate uridylyltransferase
At2g29940	PDR3,ATPDR3,ATPDR3/PDR3 (PLEIOTROPIC DRUG RESISTANCE 3); ATPase,

---

	coupled to transmembrane movement of substances
At1g19030	transposable element gene At1g19030
At1g52060	unknown protein
	FLS2,FLS2 (FLAGELLIN-SENSITIVE 2); ATP binding / kinase/ protein binding / protein serine/threonine kinase/ transmembrane receptor protein
At5g46330	serine/threonine kinase
At1g58110	DNA binding / transcription factor,bZIP family transcription factor
At1g51070	basic helix-loop-helix (bHLH) family protein
	2S seed storage protein 1 / 2S albumin storage protein / NWMU1-2S albumin
At4g27140	1
	ATNUDT15,ATNUDT15 (ARABIDOPSIS THALIANA NUDIX HYDROLASE
At1g28960	HOMOLOG 15); hydrolase
At3g61440	synthase
At1g10270	GRP23,GRP23 (GLUTAMINE-RICH PROTEIN23); binding
At5g51550	phosphate-responsive 1 family protein
At2g19430	transducin family protein / WD-40 repeat family protein
	ANNAT1,ANNAT1 (ANNEXIN ARABIDOPSIS 1); calcium ion binding / calcium-dependent phospholipid binding
At1g35720	
At4g33250	EIF3K,EIF3K (eukaryotic translation initiation factor 3K)
At2g27130	protease inhibitor/seed storage/lipid transfer protein (LTP) family protein
At2g19340	membrane protein, putative
At5g15770	ATGNA1,GCN5-related N-acetyltransferase (GNAT) family protein
At1g77940	60S ribosomal protein L30 (RPL30B)
At4g30090	EMB1353,EMB1353 (EMBRYO DEFECTIVE 1353)

>Genes significantly regulated at 6min

At2g37460	nodulin MtN21 family protein
At5g51700	PBS2,PBS2 (PPHB SUSCEPTIBLE 2)
	ATFRUCT5,ATFRUCT5 (BETA-FRUCTOFURANOSIDASE 5); hydrolase,
At1g55120	hydrolyzing O-glycosyl compounds / levanase,unknown protein
	dihydroorotate dehydrogenase family protein / dihydroorotate oxidase
At3g17810	family protein
At4g34050	caffeoyl-CoA 3-O-methyltransferase, putative
At3g25790	myb family transcription factor
	ATGSTF9,ATGSTF9 (Arabidopsis thaliana Glutathione S-transferase (class phi) 9),ATGSTF9 (Arabidopsis thaliana Glutathione S-transferase (class phi) 9);
At2g30860	glutathione transferase
At2g47320	peptidyl-prolyl cis-trans isomerase cyclophilin-type family protein
	ROPGEF9,ATROPGEF9,ATROPGEF9/ROPGEF9 (KINASE PARTNER PROTEIN-LIKE); Rho guanyl-nucleotide exchange factor
At4g13240	
At4g39780	AP2 domain-containing transcription factor, putative
At1g53830	ATPME2,ATPME2 (Arabidopsis thaliana pectin methylesterase 2)
At2g25980	jacalin lectin family protein
At5g35940	jacalin lectin family protein
At2g37430	zinc finger (C2H2 type) family protein (ZAT11)
	TMP-C,TMP-C (plasma membrane intrinsic protein 1;4),TMP-C (plasma
At4g00430	membrane intrinsic protein 1;4); water channel
At3g44960	unknown protein

At3g19030	unknown protein
At3g13620	amino acid permease family protein
At4g04600	transposable element gene At4g04600
At5g16770	AtMYB9,AtMYB9 (myb domain protein 9); DNA binding,AtMYB9 (myb domain protein 9); DNA binding / transcription factor
At2g27830	unknown protein
At1g35290	thioesterase family protein
At1g64590	short-chain dehydrogenase/reductase (SDR) family protein
At5g35820	transposable element gene At5g35820
At5g11930	glutaredoxin family protein
At5g17280	unknown protein
At5g55750	hydroxyproline-rich glycoprotein family protein
At5g36940	CAT3,CAT3 (CATIONIC AMINO ACID TRANSPORTER 3); cationic amino acid transporter
At1g68360	zinc finger protein-related
At1g22400	UGT85A1,ATUGT85A1,UGT85A1 (UDP-glucosyl transferase 85A1); UDP-glycosyltransferase/ transferase, transferring glycosyl groups / transferase, transferring hexosyl groups
At3g25980	mitotic spindle checkpoint protein, putative (MAD2)
At1g32920	unknown protein
At3g57790	glycoside hydrolase family 28 protein / polygalacturonase (pectinase) family protein
At1g09575	unknown protein
At3g20370	meprin and TRAF homology domain-containing protein / MATH domain-containing protein
At4g03210	XTH9,XTH9 (XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 9); hydrolase, acting on glycosyl bonds
At5g10210	unknown protein
At1g50350	unknown protein
At1g17810	BETA-TIP,BETA-TIP (BETA-TONOPLAST INTRINSIC PROTEIN); water channel FIE,FIE (FERTILIZATION-INDEPENDENT ENDOSPERM 1); nucleotide binding /
At3g20740	transcription factor
At3g29690	transferase-related
At2g21050	amino acid permease, putative
At3g57390	AGL18,AGL18 (AGAMOUS-LIKE 18); transcription factor
At5g17880	CSA1,CSA1 (CONSTITUTIVE SHADE-AVOIDANCE1); ATP binding / protein binding / transmembrane receptor
At3g23000	CIPK7,CIPK7 (CBL-INTERACTING PROTEIN KINASE 7); kinase
At4g07586	transposable element gene At4g07586
At3g60070	lactose permease-related
At1g51680	4CL1,4CL1 (4-COUMARATE:COA LIGASE 1),4CL1 (4-COUMARATE:COA LIGASE 1); 4-coumarate-CoA ligase
At2g43400	ETFQO,ETFQO (ELECTRON-TRANSFER FLAVOPROTEIN:UBIQUINONE OXIDOREDUCTASE); catalytic/ electron acceptor
At5g09380	DNA-directed RNA polymerase III RPC4 family protein
At5g38220	unknown protein
At5g66800	unknown protein
At1g70985	hydroxyproline-rich glycoprotein family protein
At5g36270	dehydroascorbate reductase, putative
At3g23080	unknown protein

At1g60670	unknown protein
At1g54120	unknown protein
At2g24660	transposable element gene At2g24660
At2g42200	squamosa promoter-binding protein-like 9 (SPL9)
At2g45160	scarecrow transcription factor family protein
At3g01120	MTO1,MTO1 (METHIONINE OVERACCUMULATION 1)
At3g10740	ASD1,ASD1 (ALPHA-L-ARABINOFURANOSIDASE); hydrolase, acting on glycosyl bonds
At1g12520	CCS1,CCS1 (copper chaperone for superoxide dismutase 1); superoxide dismutase copper chaperone
At5g56070	unknown protein
At1g64650	unknown protein
At3g21340	leucine-rich repeat protein kinase, putative
At2g24330	unknown protein
AtMg01370	ORF111D,unknown protein
At1g05920	DNA binding
At5g37610	voltage-gated ion-selective channel
At4g37610	BT5,BT5 (BTB and TAZ domain protein 5); protein binding / transcription regulator
At4g03080	kelch repeat-containing serine/threonine phosphoesterase family protein
At4g14240	unknown protein
At3g25490	wall-associated kinase, putative
At5g37710	lipase class 3 family protein / calmodulin-binding heat-shock protein, putative
At2g28510	Dof-type zinc finger domain-containing protein
At2g24520	AHA5,AHA5 (ARABIDOPSIS H(+)-ATPASE 5); ATPase
At1g51950	IAA18,IAA18 (indoleacetic acid-induced protein 18); transcription factor
At3g16460	jacalin lectin family protein
At1g08750	GPI-anchor transamidase, putative
At3g61430	PIP1A,PIP1A (plasma membrane intrinsic protein 1;1),PIP1A (plasma membrane intrinsic protein 1;1); water channel
AtCg00080	PSBI,unknown protein
At5g11510	MYB3R-4,MYB3R-4 (C-MYB-LIKE TRANSCRIPTION FACTOR 3R-4, myb domain protein 3R-4); DNA binding / transcription factor
At3g53340	CCAAT-box binding transcription factor, putative
At1g52060	unknown protein
At4g38490	unknown protein
At3g49740	pentatricopeptide (PPR) repeat-containing protein
At2g46870	NGA1,NGA1 (NGATHA1); transcription factor
At4g37150	esterase, putative
At5g17640	unknown protein
At3g62630	unknown protein
AtCg00180	RPOC1,unknown protein
At2g07740	transposable element gene At2g07740
At1g05570	CALS1,CALS1 (CALLOSE SYNTHASE 1); transferase, transferring glycosyl groups
At2g21960	unknown protein

At4g25390	protein kinase family protein
At4g13880	leucine-rich repeat family protein
At5g36870	ATGSL09,ATGSL09 (GLUCAN SYNTHASE-LIKE 9); 1,3-beta-glucan synthase
At1g65860	flavin-containing monooxygenase family protein / FMO family protein
At2g45430	DNA-binding protein-related
At1g27900	RNA helicase, putative
At4g13440	calcium-binding EF hand family protein
At2g42660	myb family transcription factor
At5g09800	U-box domain-containing protein
At5g07150	leucine-rich repeat family protein
At5g50110	methyltransferase-related
At4g05610	transposable element gene At4g05610
At5g04410	NAC2,NAC2 (Arabidopsis NAC domain containing protein 78); transcription factor
At1g18100	E12A11,E12A11; phosphatidylethanolamine binding
At1g51990	O-methyltransferase family 2 protein
At5g62530	ALDH12A1,ALDH12A1 (Aldehyde dehydrogenase 12A1); 1-pyrroline-5-carboxylate dehydrogenase/ 3-chloroallyl aldehyde dehydrogenase
At2g24790	COL3,COL3 (CONSTANS-LIKE 3); protein binding / transcription factor/ zinc ion binding,COL3 (CONSTANS-LIKE 3); zinc ion binding
At4g30450	glycine-rich protein
At2g34330	unknown protein
At1g62660	beta-fructosidase (BFRUCT3) / beta-fructofuranosidase / invertase, vacuolar
At4g30460	glycine-rich protein
At1g20390	transposable element gene At1g20390
At1g52760	esterase/lipase/thioesterase family protein
At3g02140	TMAC2,TMAC2 (TWO OR MORE ABRES-CONTAINING GENE 2)
At2g46190	unknown protein
At5g04310	pectate lyase family protein
At1g21920	MORN (Membrane Occupation and Recognition Nexus) repeat-containing protein /phosphatidylinositol-4-phosphate 5-kinase-related
At3g13030	hAT dimerisation domain-containing protein,protein dimerization
At4g01450	nodulin MtN21 family protein
At2g01150	RHA2B,RHA2B (RING-H2 FINGER PROTEIN 2B); protein binding / zinc ion binding
AtCg00300	YCF9,unknown protein
At4g36350	PAP25,ATPAP25,ATPAP25/PAP25 (purple acid phosphatase 25); acid phosphatase/ protein serine/threonine phosphatase
At1g64370	unknown protein
At5g35980	kinase,protein kinase family protein
At1g79060	unknown protein
At3g58830	haloacid dehalogenase (HAD) superfamily protein
At5g36160	aminotransferase-related
At5g10820	integral membrane transporter family protein
At2g33845	DNA-binding protein-related
At1g70990	proline-rich family protein
At1g63690	protease-associated (PA) domain-containing protein
At1g61410	tolA protein-related
At4g37540	LBD39,LOB domain protein 39 / lateral organ boundaries domain protein 39 (LBD39)

At5g37055	ATSWC6,zinc finger (HIT type) family protein
At3g09260	PYK10,PYK10 (phosphate starvation-response 3.1); hydrolase, hydrolyzing O-glycosyl compounds
At5g16440	IPP1,IPP1 (ISOPENTENYL DIPHOSPHATE ISOMERASE 1); isopentenyl-diphosphate delta-isomerase
At5g49910	cpHSC70-2,cpHSC70-2 (HEAT SHOCK PROTEIN 70-7); ATP binding / unfolded protein binding
At2g37440	endonuclease/exonuclease/phosphatase family protein
At1g19850	MP,MP (MONOPTEROS); transcription factor
At5g48590	unknown protein
At1g25550	myb family transcription factor
AtCg00780	RPL14,unknown protein
At4g13650	pentatricopeptide (PPR) repeat-containing protein
At2g44440	emsa N terminus domain-containing protein / ENT domain-containing protein
At2g03520	ATUPS4,ATUPS4 (Arabidopsis thaliana ureide permease 4)
At1g32850	ubiquitin carboxyl-terminal hydrolase family protein
At3g05950	germin-like protein, putative
At5g47430	unknown protein
At3g07040	RPM1,RPM1 (RESISTANCE TO P. SYRINGAE PV MACULICOLA 1)
At1g61360	S-locus lectin protein kinase family protein
At3g06380	ATTL9,ATTL9/AtTLP9 (TUBBY LIKE PROTEIN 9, TUBBY-LIKE PROTEIN 9); phosphoric diester hydrolase/ protein binding / transcription factor
At4g23320	protein kinase family protein
At2g06220	transposable element gene At2g06220
At3g48990	AMP-dependent synthetase and ligase family protein
At2g40890	CYP98A3,CYP98A3 (cytochrome P450, family 98, subfamily A, polypeptide 3); p-coumarate 3-hydroxylase
At5g14980	esterase/lipase/thioesterase family protein
At5g17300	myb family transcription factor
At5g58240	bis(5'-adenosyl)-triphosphatase, putative
At4g36770	UDP-glucuronosyl/UDP-glucosyl transferase family protein
At1g15730	PRLI-interacting factor L, putative
At5g60100	APRR3,APRR3 (PSEUDO-RESPONSE REGULATOR 3); transcription regulator
At4g34000	DPBF5,ABF3,ABF3/DPBF5 (ABSCISIC ACID RESPONSIVE ELEMENTS-BINDING FACTOR 3); DNA binding / protein binding / transcription factor/ transcriptional activator
At3g57450	unknown protein
At5g52210	ATGB1,ATGB1 (Arabidopsis thaliana GTP-binding protein 1),ATGB1 (Arabidopsis thaliana GTP-binding protein 1); GTP binding
AtMg01040	ORF107F,unknown protein
At3g63110	ATIPT3,ATIPT3 (Arabidopsis thaliana isopentenyltransferase 3); transferase, transferring alkyl or aryl (other than methyl) groups
At1g10810	aldo/keto reductase family protein
At1g20070	unknown protein
AtCg00510	PSAI,unknown protein
At3g26782	binding
At1g07150	MAPKKK13,MAPKKK13 (Mitogen-activated protein kinase kinase kinase 13); kinase
At5g65110	ACX2,ACX2 (ACYL-COA OXIDASE 2); acyl-CoA oxidase

At5g67420	LBD37,LOB domain protein 37 / lateral organ boundaries domain protein 37 (LBD37)
At2g45930	unknown protein
At1g35720	ANNAT1,ANNAT1 (ANNEXIN ARABIDOPSIS 1); calcium ion binding / calcium-dependent phospholipid binding
At1g78090	ATTPPB,ATTPPB (TREHALOSE-6-PHOSPHATE PHOSPHATASE)
At4g25100	FSD1,FSD1 (FE SUPEROXIDE DISMUTASE 1); iron superoxide dismutase
At2g47930	ATAGP26,AGP26,AGP26/ATAGP26 (ARABINOGALACTAN PROTEINS 26)
At4g33790	acyl CoA reductase, putative
At3g53620	ATPPA4,inorganic pyrophosphatase, putative (soluble) / pyrophosphate phospho-hydrolase, putative / PPase, putative
At1g73000	unknown protein
At2g19340	membrane protein, putative
At2g27130	protease inhibitor/seed storage/lipid transfer protein (LTP) family protein
At3g49940	LBD38,LOB domain protein 38 / lateral organ boundaries domain protein 38 (LBD38)
At5g42830	transferase family protein
At5g64880	unknown protein

>Genes significantly regulated at 9min

At3g60690	auxin-responsive family protein
At5g17490	RGL3,RGL3 (RGA-LIKE 3); transcription factor
At4g05390	ATRFNR1,ATRFNR1 (ROOT FNR 1); oxidoreductase
At5g19260	unknown protein
At4g37610	BT5,BT5 (BTB and TAZ domain protein 5); protein binding / transcription regulator
At3g25790	myb family transcription factor
At5g09800	U-box domain-containing protein
At1g14540	anionic peroxidase, putative
At1g27880	ATP-dependent DNA helicase, putative
At3g07350	unknown protein
At2g30040	MAPKKK14,MAPKKK14 (Mitogen-activated protein kinase kinase kinase 14); kinase
At4g40070	protein binding / zinc ion binding
At3g04980	DNAJ heat shock N-terminal domain-containing protein
At3g16150	L-asparaginase, putative / L-asparagine amidohydrolase, putative
At3g50900	unknown protein
At3g28510	AAA-type ATPase family protein
At3g18710	U-box domain-containing protein
At5g41670	6-phosphogluconate dehydrogenase family protein
At5g28610	unknown protein
At2g43000	ANAC042,ANAC042 (Arabidopsis NAC domain containing protein 42); transcription factor
At4g34760	auxin-responsive family protein
At5g39580	peroxidase,peroxidase, putative
At1g64190	6-phosphogluconate dehydrogenase family protein
At1g13300	myb family transcription factor
At4g36880	CP1,cysteine proteinase, putative
At1g68360	zinc finger protein-related
At4g37240	unknown protein

At5g40850	UPM1,UPM1 (UROPHORPHYRIN METHYLASE 1); uroporphyrin-III C-methyltransferase
At1g14550	anionic peroxidase, putative
At1g32920	unknown protein
At1g49230	zinc finger (C3HC4-type RING finger) family protein
At5g45340	CYP707A3,CYP707A3 (cytochrome P450, family 707, subfamily A, polypeptide 3); oxygen binding
At5g13110	G6PD2,G6PD2 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 2); glucose-6-phosphate 1-dehydrogenase
At4g04840	methionine sulfoxide reductase domain-containing protein / SelR domain-containing protein
At1g26380	FAD-binding domain-containing protein
At5g10210	unknown protein
At1g24280	G6PD3,G6PD3 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 3); glucose-6-phosphate 1-dehydrogenase
At4g39950	CYP79B2,CYP79B2 (cytochrome P450, family 79, subfamily B, polypeptide 2); oxygen binding
At5g40990	GLIP1,GLIP1 (GDSL LIPASE1); carboxylic ester hydrolase
At4g37540	LBD39,LOB domain protein 39 / lateral organ boundaries domain protein 39 (LBD39)
At4g39940	AKN2,AKN2 (APS-KINASE 2); ATP binding / kinase/ transferase, transferring phosphorus-containing groups
At5g01740	unknown protein
At5g67420	LBD37,LOB domain protein 37 / lateral organ boundaries domain protein 37 (LBD37)
At5g54170	unknown protein
At5g04840	bZIP protein
At1g25550	myb family transcription factor
At1g49000	unknown protein
At1g69760	unknown protein
At2g15620	NIR1,NIR1 (NITRITE REDUCTASE); ferredoxin-nitrate reductase
At3g49940	LBD38,LOB domain protein 38 / lateral organ boundaries domain protein 38 (LBD38)
At3g47540	chitinase, putative
At3g18560	unknown protein
At1g78050	phosphoglycerate/bisphosphoglycerate mutase family protein
At5g19120	pepsin A
At5g42830	transferase family protein

>Genes significantly regulated at 12min

At2g36320	zinc finger (AN1-like) family protein
At5g62720	integral membrane HPP family protein
At1g64380	AP2 domain-containing transcription factor, putative
At5g65300	unknown protein
At3g25790	myb family transcription factor
At1g69450	unknown protein
At3g07350	unknown protein
At4g36040	DNAJ heat shock N-terminal domain-containing protein (J11)
At4g39780	AP2 domain-containing transcription factor, putative
At2g28190	CSD2,CSD2 (COPPER/ZINC SUPEROXIDE DISMUTASE 2); copper, zinc superoxide

---

---

	dismutase
At3g19030	unknown protein
At2g18030	peptide methionine sulfoxide reductase family protein
At2g33390	unknown protein
At1g63940	monodehydroascorbate reductase, putative
At5g41670	6-phosphogluconate dehydrogenase family protein
At2g22500	mitochondrial substrate carrier family protein
At2g27830	unknown protein
At5g28610	unknown protein
At5g11930	glutaredoxin family protein
At1g64190	6-phosphogluconate dehydrogenase family protein
At3g04530	PPCK2,PPCK2 (PHOSPHOENOLPYRUVATE CARBOXYLASE KINASE 2); kinase
At1g32920	unknown protein
At2g24550	unknown protein
	CYP707A3,CYP707A3 (cytochrome P450, family 707, subfamily A, polypeptide 3);
At5g45340	oxygen binding
At1g15100	RHA2A,RHA2A (RING-H2 finger A2A); protein binding / zinc ion binding
At5g10210	unknown protein
At3g08650	metal transporter family protein
At1g15550	GA4,GA4 (GA REQUIRING 4); gibberellin 3-beta-dioxygenase
At4g10310	HKT1,HKT1 (HIGH-AFFINITY K ⁺ TRANSPORTER 1); sodium ion transporter
At1g62180	APR2,APR2 (5'ADENYLYLPHOSPHOSULFATE REDUCTASE 2)
At4g18340	glycosyl hydrolase family 17 protein
	RMA1,RMA1 (Ring finger protein with Membrane Anchor 1); protein binding /
At4g03510	ubiquitin-protein ligase/ zinc ion binding
At4g25880	APUM6,APUM6 (ARABIDOPSIS PUMILIO 6); RNA binding
	ATNRT2:1,ATNRT2:1 (Arabidopsis thaliana high affinity nitrate transporter 2.1);
At1g08090	nitrate transporter
At1g60670	unknown protein
At1g69760	unknown protein
	ARR7,ARR7 (RESPONSE REGULATOR 7); transcription regulator/ two-component
At1g19050	response regulator
	TGA4,TGA4 (TGACG MOTIF-BINDING FACTOR 4); DNA binding / calmodulin binding
At5g10030	/ transcription factor
At3g62930	glutaredoxin family protein
At4g09900	hydrolase, alpha/beta fold family protein
At4g02380	SAG21,SAG21 (SENESCENCE-ASSOCIATED GENE 21)
At2g39370	unknown protein
At2g27510	ATFD3,ATFD3 (FERREDOXIN 3); electron carrier
At5g19260	unknown protein
At4g05390	ATRFNR1,ATRFNR1 (ROOT FNR 1); oxidoreductase
At4g37610	BT5,BT5 (BTB and TAZ domain protein 5); protein binding / transcription regulator
At4g00416	MBD3,MBD3 (methyl-CpG-binding domain 3); DNA binding
At1g72200	zinc finger (C3HC4-type RING finger) family protein
At4g40070	protein binding / zinc ion binding
At4g36010	pathogenesis-related thaumatin family protein
At2g38510	MATE efflux protein-related
At5g40470	unknown protein
At2g04730	pseudogene
At3g62410	CP12-2

At3g20320	TGD2,TGD2 (TRIGALACTOSYLDIACYLGLYCEROL2)<br>CYP76C4,CYP76C4 (cytochrome P450, family 76, subfamily C, polypeptide 4);
At2g45550	oxygen binding
At1g12820	AFB3,AFB3 (AUXIN SIGNALING F-BOX 3); auxin binding / ubiquitin-protein ligase<br>ZFP4,ZFP4 (ZINC FINGER PROTEIN 4); nucleic acid binding / transcription factor/
At1g66140	zinc ion binding
At2g28910	CXIP4,CXIP4 (CAX INTERACTING PROTEIN 4); nucleic acid binding / zinc ion binding<br>CBS domain-containing protein / octicosapeptide/Phox/Bemp1 (PB1) domain-
At3g52950	containing protein
At4g30190	AHA2,AHA2 (Arabidopsis H(+)-ATPase 2); ATPase
At1g13300	myb family transcription factor<br>UPM1,UPM1 (UROPHORPHYRIN METHYLASE 1); uroporphyrin-III C-
At5g40850	methyltransferase
At5g15330	SPX (SYG1/Pho81/XPR1) domain-containing protein
At1g75210	5' nucleotidase family protein<br>G6PD2,G6PD2 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 2); glucose-6-
At5g13110	phosphate 1-dehydrogenase<br>G6PD3,G6PD3 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 3); glucose-6-
At1g24280	phosphate 1-dehydrogenase
At1g55310	SR33,SR33 (SC35-like splicing factor 33); RNA binding
At3g61440	SUBSTITUTED ALA SYNTHASE 3;1); L-3-cyanoalanine synthase/ cysteine synthase
At3g47050	glycosyl hydrolase family 3 protein
At1g16170	unknown protein
At3g62630	unknown protein
At4g38340	RWP-RK domain-containing protein
At5g39870	unknown protein
At5g04840	bZIP protein<br>MYB111,MYB111 (myb domain protein 111),MYB111 (myb domain protein 111);<br>DNA binding,MYB111 (myb domain protein 111); DNA binding / transcription
At3g46130	factor
At2g15620	NIR1,NIR1 (NITRITE REDUCTASE); ferredoxin-nitrate reductase
At3g18560	unknown protein
At1g21000	unknown protein,zinc-binding family protein
At3g60690	auxin-responsive family protein
At5g28620	protein kinase C-related
At5g44140	ATPHB7,ATPHB7 (PROHIBITIN 7)<br>NHO1,NHO1 (NONHOST RESISTANCE TO P. S. PHASEOLICOLA 1); carbohydrate
At1g80460	kinase
At4g24670	alliinase family protein
At5g09800	U-box domain-containing protein
At3g28510	AAA-type ATPase family protein<br>GS2,GS2 (GLUTAMINE SYNTHETASE 2),GS2 (GLUTAMINE SYNTHETASE 2);
At5g35630	glutamate-ammonia ligase
At1g52760	esterase/lipase/thioesterase family protein
At4g34760	auxin-responsive family protein
At4g37240	unknown protein
At3g14050	RSH2,RSH2 (RELA-SPOT HOMOLOG); catalytic
At1g67920	unknown protein

At1g30510	ATRFNR2,ATRFNR2 (ROOT FNR 2); oxidoreductase
At1g64370	unknown protein
At4g32680	unknown protein
At4g37180	myb family transcription factor
At5g58530	glutaredoxin family protein
At3g15760	unknown protein
At4g37540	LBD39,LOB domain protein 39 / lateral organ boundaries domain protein 39 (LBD39)
At5g15830	ATBZIP3,bZIP transcription factor family protein
At1g68880	ATBZIP,bZIP transcription factor family protein
At5g01740	unknown protein
At5g54170	unknown protein
At2g18160	GBF5,ATBZIP2,GBF5 (G-box binding factor 5); DNA binding / transcription factor
At1g61930	unknown protein
At4g32950	protein phosphatase 2C, putative / PP2C, putative
At3g19190	unknown protein
At1g25550	myb family transcription factor
At1g49000	unknown protein
At5g57655	xylose isomerase family protein
At5g19120	pepsin A
At2g35270	DNA-binding protein-related
At5g67390	unknown protein
At5g58950	protein kinase family protein
At5g24160	squalene monooxygenase 1,2 / squalene epoxidase 1,2 (SQP1,2)
At4g09620	unknown protein
At2g30040	MAPKKK14,MAPKKK14 (Mitogen-activated protein kinase kinase kinase 14); kinase
At2g31940	oxidoreductase/ transition metal ion binding
At1g24440	protein binding / zinc ion binding
At1g43710	EMB1075,EMB1075 (EMBRYO DEFECTIVE 1075); carboxy-lyase
At2g40890	CYP98A3,CYP98A3 (cytochrome P450, family 98, subfamily A, polypeptide 3); p-coumarate 3-hydroxylase
At1g49860	ATGSTF14,ATGSTF14 (Arabidopsis thaliana Glutathione S-transferase (class phi) 14); glutathione transferase
At3g19010	oxidoreductase, 2OG-Fe(II) oxygenase family protein
At3g50900	unknown protein
At3g18710	U-box domain-containing protein
At3g49760	ATBZIP5,bZIP transcription factor family protein
At1g72240	unknown protein
At3g17510	CIPK1,CIPK1 (CBL-INTERACTING PROTEIN KINASE 1); kinase
At4g13430	aconitase family protein / aconitate hydratase family protein
At1g49230	zinc finger (C3HC4-type RING finger) family protein
At4g25835	AAA-type ATPase family protein
At2g02630	DC1 domain-containing protein
At3g57450	unknown protein
At3g53150	UGT73D1,UGT73D1 (UDP-glucosyl transferase 73D1); UDP-glycosyltransferase
At2g19460	unknown protein
At5g65210	TGA1,DNA binding / calmodulin binding / transcription factor,bZIP family transcription factor (TGA1)
At5g06800	myb family transcription factor
At5g12860	DIT1,DIT1 (DICARBOXYLATE TRANSPORTER 1); oxoglutarate:malate

---

	antiporter,unknown protein
At4g02920	unknown protein
At4g31910	transferase family protein
	LBD37,LOB domain protein 37 / lateral organ boundaries domain protein 37
At5g67420	(LBD37)
At1g68670	myb family transcription factor
At4g20000	VQ motif-containing protein
At2g47930	ATAGP26,AGP26,AGP26/ATAGP26 (ARABINOGALACTAN PROTEINS 26)
	ATHVA22D,ATHVA22D (Arabidopsis thaliana HVA22 homologue D),unknown
At4g24960	protein
	LBD38,LOB domain protein 38 / lateral organ boundaries domain protein 38
At3g49940	(LBD38)
At1g78050	phosphoglycerate/bisphosphoglycerate mutase family protein
At1g72820	mitochondrial substrate carrier family protein
>Genes significantly regulated at 15min	
At5g23010	MAM1,MAM1 (2-isopropylmalate synthase 3); 2-isopropylmalate synthase
	MAM-L,MAM-L (METHYLTHIOALKYLMALATE SYNTHASE-LIKE); 2-isopropylmalate
At5g23020	synthase
At5g62720	integral membrane HPP family protein
At3g25790	myb family transcription factor
At2g40750	WRKY54,WRKY54 (WRKY DNA-binding protein 54); transcription factor
At3g60750	transketolase, putative
At1g69450	unknown protein
At3g07350	unknown protein
At4g39780	AP2 domain-containing transcription factor, putative
At4g36040	DNAJ heat shock N-terminal domain-containing protein (J11)
At1g77760	NIA1,NIA1 (NITRATE REDUCTASE 1)
	CSD2,CSD2 (COPPER/ZINC SUPEROXIDE DISMUTASE 2); copper, zinc superoxide
At2g28190	dismutase
At3g19030	unknown protein
At3g16150	L-asparaginase, putative / L-asparagine amidohydrolase, putative
At1g80380	phosphoribulokinase/uridine kinase-related
At1g63940	monodehydroascorbate reductase, putative
At5g41670	6-phosphogluconate dehydrogenase family protein
At2g22500	mitochondrial substrate carrier family protein
At2g27830	unknown protein
At5g64120	peroxidase, putative
At5g28610	unknown protein
At4g31730	GDU1,GDU1 (GLUTAMINE DUMPER 1)
At5g11930	glutaredoxin family protein
At1g64190	6-phosphogluconate dehydrogenase family protein
At3g04530	PPCK2,PPCK2 (PHOSPHOENOLPYRUVATE CARBOXYLASE KINASE 2); kinase
At3g25980	mitotic spindle checkpoint protein, putative (MAD2)
At1g32920	unknown protein
At2g24550	unknown protein
	CYP707A3,CYP707A3 (cytochrome P450, family 707, subfamily A, polypeptide 3);
At5g45340	oxygen binding
At1g73260	trypsin and protease inhibitor family protein / Kunitz family protein

---

At1g15100	RHA2A,RHA2A (RING-H2 finger A2A); protein binding / zinc ion binding
At5g10210	unknown protein
At5g59080	unknown protein
At1g15550	GA4,GA4 (GA REQUIRING 4); gibberellin 3-beta-dioxygenase
At2g27570	sulfotransferase family protein
At1g62180	APR2,APR2 (5'ADENYLYLPHOSPHOSULFATE REDUCTASE 2)
At4g10310	HKT1,HKT1 (HIGH-AFFINITY K ⁺ TRANSPORTER 1); sodium ion transporter
At4g18340	glycosyl hydrolase family 17 protein
At4g10390	protein kinase family protein
At1g77400	unknown protein
At5g08010	unknown protein
At4g03510	RMA1,RMA1 (Ring finger protein with Membrane Anchor 1); protein binding / ubiquitin-protein ligase/ zinc ion binding
At5g60770	ATNRT2.4,ATNRT2.4 (Arabidopsis thaliana high affinity nitrate transporter 2.4); nitrate transporter
At1g64140	unknown protein
At1g49160	WNK7,WNK7 (Arabidopsis WNK kinase 7); kinase
At1g08090	ATNRT2:1,ATNRT2:1 (Arabidopsis thaliana high affinity nitrate transporter 2.1); nitrate transporter
At1g16420	ATMC8,latex-abundant protein, putative (AMC8) / caspase family protein
At5g47060	senescence-associated protein-related
At1g69760	unknown protein
At4g24620	PGI1,PGI1 (CHLOROPLASTIC PHOSPHOGLUCOSE ISOMERASE)
At5g10030	TGA4,TGA4 (TGACG MOTIF-BINDING FACTOR 4); DNA binding / calmodulin binding / transcription factor
At3g62930	glutaredoxin family protein
At1g18485	pentatricopeptide (PPR) repeat-containing protein
At3g28200	peroxidase, putative
At5g56870	BGAL4,beta-galactosidase, putative / lactase, putative
At4g02380	SAG21,SAG21 (SENESCENCE-ASSOCIATED GENE 21)
At2g25450	2-oxoglutarate-dependent dioxygenase, putative
At2g27510	ATFD3,ATFD3 (FERREDOXIN 3); electron carrier
At5g19260	unknown protein
At4g05390	ATRFNR1,ATRFNR1 (ROOT FNR 1); oxidoreductase
At4g37610	BT5,BT5 (BTB and TAZ domain protein 5); protein binding / transcription regulator
At5g65020	ANNAT2,ANNAT2 (ANNEXIN ARABIDOPSIS 2); calcium ion binding / calcium-dependent phospholipid binding
At1g72200	zinc finger (C3HC4-type RING finger) family protein
At5g24890	unknown protein
At2g38510	MATE efflux protein-related
At4g36010	pathogenesis-related thaumatin family protein
At4g40070	protein binding / zinc ion binding
At3g62410	CP12-2
At1g12820	AFB3,AFB3 (AUXIN SIGNALING F-BOX 3); auxin binding / ubiquitin-protein ligase
At1g66140	ZFP4,ZFP4 (ZINC FINGER PROTEIN 4); nucleic acid binding / transcription factor/ zinc ion binding
At1g51950	IAA18,IAA18 (indoleacetic acid-induced protein 18); transcription factor
At4g16680	RNA helicase, putative
At4g18350	NCED2,NCED2 (NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 2)

At3g52950	CBS domain-containing protein / octicosapeptide/Phox/Bemp1 (PB1) domain-containing protein
At1g13300	myb family transcription factor
At3g61430	PIP1A,PIP1A (plasma membrane intrinsic protein 1;1),PIP1A (plasma membrane intrinsic protein 1;1); water channel
At3g23030	IAA2,IAA2 (indoleacetic acid-induced protein 2); transcription factor
At2g19110	HMA4,HMA4 (Heavy metal ATPase 4); cadmium-transporting ATPase
At5g15330	SPX (SYG1/Pho81/XPR1) domain-containing protein
At5g40850	UPM1,UPM1 (UROPHOPHYRIN METHYLASE 1); uroporphyrin-III C-methyltransferase
At1g74940	senescence-associated protein-related
At3g29760	NLI interacting factor (NIF) family protein
At5g13110	G6PD2,G6PD2 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 2); glucose-6-phosphate 1-dehydrogenase
At1g19030	transposable element gene At1g19030
At5g19010	MPK16,MPK16 (mitogen-activated protein kinase 16); MAP kinase
At4g04040	MEE51,MEE51 (maternal effect embryo arrest 51); diphosphate-fructose-6-phosphate 1-phosphotransferase
AtCg00420	NDHJ,unknown protein
At1g24280	G6PD3,G6PD3 (GLUCOSE-6-PHOSPHATE DEHYDROGENASE 3); glucose-6-phosphate 1-dehydrogenase
At5g03380	heavy-metal-associated domain-containing protein,metal ion binding
At3g62630	unknown protein
At4g38340	RWP-RK domain-containing protein
At2g48080	oxidoreductase, 2OG-Fe(II) oxygenase family protein
At5g04840	bZIP protein
At3g46130	MYB111,MYB111 (myb domain protein 111),MYB111 (myb domain protein 111); DNA binding,MYB111 (myb domain protein 111); DNA binding / transcription factor
At2g15620	NIR1,NIR1 (NITRITE REDUCTASE); ferredoxin-nitrate reductase
At2g07740	transposable element gene At2g07740
At3g18560	unknown protein
At1g21000	unknown protein,zinc-binding family protein
At3g60690	auxin-responsive family protein
At5g18670	BMY3,BMY3 (beta-amylase 3); beta-amylase
At1g15380	lactoylglutathione lyase,lactoylglutathione lyase family protein / glyoxalase I family protein
At1g80460	NHO1,NHO1 (NONHOST RESISTANCE TO P. S. PHASEOLICOLA 1); carbohydrate kinase
At5g09800	U-box domain-containing protein
At1g12110	NRT1.1,NRT1.1 (nitrate transporter 1.1); transporter
At1g21910	AP2 domain-containing transcription factor family protein
At5g20885	zinc finger (C3HC4-type RING finger) family protein
At5g22570	WRKY38,WRKY38 (WRKY DNA-binding protein 38); transcription factor
At4g24020	RWP-RK domain-containing protein
At3g13730	CYP90D1,CYP90D1 (CYTOCHROME P450, FAMILY 90, SUBFAMILY D, POLYPEPTIDE 1); oxidoreductase, acting on paired donors, with incorporation or reduction of molecular oxygen, NADH or NADPH as one donor, and incorporation of one atom of oxygen / oxygen binding
At4g30460	glycine-rich protein
At5g35630	GS2,GS2 (GLUTAMINE SYNTHETASE 2),GS2 (GLUTAMINE SYNTHETASE 2);

---

	glutamate-ammonia ligase
At3g55980	zinc finger (CCCH-type) family protein
At4g26390	pyruvate kinase, putative
At5g39590	unknown protein
At4g34760	auxin-responsive family protein
	ATXTH20,ATXTH20 (XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 20);
At5g48070	hydrolase, acting on glycosyl bonds
At5g14760	AO,AO (L-ASPARTATE OXIDASE); L-aspartate oxidase
At4g37240	unknown protein
At5g19890	peroxidase, putative
At1g23760	JP630,JP630; polygalacturonase
	methionine sulfoxide reductase domain-containing protein / SelR domain-
At4g04840	containing protein
At1g30510	ATRFNR2,ATRFNR2 (ROOT FNR 2); oxidoreductase
At1g69440	AGO7,AGO7 (ARGONAUTE7)
At1g67340	zinc finger (MYND type) family protein / F-box family protein
At4g37180	myb family transcription factor
At3g47980	integral membrane HPP family protein
At5g15830	ATBZIP3,bZIP transcription factor family protein
	LBD39,LOB domain protein 39 / lateral organ boundaries domain protein 39
At4g37540	(LBD39)
At3g15760	unknown protein
At3g07310	unknown protein
	phosphoinositide phospholipase C,phosphoinositide-specific phospholipase C
At5g58700	family protein
At1g68880	ATBZIP,bZIP transcription factor family protein
At5g01740	unknown protein
At5g59090	ATSBT4.12,subtilase,subtilase family protein
At5g54170	unknown protein
At2g18160	GBF5,ATBZIP2,GBF5 (G-box binding factor 5); DNA binding / transcription factor
At4g32950	protein phosphatase 2C, putative / PP2C, putative
At5g24655	unknown protein
At1g25550	myb family transcription factor
At1g49000	unknown protein
At5g57655	xylose isomerase family protein
At5g19120	pepsin A
AtCg00780	RPL14,unknown protein
At1g76340	integral membrane family protein
At3g05950	germin-like protein, putative
At5g24160	squalene monooxygenase 1,2 / squalene epoxidase 1,2 (SQP1,2)
At5g67390	unknown protein
At4g09620	unknown protein
	MAPKKK14,MAPKKK14 (Mitogen-activated protein kinase kinase kinase 14);
At2g30040	kinase
At5g48480	unknown protein
At3g04980	DNAJ heat shock N-terminal domain-containing protein
AtCg00660	RPL20,unknown protein
At3g49780	ATPSK4,ATPSK4 (PHYTOSULFOKINE 4 PRECURSOR); growth factor
At1g43710	EMB1075,EMB1075 (EMBRYO DEFECTIVE 1075); carboxy-lyase
At1g78100	F-box family protein

How the deposited data were processed for this re-analysis (not part of the article)

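Roots of Arabidopsis treated with KNO3 or KCl were measured on 26 ATH1 arrays, 2 at time 0 and 2 for each salt at each of 6 time points from 3 to 20 min. The authors deposited MAS5 signal intensity values on a linear scale, 1 per probe set and array. The methods state MAS v5.0 at default values and a target median intensity of 150. The trimmed mean, leaving out 2% at each end, was 500.0 on every array, so the deposited scale is another one than the stated target. No version of the image software beyond that is given in the sources used here. The paper calls the arrays of a group biological replicates.

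The 22810 probe sets were reduced to 22746 by leaving out 64 control probe sets, and signals were taken as log2. limma 3.58.1 in R 4.3.3 fitted the 13 groups together, with eBayes and an intensity trend (13 residual degrees of freedom, 7.41 prior degrees of freedom). KNO3 minus KCl was tested at each time point, as the mean over the 6 time points and as the difference between 20 and 3 min, and KCl was tested against time 0. The threshold was a Benjamini-Hochberg adjusted p under 0.05 within each comparison. Lists of genes were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and p was adjusted over 36 tests. The touch and wound list in KCl against time 0 and the ribosomal members outside Additional file 1 were adjusted over 6 tests each, and the low-oxygen list over 13. Shared calls were tested with Fisher's exact test, one-sided, over the probe sets that could be called. The design, the lists, the rule for named genes and the first set of alternatives were fixed before the data were examined.

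The probe annotation gave 1 gene for 13513 probe sets, several for 503 and none for 8730 of those tested, and 13484 had a locus tag (13333 distinct). Names were updated through the gene table of assembly TAIR10.1. Of 260 members of 14 fixed lists, 47 were measured, and the 6 lists with 3 or more measured members were tested. Members of the lists of ammonium assimilation, endodermis and stele, and root cap and meristem were not analysed here, nor were the sentinel genes. Probe sets without a gene listed were not named from other sources. A list of ribosomal proteins by description was not run, since the annotation used here holds no descriptions.

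The named genes are those the paper names, members of the fixed lists, and the 12 largest rises and 8 largest falls per comparison among probe sets past the threshold whose 2 KNO3 arrays lay on one side of both KCl arrays; this last condition was not applied to the mean over time points. Probe sets paired with several genes were not named. Genes named for the smallest adjusted p within a cluster, and the low-oxygen list, were chosen after their values were seen.

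Alternatives were limma without the trend, a filter at the 40th percentile of mean signal, an offset of 32, quantile normalization, a replicate block, each time point alone, a sequential linear model reconstructed from the methods (unadjusted p under 0.01 in its first step) on linear and log2 signals, and each array left out. Fits within the 8 arrays at 3 and 6 min and within the other 18, and the sequential model with the time 0 arrays as baseline of both salts, were added after seeing the data. That baseline cancels in the difference between the salts and changes only its standard error and degrees of freedom, with the time 0 arrays counted once for each salt. The kinetic model used glmnet 4.1.10 and was tested on simulated data. The limma step was tested on simulated data for 22746 probe sets at 9 min. Of 50 probe sets changed by each size, 3 were recovered at a log2 change of 0.5, 8 at 1, 27 at 2 and 40 at 3, and false calls numbered 3 at 9 min and 0 at the other times. The simulated noise was independent between probe sets and had the same spread in every group. In the data, replicates correlated less at 3 and 6 min (median 0.928 against 0.962), so the simulation does not give the rate of false calls there. Values below 1, which numbered 1517, were kept. Array data carry no read depth; the number of arrays limits the precision.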

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

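The tests of the transfer, of single arrays at 3 min, of the fit within the 8 arrays and of a nitrate response that keeps one direction, and the low-oxygen list, were chosen after the results were seen.

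Between KCl at 6 min and time 0, a comparison the paper does not report, 9418 probe sets differed, and 8560 did at 3 min, against 140 at 9 min. The hybridization spike-ins, which carry no plant RNA, were brighter on the 8 arrays at 3 and 6 min by a median of 2.42 on the log2 scale, with all 9 probe sets apart, which is consistent with a difference in array handling; the 25S ribosomal RNA signal was also apart, at 18042 to 32135 against 183 to 6346. The tables argue against a response to the transfer as the whole difference, since at most 0.0943 of the median change from time 0 to KCl at 6 min was left at 9 min (both comparisons share the time 0 arrays). For RNA degradation the 3' to 5' signal differences were divided. Those of GAPDH (1.00 to 1.54 against -0.06 to 0.70) and ubiquitin (1.36 to 1.71 against 0.50 to 0.98) were higher on the 8 arrays without overlap, as degradation predicts. That of actin was lower (median change -1.38 on the log2 scale), also without overlap. The bound set against degradation had been an overlap of these differences, which was not met. Actin alone was weighed only after its values were seen, so it does not decide. A response of the roots confined to 3 and 6 min stays open beside handling. So do RNA degradation and other differences in the quality of the labelled RNA, since no array of these times lies outside the 8.

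The difference between KNO3 and KCl at 20 min was not that at 3 min for 305 probe sets (limma, test of the difference itself), 164 of them more positive at 20 min. A single array may have made part of the calls at 3 min: without KNO3 replicate 2 the number was 274 (109 higher and 165 lower), and 169 of the 518 calls were kept. Without KNO3 replicate 1, KCl replicate 1 and KCl replicate 2, 269, 406 and 224 were kept, of 524, 1578 and 477 calls. The number without KNO3 replicate 2 lies narrowly over the bound set against such an array and the calls kept do not, and the calls kept were considered only after the values were seen, so this stays open. Fitted within the 8 arrays, 27 passed and 26 of them were among the 518; the spread, its prior and the degrees of freedom all differ there, and the cause of the lower number was not tested.

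Genes listed as responsive to low oxygen, a set the paper does not discuss, differed between KNO3 and KCl by other amounts at 20 min than at 9 min: the difference at 20 min minus that at 9 min had a median of 1.89 over 26 measured genes of 50 listed, but 7 of the 26 had been seen among the largest changes before the list was written, and over the other 19 it was 1.63 (17 of 19 higher, camera, adjusted p = 7.3e-15 with a preset and 0.0055 with an estimated correlation, over 13 tests). Over these 19 the median of KNO3 minus KCl was -0.81 at 9 min (18 lower), -0.96 at 15 min (18 lower) and 0.0905 at 20 min (12 higher). The KCl arrays changed more than the KNO3 arrays between 9 and 20 min: their mean over the 26 genes, relative to time 0, was 0.47 and 0.65 at 9 min and -1.63 and -1.75 at 20 min, against -0.58 and -1.03, and -0.61 and -0.86, for the KNO3 arrays, and in KCl at 20 min the 19 genes lay below time 0 by a median log2 change of -0.69 (17 of 19 lower, adjusted p = 0.0050 with an estimated correlation). Oxygen supply or handling may have differed between the treated plants, with the 12 of 19 higher at 20 min between the bounds set for and against it, and a nitrate response that keeps one direction is not excluded for the list as a whole, since the value at 20 min passed camera with a preset correlation (adjusted p = 0.00024) but not with an estimated one (adjusted p = 0.18). Of the 26, 9 passed as lower at 15 min and 5 as higher at 20 min in limma. Only AT2G17850 passed in both directions (-2.49, adjusted p = 0.031, and 2.71, adjusted p = 0.021). It is one of the 7 seen first for their large changes, so it is not independent evidence against one direction. Of the 19, AT1G19530 (2.37, adjusted p = 0.019) and AT4G27450 (2.38, adjusted p = 0.0025) passed as higher at 20 min but not as lower at another time. That both correlations and the 19 genes alone should decide was set after the values were seen, and these explanations cannot be told apart, since each time and salt has 2 arrays and no measure of oxygen.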

How the results depend on the processing

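The fits within the 8 arrays at 3 and 6 min or the other 18, those without the 3 and 6 min arrays, the training on 9 to 15 min, the sequential model with time 0 as baseline of both salts and the alternatives for the difference between 20 and 3 min were chosen after seeing the data. For the movements below the cause was not tested, except that leaving out an array leaves 1 array in an arm, assumed to vary like the others. The 377 values of named genes include those past the threshold and others, such as members of the ribosomal list (1 of 102 tests passed) and the auxin list (0 of 48). The losses below are therefore a larger share of the values that had passed than of the 377. Of the values that had passed, 53 no longer did without the trend. The number was 30 with an offset of 32, 32 with quantile normalization and 84 with each time point alone. Within the 8 or the other 18 arrays it was 45, and with the replicate block 7. Leaving out KNO3 replicate 1, KNO3 replicate 2, KCl replicate 1 or KCl replicate 2 of their time point, 70, 74, 61 and 86 no longer passed. No value that had passed changed its sign under any of these, and sign changes of the other values were not counted. This was largely fixed beforehand. Fits without the trend, with each time point alone or within sets of arrays keep the same differences between group means. The largest rises and falls were picked with both KNO3 arrays on one side of both KCl arrays. Leaving out an array or adding an offset could not reverse those, so the kept signs are not evidence of stability. Without dim probe sets 558 passed at 3 min and 90 at 6 min.

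Without the trend, limma called 256 probe sets at 3 min, 14 at 9 min (92.9% higher), 84 at 12 min (70.2% higher) and 167 at 15 min (68.9% higher), 578 in the union and 120 for the difference between 20 and 3 min. With log2(signal + 32), 145 passed at 6 min (49.0% higher), 53.7% of those at 3 min were higher, and the auxin list at 6 min had an adjusted p of 0.052. With quantile normalization, 241 passed at 6 min, 93.6% of those at 20 min were higher, and the ribosomal list passed as lower at 20 min (adjusted p = 0.024). With the dim filter, KCl at 6 min against time 0 gave 5816, the auxin list at 15 min 0.078 and the overlap of 3 and 12 min 0.071. Each time point alone gave 17 at 3 min (17.6% higher), 3 at 6 min (33.3% higher), 33 at 12 min (87.9% higher), 70 at 15 min (77.1% higher), 456 at 20 min (67.5% higher) and 542 in the union; adjusted p of the overlaps was 0.10 for 3 and 9 min, 3.4e-05 for 3 and 20 min, and 1 for 6 min with 9, 15 and 20 min. The reconstructed sequential model on linear signals called 825 at 3 min (37.6% higher), 591 at 6 min (36.0% higher), 343 at 9 min (49.9% higher), 503 at 12 min, 641 at 15 min (49.8% higher), 339 at 20 min (70.2% higher) and 1971 in the union, with an adjusted p of 1 for each overlap of 3 or 6 min with another time. On log2 signals it called 292 at 6 min (50.7% higher), 328 at 9 min (54.6% higher), 550 at 12 min, 688 at 15 min (52.2% higher), 338 at 20 min (65.7% higher) and 1673 in the union, and 50.3% were higher at 3 min. With time 0 as baseline of both salts it called 296 at 6 min (28.4% higher), 13 at 9 min (84.6% higher) and 376, 110, 185 and 180 at 3, 12, 15 and 20 min (29.3%, 68.2%, 67.0% and 88.9% higher), with an adjusted p of 0.19 for the overlap of 6 and 9 min and 1 for the others of 3 or 6 min. Within the 8 or the other 18 arrays, 27 passed at 3 min (33.3% higher), 3 at 6 min (33.3% higher), 157 at 9 min, 386 at 12 min and 453 at 15 min; the lists of regulators and auxin at 6 min had an adjusted p of 0.055, and the overlaps 1 for 3 and 9, 6 and 9, and 6 and 20 min and 0.080 for 6 and 15 min. Without the 3 and 6 min arrays, KCl differed from time 0 in 328 at 9 min, 269 at 12 min, 388 at 15 min and 172 at 20 min. With an estimated correlation the adjusted p was 0.21 for ribosomal proteins at 3 min and 0.33 at 9 min, 0.14 for regulators at 6 min, 0.12 for auxin at 6 min and 0.053 at 15 min, and for the pentose phosphate list 0.16, 0.054, 0.26 and 0.12 at 6, 9, 12 and 20 min. Trained on 9 to 15 min, the kinetic model and the offset alone each had 60.8% of signs right, all opposite to the trend. Leaving out 1 array gave 274 (KNO3 replicate 2) to 1578 (KCl replicate 1) calls at 3 min (39.8% to 75.0% higher) and 117 (KNO3 replicate 1) to 384 (KCl replicate 1) at 6 min (32.8% to 80.7%), where KNO3 replicate 2 gave 204 and KCl replicate 2 gave 145. At 9 min it gave 8 (KNO3 replicate 2) to 61 (KCl replicate 1) (65.0% to 100%), with 20 without KNO3 replicate 1 and 10 without KCl replicate 2. At 12 min it gave 36 (KNO3 replicate 2) to 624 (KNO3 replicate 1) (34.5% to 80.6%), with 62 without KCl replicate 1. At 15 min it gave 85 (KCl replicate 2) to 480 (KNO3 replicate 2) (59.1% to 82.4%), with 115 without KNO3 replicate 1, and at 20 min 78 (KNO3 replicate 2) to 84 (KCl replicate 2) (91.1% to 97.6%). With the replicate block the calls were 556, 105, 93, 171, 277 and 168 and the union 1102; the correlation of deviations between arrays of the same number was -0.05 to 0.03, so the arrays share only a number.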

Differences from the paper's values

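The paper's counts are of genes from its sequential model at an FDR of 5%, and those here are of probe sets from limma at the same threshold. The paper reports 83 regulated genes at 3 min, and 518 probe sets passed here; no alternative came within 1.5 times, from 17 with each time point alone to 1578 without KCl replicate 1, while the fit within the 8 arrays, chosen after seeing the values, gave 27. For 63 induced genes in the paper at 3 min there were 316 here, and again no alternative reached it. The paper reports 192 at 6 min, against 94 here. An offset of 32 (145), quantile normalization (241) and leaving out KNO3 replicate 2 (204) or KCl replicate 2 (145) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Of these the paper calls 146 induced, against 63 here, with quantile normalization (165), the sequential model on linear (213) and log2 signals (148) and leaving out KCl replicate 2 (117) within 1.5 times, and the others not. At 9 min the paper's 55 stands against 90, and leaving out KCl replicate 1 (61) alone came within it. The paper's union of 550 stands against 1041, with limma without the trend (578) and each time point alone (542) within 1.5 times and the others not.

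The sequential linear model was reconstructed from the methods, which name the interaction with nitrate at a time point with time 0 as baseline for both salts, while the paper's text does not name the set of tests adjusted together. Taken as KNO3 minus KCl on linear signals it gave 825 at 3 min against the paper's 83, 591 against 192 at 6 min, 343 against 55 at 9 min, 503 against 149 at 12 min, 641 against 190 at 15 min and 339 against 229 at 20 min. With the time 0 arrays as that baseline, run after seeing the values, it gave 376, 296, 13, 110, 185 and 180, within 1.5 times of the paper at 12, 15 and 20 min, where it called 30 of 77, 51 of 92 and 73 of 107 measured genes of the paper's lists, and not at 3, 6 or 9 min. The difference tested was again KNO3 minus KCl, with another standard error and other degrees of freedom. The paper describes clusters 1, 9, 11, 13 and 14 as induced throughout; of 74 measured genes, 36 were above 0 at 3 min, 52 at 6 min, 65 at 9 min, 73 at 12 min, 71 at 15 min and 73 at 20 min, and all 74 were over the time points together. The paper names AT1G27900 among transient genes that it also measured by QPCR, and Additional file 1 lists it at 6 min. On the arrays it did not pass at any time point in limma, with a highest log2 fold change of 0.48 at 6 min. The QPCR values were not analysed here.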

Other observations

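The fit without the 3 and 6 min arrays, the wider gene set for prediction and the look at transposable element genes were chosen after the results were seen. Of 35 listed touch and wound genes 3 were measured (WRKY6, WRKY53 and ZAT10). Against time 0 their median log2 change in KCl was 0.83 at 9 min, 0.45 at 12 min, 0.89 at 15 min and 0.01 at 20 min, and camera, adjusted over 6 tests, passed at 9 min (adjusted p = 0.00012, 0.0045 with an estimated correlation), 12 min (0.0048 and 0.022) and 15 min (2.0e-05 and 0.0034). It did not pass at 20 min (adjusted p = 0.18) or at 3 and 6 min (0.59 at both), where 1 member was lower in limma at each time. The 3 and 6 min arrays had brighter spike-ins than the time 0 arrays, so at these times the comparison cannot show whether the list responded. The same list did not pass between KNO3 and KCl at any time point. Of 18 auxin response genes 8 were measured, and the list was lower with KNO3 at 6 min (median -0.58, 1 of 8 above 0, adjusted p = 0.046 from camera) and at 15 min (median -0.48, all 8 lower, adjusted p = 0.0096), and neither passed with an estimated correlation (adjusted p = 0.12 and 0.053). No single member passed in limma, while 11 of 48 tests had an unadjusted p under 0.05. Adjusted over the list alone, IAA18 passed as lower at 6, 9 and 15 min (adjusted p = 0.032, 0.040 and 0.044), GH3.5, an auxin conjugation gene, at 12 and 15 min (0.0048 and 0.044) and GH3.3 at 9 min (0.028), with a mean signal of 27.0, below the 25th percentile of every array. Of the 8, IAA18 is in Additional file 1, chosen by the study on these samples.

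Of the other fixed lists with fewer than 3 measured members, no member passed in limma. An unadjusted p under 0.05 was found in 1 of 12 tests of ARR15 and ARR16 (cytokinin response), 0 of 6 of GI (clock), 1 of 12 of LHCB4.1 and RCA (shoot photosynthesis), and 6 of 12 of EXPA7 and EXPA18 (root hair). Adjusted over the list alone, EXPA7 passed as higher at 6 and 9 min (adjusted p = 0.0064 and 0.016) and as lower at 20 min (0.0055), EXPA18 as higher at 9 min (0.035) and as lower at 20 min (0.026), and RCA as higher at 15 min (0.025). Of 14 genes that Additional file 1 describes as transposable element genes, 12 were measured, all 12 at or below the 40th percentile, with a median signal of 12.9, and 0 passed at 3 or 6 min in limma, while 10 of 24 tests had an unadjusted p under 0.05. The study chose these genes on the same samples.

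Over the 6 time points together, 716 probe sets differed between KNO3 and KCl. Among 100 splits of the arrays within time points 1, the real one, gave as many, and the highest other gave 508. No other split drawn reached 716, but 100 splits cannot show a share below 1 in 100, so chance was not excluded. Without the 3 and 6 min arrays, 734 passed, and 446 of them were among the 716.

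A hypothesis was that transcription factors predict the change from 15 to 20 min better than other genes. With 22 random other genes of Additional file 8 as inputs, 8 of 100 sets gave as many right signs as the factors, with a median of 63.0% and a range of 44.4% to 77.2%, against 74.1%. By the bound set before the test, an advantage of factors over other inputs was not shown.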
